# The GFI1–FOXO1 axis regulates NK cell maturation and function

**DOI:** 10.1038/s41467-026-72022-6

**Published:** 2026-04-22

**Authors:** Qiutong Huang, M. Zeeshan Chaudhry, James Dight, Louisa Alim, Huiyang Yu, Renae Denman, Hiu On Man, Jaring Schreuder, Alexandra L. Garnham, Zewen K. Tuong, Fernando Souza-Fonseca-Guimaraes, Nicolas Jacquelot, Gabrielle T. Belz

**Keywords:** Epigenetics in immune cells, NK cells

## Abstract

Natural killer cells defend against malignancies and viral infections through a tightly controlled program of differentiation and maturation. However, the transcriptional mechanisms guiding this process remain incompletely defined. Using paired single-cell multiomic profiling, we identify GFI1 as an epigenetic regulator of NK cell differentiation, coordinating EOMES and T-BET transcriptional balance to promote NK cell proliferation and the transition from immature to terminally differentiated NK cell states. GFI1 represses FOXO1 chromatin accessibility in mature NK cells, which normally limits NK cell proliferation and maturation. Co-deletion of both GFI1 and FOXO1 largely rescues NK cell differentiation, identifying a critical GFI1–FOXO1 axis required for protection against tumour metastasis. These findings position GFI1 as a key transcriptional node integrating NK cell differentiation, activation and effector programs.

## Abstract (web summary)

NK cell differentiation is critical for immune defence but its transcriptional control remains unclear. The authors here define a GFI1–FOXO1 axis that balances EOMES/T-BET to drive NK cell maturation, proliferation and tumour control.

## Introduction

Natural killer (NK) cells are critical for immune surveillance against tumours and viral infections. Their capacity to rapidly sense cellular stress and initiate cytotoxic and cytokine responses limits pathogen spread and restrains tumour progression. These protective functions depend on the generation of mature peripheral NK cells equipped with a repertoire of effector mechanisms^1,2^.

Murine NK cells arise from the common lymphoid progenitor and progress through NK precursor and immature stages in the bone marrow before differentiating into mature NK subsets in peripheral tissues. The process is intrinsically guided by stage-specific transcriptional regulators that control (i) early development (e.g., *Spi1*^3^ and *Ets1*^4^), (ii) the immature to mature NK transition (e.g., *Id2*^5^ and *Tcf7*^6^), and (iii) terminal maturation (e.g., *Foxo1*^7^, *Zeb2*^8^*, Eomes* and *Tbx21*). Terminal differentiation proceeds through discrete immature (Imm), M1 and M2 developmental stages defined by differential expression of the integrin CD11b (*Itgam*), CD27 and KLRG1^9–11^. Although these transcription factors promote NK cell maturation and effector development, mechanisms that also restrain excessive cytokine and cytolytic activity are essential to calibrate NK cell responses and prevent immunopathology^7,8,12^.

How different transcriptional cues are integrated to coordinate NK cell maturation and functional competence remains incompletely understood. T-BET (*Tbx21*) promotes late NK cell maturation and effector function^13^, while FOXO1 acts upstream as a ‘brake’ on the differentiation programme^7^. However, the circuitry that links these pathways is unclear. Growth factor independent-1 (GFI1) is a transcriptional repressor expressed in early bone marrow progenitors^14,15^ where it directs cell fate decisions in myeloid and B cell compartments and is required for the generation or maintenance of multiple lymphoid and myeloid populations, including group 2 innate lymphoid cells^16^, dendritic cells^17^ and memory CD8^+^ T cells^18,19^. Despite evidence for GFI1 expression in progenitor cells^20^, its role in NK cell differentiation or function has not been defined.

Here, we identify GFI1 as an intrinsic regulator of NK cell differentiation. We show that GFI1 expression varies across NK cell subsets and is required for the generation of mature M1 (CD11b⁺KLRG1⁻) and M2 (CD11b⁺KLRG1⁺) NK cells, where it coordinates transcriptional and chromatin programmes controlling proliferation and terminal maturation. Mechanistically, GFI1 balances EOMES, FOXO1 and T-BET to regulate NK cell developmental progression and loss of FOXO1 substantially rescues differentiation defects caused by GFI1 deficiency, revealing a GFI1-FOXO1 regulatory axis. These findings identify a transcriptional circuit that integrates opposing regulatory inputs to control NK cell maturation and function. More broadly, this work provides insight to how transcriptional networks shape innate lymphocyte differentiation and may inform strategies to enhance NK-cell mediated anti-tumour immunity.

## Results

### Intrinsic GFI1 controls NK cell development and differentiation

To understand how GFI1 is regulated in NK cells, we quantitated tdTomato reporter expression in naïve *Gfi1*^*tdTomato/+*^ mice in which tdTomato is expressed under control of the endogenous GFI1 promoter^21^ (Supplementary Fig. 1a). NK cells expressed higher levels of GFI1-tdTomato expression than CD4^+^ and CD8^+^ T cells (Fig. 1a). Bone marrow (BM) NK cells expressed lower levels of GFI1-tdTomato than spleen, liver and lung NK cells (Supplementary Fig. 1b) and GFI1-tdTomato expression in NK cells was inversely correlated with the frequency of immature (Imm, CD11b^-^KLRG1^-^) NK cells (Supplementary Fig. 1c) suggesting that GFI1 expression increases with NK cell maturation. To ascertain this, GFI1-tdTomato expression was analysed in splenic NK cell subsets, revealing that CD11b^+^KLRG1^-^ M1 cells expressed significantly higher GFI1-tdTomato than Imm and CD11b^+^KLRG1^+^ M2 NK cells (Fig. 1b). This is consistent with a potential checkpoint at the Imm to M1 transition. NK cells isolated from the liver and lungs also showed significantly higher GFI1-tdTomato expression in M1 NK cells, but not in BM NK cell subsets (Supplementary Fig. 1d). Thus, GFI1 expression correlates with NK cell differentiation and maturation in peripheral tissues.

**Fig. 1:**
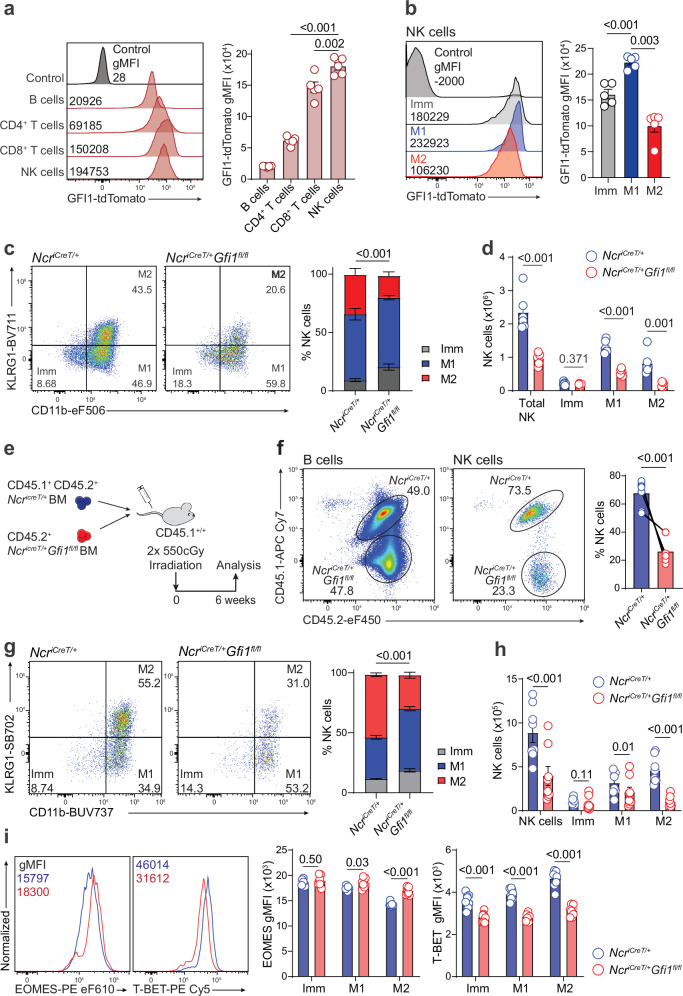
Intrinsic GFI1 expression is required for NK cell differentiation. **a** Histograms (left) and geometric mean fluorescence intensity (gMFI) quantification (right) of GFI1-tdTomato expression in B cells (live CD3^-^CD19^+^), CD4^+^ T cells (live CD19^-^CD3^+^CD4^+^CD8a^-^), CD8^+^ T cells (live CD19^-^CD3^+^CD4^-^CD8a^+^) and NK cells (live CD3^-^TCRβ^-^CD19^-^NK1.1^+^NKp46^+^CD49b^+^) isolated from the spleen of naive *Gfi1*^*tdTomato*/+^ mice. Control NK cells were isolated from the spleen of naïve C57BL/6 mice. **b** Histograms (left) and gMFI quantification (right) of GFI1-tdTomato expression in immature (Imm, CD11b^-^KLRG1^-^), M1 (CD11b^+^KLRG1^-^) and M2 (CD11b^+^KLRG1^+^) NK cells isolated from the spleen of naive *Gfi1*^*tdTomato*/+^ mice. Control NK cells were isolated from the spleen of naïve C57BL/6 mice. **a**,** b** Data show mean ± s.e.m. for one of two independent experiments (*n* = 5 individual mice/experiment). **c** Flow cytometric dot plots (left) and bar plots (right) show frequency of NK cell subsets among total splenic NK cells isolated from naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice. **d** Total number of splenic NK cell subsets isolated from naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice. **c**, **d** Data from one of five independent experiments shown as mean ± s.e.m. (*n* = 6 individual mice/experiment). **e** Schematic of bone marrow chimeric mice generation. **f** Flow cytometric dot plots show frequency of donor *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+^) splenic B and NK cells 6 weeks after bone marrow reconstitution (left). Frequency of NK cells isolated from the spleen of naïve bone marrow chimeric mice (right), as in (**e**). **g** Representative plot (right) and quantification (left) of donor NK cell subsets frequency in the spleen as in (**f**). **h** Total number of splenic donor NK cell subsets as in (**f**). **i** Histograms (left) and gMFI quantification (right) of EOMES and T-BET expression in donor splenic NK cells as in (**f**). **f**–**i** Data pooled from two independent experiments shown as mean ± s.e.m. (*n* = 8 mice). Statistical significance was determined using a one-way ANOVA and Tukey’s post-test (**a**, **b**), a two-tailed Student’s *t* test (**c**, **d**), or a two-tailed paired *t* test (**f**–**i**).

Next, we tested whether GFI1 was required for NK cell development and differentiation. At steady-state, NK cell-specific deletion (using *Ncr1*^*tm1.1(icre)Viv*^ referred to as *Ncr*^*iCreT/+*^) of GFI1^22^ (*Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice) showed an increase in the frequency of Imm NK cells and reduced frequency of M2 cells in the spleen compared with controls (*Ncr*^*iCreT/+*^ mice)(Fig. 1c). The number of M1 and M2 NK cells were reduced in the absence of GFI1 in spleen, lungs and liver (Fig. 1d and Supplementary Fig. 1e). These data indicate that loss of GFI1 in NK cells impaired differentiation of Imm NK cells into M1 and M2 NK cells.

To determine whether this requirement was cell intrinsic, we generated mixed bone marrow chimeras using congenically-marked *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+^) donor BM combined in an equal ratio (1:1) which was then transplanted into lethally-irradiated CD45.1^+^ mice (Fig. 1e). Reconstitution of chimeras resulted in the development of B cells equally from each donor BM, while the frequency of NK cells developing from *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ BM was significantly reduced compared with wildtype bone marrow (*Ncr*^*iCreT/+*^) (Fig. 1f). This was accompanied by both a lower frequency (Fig. 1g) and total number of mature NK cells (Fig. 1h). This reduction was most marked in the M2 NK subset across spleen, lungs and liver (Fig. 1h and Supplementary Fig. 1f). In contrast to spleen and lungs, total Imm NK cells were reduced in BM by a lack of GFI1 (Supplementary Fig. 1f). Consistent with altered differentiation, GFI1-deficient NK cells displayed increased EOMES and reduced T-BET across all NK cell subsets compared with wildtype (*Ncr*^*iCreT/+*^) NK cells (Fig. 1i). Together, these data establish a cell-intrinsic requirement for GFI1 in NK cell differentiation and transcriptional programming.

### GFI1 programmes NK cell differentiation

To understand the NK cell molecular programmes regulated by GFI1, splenic NK cells were purified from naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice, and single-cell multiomic sequencing (scMultiomic-seq), which combines paired transcriptional and epigenetic analysis, was performed. Uniform manifold approximation and projection (UMAP) and unsupervised clustering of reciprocal principal component analysis (RPCA) integrated wildtype (*Ncr*^*iCreT/+*^) and GFI1-deficient NK cells resolved them into 11 clusters based on their transcriptional profile (Fig. 2a). Cluster 1, 2 and 11 were enriched with *Ncr*^*iCreT/+*^cells, cluster 4, 5, 7 and 8 had higher number of GFI1-deficient NK cells, while cluster 3, 6, 9 and 10 had comparable numbers of both genotypes (Fig. 2b). Cluster 1 and 10 showed high levels of *Itgam* (CD11b), *Klrg1* and *Zeb2* expression (Fig. 2c and Supplementary Fig. 2a), identifying them as terminally differentiated M2-like NK cell population. Cluster 10 further displayed elevated levels of *Itgax* (CD11c) and *Itga2* (CD49b), predominantly enriched in *Ncr*^*iCreT/+*^ NK cells. Cluster 6 exhibited the highest expression of *Bcl11b* and *Il7r*, while *Itgam*, *Gzma* and *Zeb2* expression was the lowest (Supplementary Fig. 2a, b), consistent with an immature NK cell cluster. Cluster 2, 3 and 9 had higher levels of *Itgam*, but relatively lower levels of *Klrg1*, consistent with the intermediate (M1-like) stage of NK cell differentiation. To further assess the differentiation status of NK cell clusters, we applied CD11b^+^KLRG1^-^ immature and CD11b^+^KLRG1^+^ differentiated NK cell signature to our single-cell clusters. This showed that cluster 1 and 10 cells had terminally differentiated NK cell signature, whereas cluster 6 cells were enriched for immature NK cell signature (Fig. 2d). Cluster 4, 5, 7 and 8 that are enriched for *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ cells (Fig. 2b), exhibited a transcriptional signature similar to immature NK cells (Fig. 2d), with elevated *Eomes* expression (Fig. 2c). Comparing differential abundance of cellular neighbourhoods using Milo^23^ revealed that neighbourhoods in immature NK cells (cluster 6) were significantly enriched for GFI1-deficient NK cells (Fig. 2e), although the frequency of both genotype cells was similar in this cluster (Fig. 2b). In contrast, local enrichment of *Ncr*^*iCreT/+*^ NK cells was detected in cluster 2 and 11. Notably, cluster 11 was identified as proliferating cells as it had high expression of cell cycle-related genes, such as *Mki67*, *Top2a* and E2F family members (Supplementary Fig. 2a), but this expression pattern was restricted to *Ncr*^*iCreT/+*^ cells. These data suggest that GFI1 drives the NK differentiation programme, as GFI1-deficient NK cells were largely restricted to an immature NK cell transcriptional profile.

**Fig. 2:**
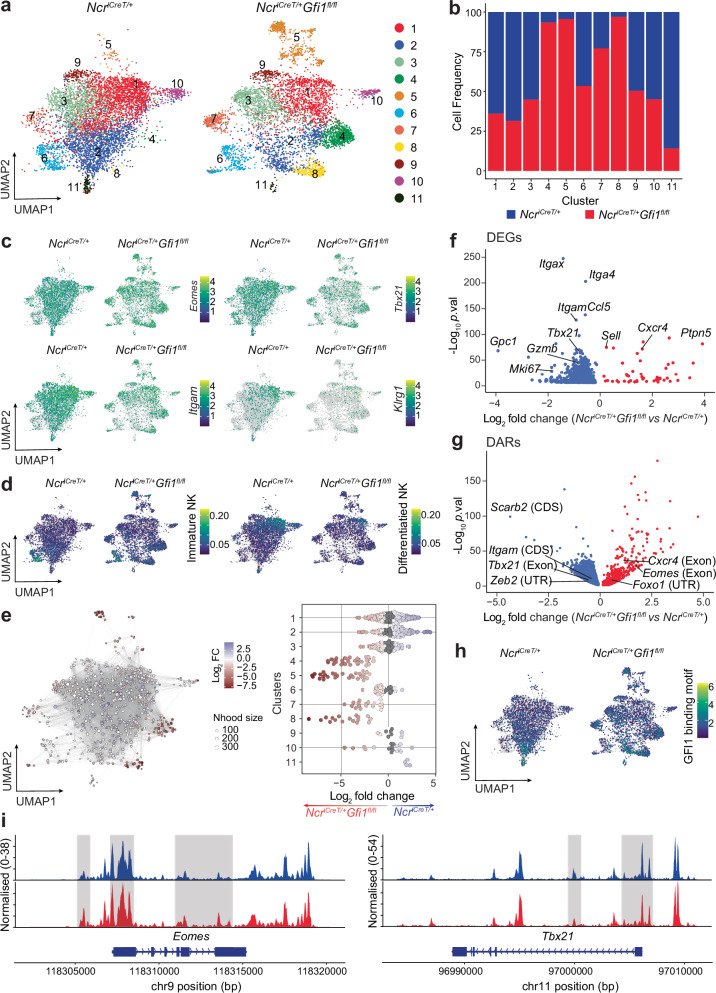
scMultiomic-seq delineated GFI1-mediated epigenetic and transcriptional regulation of NK cell differentiation. **a** UMAP shows scRNA-seq based unsupervised clustering of splenic *Ncr*^*iCreT/+*^ (*n* = 6225 cells) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (*n* = 5654 cells) NK cells isolated from naïve mice. **b** Frequency of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells in each cluster identified in panel (**a**). **c** UMAP showing normalised RNA expression of *Eomes, Tbx21, Itgam* and *Klrg1* in NK cells as in (**a**). **d** UMAP showing immature and differentiated NK cell gene expression signature enrichment as in (**a**). **e** Differential neighbourhood abundance (Log_2_FC), calculated using scRNA-seq data, is shown on the UMAP (right) and beeswarm plots (left). Blue and red dots indicate neighbourhoods significant enriched (*p* < 0.05, negative binomial generalised linear model testing with spatial FDR correction) for *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells, respectively, while grey dots represent neighbourhoods without significant enrichment (*p* > 0.05). **f**–**g** Differentially expressed genes (**f**) and differentially accessible regions (**g**) in total NK cells detected using scRNA-seq and scATAC-seq pseudobulk analysis, respectively. Blue dots indicate genes (DEGs) or regions (DARs) significantly (*p* < 0.05, Wilcoxon rank-sum test with Bonferroni post-test) upregulated in *Ncr*^*iCreT/+*^ NK cells, while red dots indicate those significantly upregulated in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells. **h** GFI1 DNA binding motif enrichment in chromatin peaks identified using scATAC-seq as in (**a**). **i** Cluster 1 *Ncr*^*iCreT/+*^ (blue histogram) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red histogram) NK cell chromatin accessibility at *Eomes* (left) and *Tbx21* (right) gene loci as in (**a**). Grey boxes highlight differentially accessible chromatin regions.

Pseudobulk scRNA-seq analysis showed reduced expression of key transcription factors involved in NK cell differentiation, such as *Tbx21* and *Zeb2*, in GFI1-deficient cells (Fig. 2f and Supplementary Fig. 2a). The expression of these genes remained reduced even in mature *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells within cluster 1 (Supplementary Fig. 2a, b), while expression of *Foxo1*, a known suppressor of NK cell differentiation^7^, was elevated in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cell enriched clusters (Supplementary Fig. 2b). Moreover, *Itgam*, *Klrg1*, *Mki67*, *Gzmb* and *Ifng* expression was reduced in GFI1-deficient NK cells globally as well as cluster 1 and 6 cells (Supplementary Data 1), suggesting that GFI1 promotes NK cell proliferation, cytotoxicity and differentiation. These findings were further supported by bulk RNA-seq analysis of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cell subsets showing reduced *Tbx21* and cell cycle-related gene expression in differentiated *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells together with elevated expression of *Eomes* and *Foxo1* in all *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cell subsets (Supplementary Fig. 2c and Supplementary Data 2). Moreover, loss of functional GFI1 led to increased *Gfi1* transcripts, confirming an autoregulatory feedback loop^24^. These transcriptional changes were associated with an altered chromatin accessibility profile in GFI1-deficeint cells (Fig. 2g and Supplementary Data 3). 

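Bulk RNA-seq was performed on Imm (CD11b-KLRG1-), M1 (CD11b+KLRG1-) and M2 (CD11b+KLRG1+) NK cells sorted from the spleen of *Ncr* iCreT/+ and *Ncr* iCreT/+*Gfi1* fl/fl mice, in which floxed *Gfi1* is deleted in cells that express Cre from the *Ncr1* locus. The count table holds 18 libraries, 3 for each subset and genotype. Neither the paper's text nor the sample labels states that these came from separate mice, so the p-values measure the spread between libraries. The authors trimmed the reads with *fastp*, mapped them to mm10 with STAR v2.7.10 and counted them per gene with *featureCounts* v2.0.1, and the table holds these whole counts without normalisation. In *Ncr* iCreT/+ mice, the total count per library, in megacounts, was 22.78 to 59.34 (median 49.60) in Imm, 41.26 to 49.34 (median 45.95) in M1 and 44.24 to 51.50 (median 46.63) in M2 cells. In *Ncr* iCreT/+*Gfi1* fl/fl mice, it was 40.29 to 50.70 (median 49.09) in Imm, 20.92 to 49.56 (median 47.42) in M1 and 30.78 to 50.13 (median 49.55) in M2 cells. The paper states a depth in reads (over 50 megareads per sample, the paper's value), and all values given here use the count totals. The description deposited with the libraries names CD11a where the paper names CD11b. *Itgam*, which encodes CD11b, had 15.8 ± 1.10 CPM (SD, n = 3) in *Ncr* iCreT/+ Imm cells, 182 ± 12.6 in M1 cells and 248 ± 7.06 in M2 cells. From the counts, the 18146 of 55487 genes with enough counts in at least 1 group were kept by edgeR's filterByExpr (99.971% of all counts), scaled by TMM and tested in 1 quasi-likelihood fit to all 18 libraries. A gene was called at an adjusted p below 0.05 (Benjamini-Hochberg over the genes tested), and each standard error (SE) is the log2 fold change divided by the square root of F. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01 and again with an estimated correlation. At these settings 917 genes were called between the genotypes in Imm cells (520 higher and 397 lower in *Ncr* iCreT/+*Gfi1* fl/fl cells). There were 466 in M1 cells (305 and 161) and 593 in M2 cells (373 and 220). Without *Ncr* iCreT/+ Imm replicate 1 the count in Imm cells was 550, and without *Ncr* iCreT/+*Gfi1* fl/fl Imm replicate 1 it was 566. With a further threshold of 1 on the absolute log2 fold change the counts were 365, 228 and 281, with all experiments in 1 fit 1133 in M1 and 1287 in M2 cells, and with the compared groups alone 356 in M2 cells. Counts per gene do not show which exons were read, so deletion of the floxed exons was not examined.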

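*Foxo1*, which encodes a forkhead factor that restrains NK cell differentiation, was higher in GFI1-deficient NK cells of all 3 subsets. *Eomes*, a T-box factor of NK cell development, was higher in the Imm and M2 subsets, and passed in M1 cells under 4 alternatives. *Tbx21*, which encodes the T-box factor T-BET that drives NK cell maturation, did not pass the test in any subset, but passed in M2 cells with all experiments in 1 fit. In the differentiated M1 and M2 subsets, genes of DNA replication and mitosis lay below other genes as groups in camera but not with an estimated correlation, and single members were rarely called. *Foxo1* (ENSMUSG00000044167) lies on chromosome 3 of GRCm38 from 52268336 to 52353221. Its TMM-scaled expression was 151 ± 2.15 CPM (SD, n = 3) in *Ncr* iCreT/+ and 222.5 ± 20.6 CPM (n = 3) in *Ncr* iCreT/+*Gfi1* fl/fl Imm cells, a log2 fold change of 0.56 (SE 0.0761, adjusted p = 9.27e-05 from edgeR). In M1 cells it rose from 132 ± 9.86 to 217 ± 10.9 CPM (log2 fold change 0.72, adjusted p = 4.8e-06 from edgeR), and in M2 cells from 119 ± 2.41 to 189 ± 4.76 CPM (0.66, adjusted p = 1.08e-05). *Eomes* (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132) rose from 665.5 ± 30.4 to 916 ± 83.8 CPM in Imm cells (log2 fold change 0.46, SE 0.0709, adjusted p = 0.000349 from edgeR) and from 615 ± 25.7 to 857 ± 25.9 CPM in M2 cells (0.48, adjusted p = 0.000208). In M1 cells *Eomes* had 776 ± 38.8 CPM in *Ncr* iCreT/+ and 932 ± 20.5 CPM in *Ncr* iCreT/+*Gfi1* fl/fl libraries, a log2 fold change of 0.26 (SE 0.0708, adjusted p = 0.0565 from edgeR). It passed there with DESeq2 (adjusted p = 0.0247) and in edgeR with the replicate number as a block (0.0288), with the compared groups alone (0.042) and with all experiments in 1 fit (0.00116). For *Foxo1* and *Eomes* every GFI1-deficient library lay above every *Ncr* iCreT/+ library of its subset, a separation that chance gives for 10% of genes at 3 libraries against 3 in either direction. In Imm cells of a further table of this deposit *Foxo1* had a log2 fold change of 0.39 (adjusted p = 0.335 from edgeR). *Eomes* had one of 0.27 there (0.11), so neither was called. Averaged over the 3 subsets of that table, *Foxo1* rose by a log2 fold change of 0.52 (adjusted p = 3.24e-05 from edgeR). *Tbx21* (ENSMUSG00000001444, chromosome 11 from 97098071 to 97115331) had 519 ± 30.6 CPM in *Ncr* iCreT/+ and 571.5 ± 19.0 CPM in *Ncr* iCreT/+*Gfi1* fl/fl Imm cells, a log2 fold change of 0.14 (SE 0.0734, adjusted p = 0.364 from edgeR). In M1 cells its expression was 710 ± 26.0 and 642 ± 37.5 CPM (log2 fold change −0.14, not called by edgeR), and in M2 cells 888 ± 17.2 and 766.5 ± 71.0 CPM (−0.21, adjusted p = 0.173, and 0.0266 with all experiments in 1 fit), with every GFI1-deficient library below every *Ncr* iCreT/+ library in both subsets. Within *Ncr* iCreT/+ mice *Tbx21* rose from Imm to M2 cells by a log2 fold change of 0.78 (SE 0.0738, adjusted p = 3.73e-07 from edgeR). Of 43 S phase genes, edgeR called 0 in M1 and 0 in M2 cells. At an unadjusted p below 0.05, 9 were lower in M1 and 6 in M2 cells, and DESeq2 called 4 and 2 of them. The list as a whole was lower than other genes in camera (adjusted p = 0.00019 in M1 and 0.000159 in M2 cells), and did not pass in either subset with an estimated correlation (adjusted p = 0.406 and 0.266 with an estimated correlation). Of 54 G2/M genes, 2 fell in M1 cells: *Cenpa*, a centromere histone, by 0.41 and *Hjurp*, its chaperone, by 0.38 on the log2 scale. None of the 54 was called by edgeR in M2 cells, where 14 were lower at an unadjusted p below 0.05 and DESeq2 called 1. The camera result for this list was an adjusted p of 2.85e-05 in M1 and 9.54e-08 in M2 cells (adjusted p = 0.474 and 0.244 with an estimated correlation). Adjusted over the list alone, 4 S phase and 3 G2/M genes fell in M1 cells and none in M2 cells. T cell markers, as a group, also lay lower in GFI1-deficient M2 cells (0 of 11 called by edgeR, 4 lower at an unadjusted p below 0.05, 2 called by DESeq2, camera adjusted p = 0.0242, adjusted p = 0.407 with an estimated correlation). *Foxo1* overlaps *Gm20402* and *Eomes* overlaps *Gm33460*, each on the opposite strand, and the paper's text does not state the strand setting of the counting. The paper sets these bulk data beside its pseudobulk data, from which it proposes that GFI1 promotes NK cell proliferation, cytotoxicity and differentiation.

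**Figure D1:**
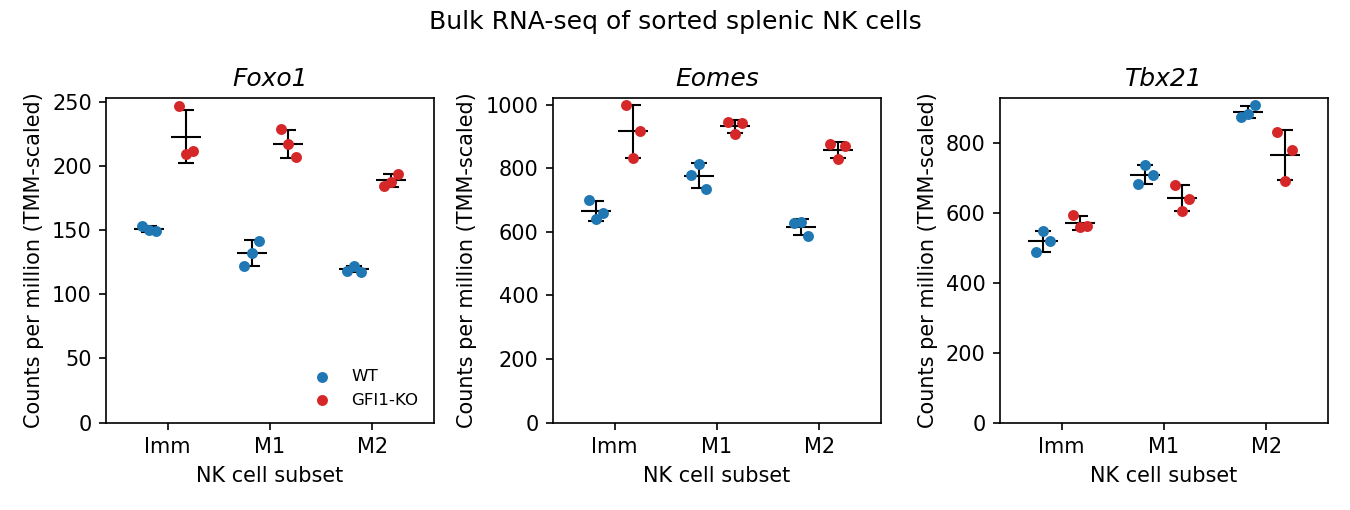
TMM-scaled expression (CPM, y axis) of *Foxo1*, *Eomes* and *Tbx21* in each library of the Imm, M1 and M2 subsets (x axis) from *Ncr* iCreT/+ (blue) and *Ncr* iCreT/+*Gfi1* fl/fl (red) mice, with the mean and SD of the 3 libraries per group. The *Foxo1* means are 151 and 222.5 CPM in Imm, 132 and 217 CPM in M1, and 119 and 189 CPM in M2 cells.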

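*Gfi1*, which encodes a zinc-finger transcriptional repressor, had more counts in *Ncr* iCreT/+*Gfi1* fl/fl than in *Ncr* iCreT/+ NK cells of every subset. Its expression was 41.1 ± 4.30 CPM (SD, n = 3) in *Ncr* iCreT/+ and 112 ± 9.14 CPM (n = 3) in *Ncr* iCreT/+*Gfi1* fl/fl Imm cells. In M1 cells it was 48.6 ± 3.17 and 140.0 ± 33.5 CPM, and in M2 cells 52.1 ± 2.86 and 160.1 ± 38.75 CPM. The log2 fold change was 1.45 in Imm (SE 0.157, adjusted p = 7e-06 from edgeR), 1.53 in M1 (adjusted p = 3.1e-06) and 1.62 in M2 cells (adjusted p = 1.23e-06), and in each subset all 3 GFI1-deficient libraries exceeded all 3 *Ncr* iCreT/+ libraries. *Gfi1* (ENSMUSG00000029275) lies on chromosome 5 of GRCm38 from 107716657 to 107726036 and is overlapped by *A430072P03Rik* on the other strand. The counts cover the whole gene, so transcripts of the deleted and of the intact allele are counted together, and reads of the overlapping gene are kept apart only if the counting was strand-specific.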

Chromatin accessibility at key genetic loci associated with NK cell maturation, such as *Tbx21*, *Zeb2*, *Klrg1* and *Itgam,* was reduced in GFI1-deficient NK cells (Fig. 2g and Supplementary Fig. 2d), while *Eomes* and *Foxo1* loci displayed increased epigenetic accessibility. Motif enrichment analysis further demonstrated the epigenetic changes, with significant enrichment of GFI1 binding motif within clusters dominated by GFI1-deficent NK cells (Fig. 2h), suggesting that the altered gene expression in these clusters is linked to a lack of GFI1 binding motif engagement. In addition to global changes in epigenetic profile, mature NK cells (cluster 1) lacking GFI1 displayed dysregulated accessibility at key NK differentiation regulator gene loci, with increased accessibility at the *Eomes* locus and reduced accessibility at *Tbx21* (Fig. 2i and Supplementary Fig. 3). Together, these data show that GFI1 regulates the NK cell chromatin landscape and promotes NK cell differentiation by regulating crucial NK cell genes such as *Eomes* and *Tbx21*.

### Loss of GFI1 impairs NK cell proliferation and surface receptor expression

GFI1-deficient Imm NK cells exhibited reduced expression of cyclin dependent kinases such as *Cdk1* and *Cdk2*, DNA replication machinery including *Mcm2, Mcm3 and Mcm4*, E2F family transcription factors and other cell cycle regulator genes (Supplementary Fig. 4a). 

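In GFI1-deficient Imm NK cells, genes of the cell cycle fell together: 13 of 20 cyclin-dependent kinase, MCM and E2F genes were lower, none was higher and 7 did not pass the test. The paper names these kinds of genes from the same libraries, so the count is not independent evidence of the direction. *Cdk1*, the kinase that starts mitosis, fell below every *Ncr* iCreT/+ Imm library, and so did *Mcm2* and *Mcm3*, subunits of the helicase that unwinds DNA for replication. *Mcm4*, a further subunit, did not pass, and 4 of the 8 E2F genes fell. *Cdk1* (ENSMUSG00000019942, chromosome 10 of GRCm38 from 69335146 to 69352938) had 32.3 ± 5.60 CPM (SD, n = 3) in *Ncr* iCreT/+ and 13.9 ± 1.60 CPM (n = 3) in *Ncr* iCreT/+*Gfi1* fl/fl Imm cells, a log2 fold change of −1.22 (SE 0.199, adjusted p = 0.000632 from edgeR). *Cdk2* (ENSMUSG00000025358, chromosome 10 from 128697939 to 128705031) went from 22.4 ± 3.41 to 13.1 ± 3.70 CPM, a log2 fold change of −0.77 (SE 0.221, adjusted p = 0.0499 from edgeR). *Mcm2* (chromosome 6 from 88883474 to 88898780) fell by 0.46 (SE 0.1, adjusted p = 0.00849 from edgeR). *Mcm3* (chromosome 1 from 20802968 to 20820312) fell by 0.49 on the log2 scale (SE 0.116, adjusted p = 0.0172 from edgeR). *Mcm4* (chromosome 16 from 15623897 to 15637400) had 179 ± 29.8 CPM in *Ncr* iCreT/+ and 158 ± 11.4 CPM in *Ncr* iCreT/+*Gfi1* fl/fl Imm cells, with overlapping libraries and a log2 fold change of −0.18 (SE 0.099, adjusted p = 0.388 from edgeR). Among the E2F genes, which encode transcription factors of S phase entry and exit, *E2f8* (chromosome 7 from 48866429 to 48881596) went from 11.9 ± 3.75 to 4.24 ± 1.19 CPM (adjusted p = 0.00694 from edgeR). *E2f1* (chromosome 2 from 154559407 to 154569892) fell by 1.01 on the log2 scale (adjusted p = 0.00514 from edgeR). *E2f2* (chromosome 4 from 136172394 to 136196057) had a log2 fold change of −0.62 (adjusted p = 0.043 from edgeR) and *E2f6* (chromosome 12 from 16810963 to 16839742) one of −0.52 (adjusted p = 0.0216). *E2f3*, *E2f4*, *E2f5* and *E2f7* did not pass, with log2 fold changes between −0.27 and 0.09. In each called gene named here all 3 GFI1-deficient libraries lay below all 3 *Ncr* iCreT/+ libraries. Wider lists moved the same way. Of 43 S phase genes 20 fell and none rose (30 fell when adjusted over the list alone), among them *Rrm2*, a subunit of ribonucleotide reductase (log2 fold change −1.14), and *Clspn*, a replication checkpoint adaptor (−1.09). Of 54 G2/M genes 23 fell and none rose (34 adjusted over the list alone), among them *Bub1*, a spindle checkpoint kinase (−1.22), *Top2a*, the mitotic topoisomerase (−0.87), and *Nusap1*, a spindle protein (−1.16). In camera the S phase list had an adjusted p of 2.64e-20, the G2/M list 2.24e-24 and the list of kinases, MCM and E2F genes 3.28e-13, and all 3 held with an estimated correlation (adjusted p = 0.0197, 0.0312 and 0.0312 with an estimated correlation). In Imm cells of the further table of this deposit 2 of the 20 kinase, MCM and E2F genes fell, *Mcm5* and *Mcm7*, and none rose. There 14 were lower at an unadjusted p below 0.05 and DESeq2 called 3, and the list passed in camera (adjusted p = 2.18e-09) but not with an estimated correlation (adjusted p = 0.129 with an estimated correlation). *Cdk1* had a log2 fold change of −0.65 there (adjusted p = 0.35 from edgeR), *E2f1* of −0.68 (0.509) and *Mcm2* of −0.30 (0.0509). *Mki67*, the Ki-67 gene, had a log2 fold change of −0.66 there (SE 0.364, adjusted p = 0.666 from edgeR). In Imm cells of the first 18 libraries *Mki67* had one of −0.46 (SE 0.624, adjusted p = 0.805 from edgeR). T cell markers also lay lower in GFI1-deficient Imm cells of the first 18 libraries (1 of 11 called, *Trbc2* at −0.51, camera adjusted p = 1.22e-05, adjusted p = 0.142 with an estimated correlation). Without *Ncr* iCreT/+ Imm replicate 1, 7 S phase, 12 G2/M and 4 kinase, MCM and E2F genes were called lower, and *Cdk2*, *Mcm2*, *Mcm3*, *E2f2*, *E2f6* and *E2f8* no longer passed (edgeR adjusted p = 0.214 for *Cdk2*). *Mcm2*, *Mcm3* and *E2f6* were also lost without *Ncr* iCreT/+*Gfi1* fl/fl Imm replicate 2, and *Cdk2* and *E2f2* without any of 5 of the 6 Imm libraries. *Mcm3* was lost without GFI1-deficient Imm replicate 3 as well (edgeR adjusted p = 0.0615), and *E2f6* without *Ncr* iCreT/+ Imm replicate 2 (0.101) or GFI1-deficient Imm replicate 1 (0.0981). The call of *Cdk2* also ended with median-of-ratios size factors (edgeR adjusted p = 0.0512) and with the compared groups alone (0.0572). That of *E2f2* ended with all experiments in 1 fit (0.0734). *Cdk1* and *E2f1* passed without any single library. *Cdk2* overlaps *Pmel* and *E2f8* overlaps *Gm2788*, each on the other strand.

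**Figure D2:**
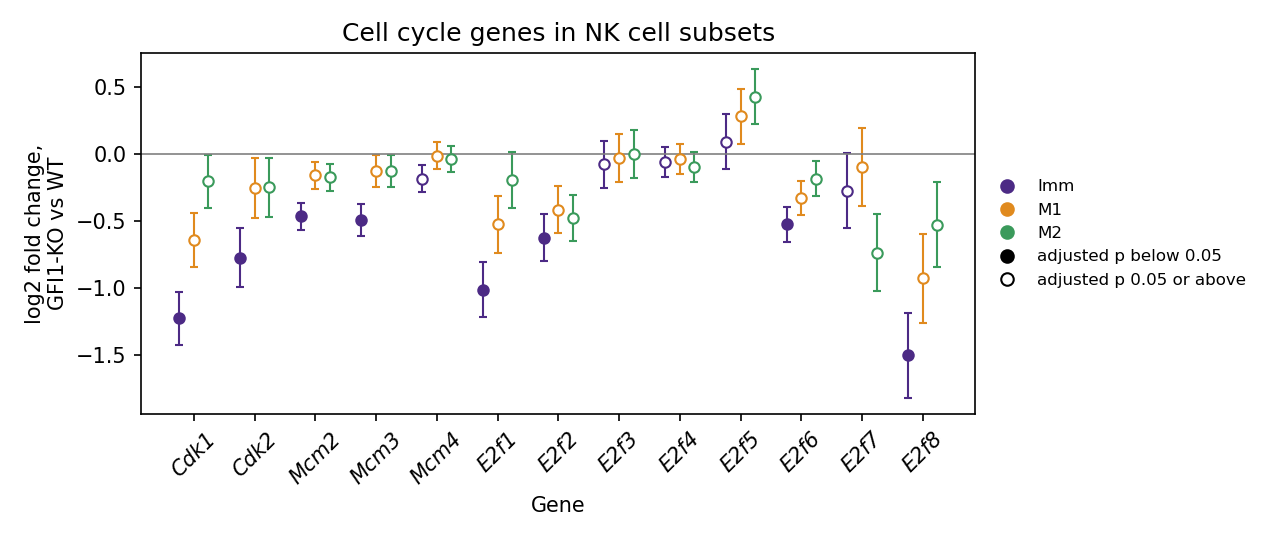
Log2 fold change (*Ncr* iCreT/+*Gfi1* fl/fl over *Ncr* iCreT/+, y axis) of *Cdk1*, *Cdk2*, *Mcm2* to *Mcm4* and the 8 E2F genes (x axis) in Imm, M1 and M2 cells, with bars of 1 SE. Filled points passed the test at an adjusted p below 0.05 and all lie in the Imm subset, where the value is −1.22 for *Cdk1* and −1.01 for *E2f1*.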

Cell cycle pathway analysis showed reduced pathway enrichment in GFI1-deficient NK cells (Fig. 3a) that was associated with reduced *Mki67* chromatin accessibility (Fig. 3b). All GFI1-deficient NK cell subsets showed a reduction in Ki-67 expression suggesting reduced proliferation across all NK cell subsets in GFI1-deficient mice (Fig. 3c). Previously, we have shown that GFI1 is necessary to promote CD8^+^ T cell proliferation *via* E2F family of cell cycle regulators^18^. To ascertain whether GFI1 regulates NK cell proliferation *via* the E2F pathway, we quantified the E2F target gene enrichment score for cluster 11 (proliferating cells). This showed reduced enrichment in NK cells lacking GFI1 (Fig. 3d) and was accompanied by reduced *E2f1* and *E2f2* gene expression and chromatin accessibility (Supplementary Fig. 4b). These data argue that GFI1 promotes NK cell proliferation via epigenetic regulation of E2F proteins.

**Fig. 3:**
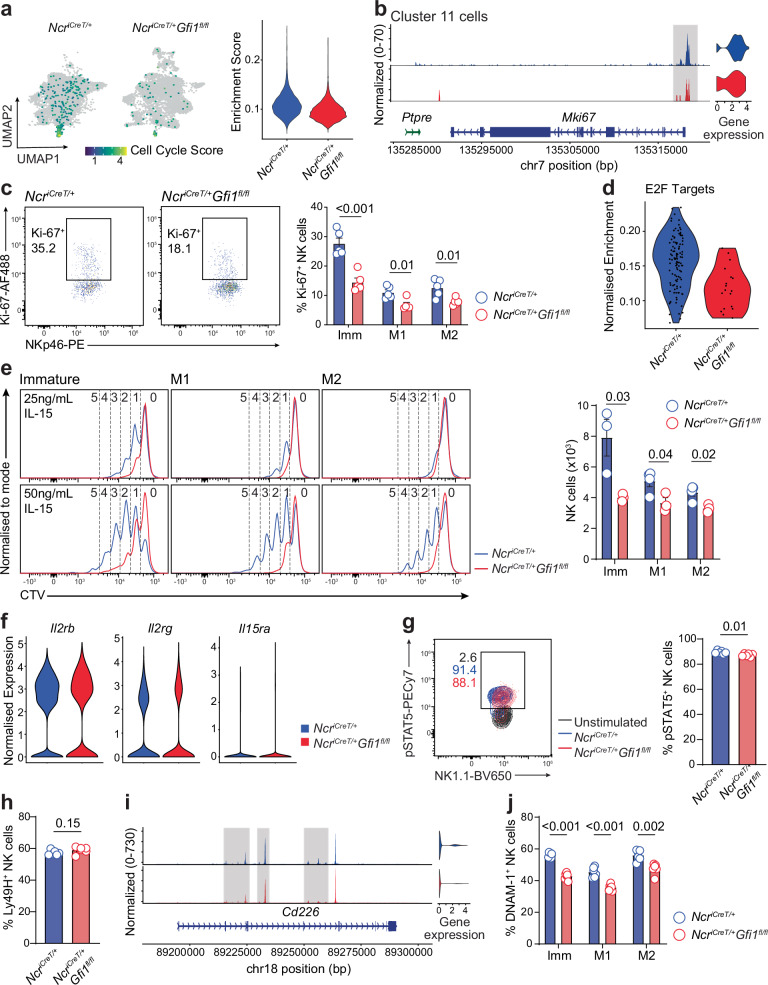
GFI1-deficient NK cells exhibit reduced proliferation and aberrant NK cell activatory receptor expression. **a** UMAP (left) and violin plots (right) showing KEGG cell cycle pathway enrichment score in splenic NK cells isolated from naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice for scMultiomic-seq. **b** Cluster 11 *Ncr*^*iCreT/+*^ (blue histogram and violin plots) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red histogram and violin plots) NK cell chromatin accessibility and gene expression at the *Mki67* gene locus as in (**a**). Grey box highlights a differentially accessible chromatin region. **c** Representative plots (left) and quantification (right) showing frequency of Ki-67^+^ cells among total NK cells isolated from the spleen of naïve mice. Data show the mean ± s.e.m. pooled from two independent experiments (*n* = 5 mice). **d** Hallmark E2F target gene enrichment score in cluster 11 NK cells as in (**a**). **e** Proliferation of CTV-labelled NK cell subsets purified from the spleen of naïve mice cultured in vitro with 25 ng/mL or 50 ng/mL of recombinant IL-15 for 5 days. Dotted lines mark cell divisions (right panel). Enumeration of NK cells after 5 days of in vitro culture (right panel). Data show mean cells/well ± s.e.m. for one of two independent experiments (*n* = 3 mice/experiment). **f** Normalised gene expression in splenic NK cells as in (**a**). **g** Flow cytometric plot (left) and quantification (right) show frequency of phosphorylated STAT5 (pSTAT5) in splenic NK cells following 30 min in vitro culture with recombinant 50 ng/mL IL-15 as in (**e**). Data shown as mean ± s.e.m. for one of two independent experiments (*n* = 6 mice/experiment). **h** Frequency of splenic Ly49H^+^ NK cells isolated from naïve mice. Data shown as mean ± s.e.m. for one of three independent experiments (*n* = 6 mice). **i** Total *Ncr*^*iCreT/+*^ (blue histogram and violin plots) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red histogram and violin plots) NK cell chromatin accessibility and gene expression at *Cd226* gene locus as in (**a**). Grey box highlights a differentially accessible chromatin region. **j** Frequency of DNAM1^+^ NK cell subsets isolated from the spleen of naïve mice. Data shown as mean ± s.e.m. for one of three independent experiments (*n* = 6 mice). Statistical significance was calculated using a two-tailed Student’s *t* test (**c**, **e**, **g**, **h** and **j**).

Given the change in genes affecting proliferation of GFI1-deficient NK cells, we investigated the ability of GFI1-deficient NK cells to respond to the cytokine IL-15 which supports NK cell survival and homeostatic proliferation^25^. Imm, M1 and M2 NK cells were purified from the spleen of naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice, labelled with the cell tracker dye CTV and cultured in high (50 ng/mL) and low (25 ng/mL) concentrations of recombinant IL-15. This showed that very few GFI1-deficient NK cells entered cell division at higher concentrations of IL-15 and exhibited limited proliferative capacity when compared with *Ncr*^*iCreT/+*^ NK cells (Fig. 3e). Thus, GFI1 is required for IL-15-driven NK cell proliferation. Next, we examined genes involved in IL-15 signal transduction to test if reduced GFI1-deficient NK cell proliferation is due to defective IL-15 stimulation. IL-15 receptor genes such as *Il2rb*, *Il2rg* and *Il15ra* did not change in the absence of GFI1 (Fig. 3f), although *Stat5a* and *Stat5b* were reduced in GFI1-deficient NK cells (Supplementary Fig. 4c and Supplementary Data 1). Following IL-15 stimulation of NK cells, STAT5 phosphorylation was modestly reduced in NK cells lacking GFI1 compared with *Ncr*^*iCreT/+*^ NK cells (Fig. 3G). However, GFI1-tdTomato expression did not change following IL-15 treatment (Supplementary Fig. 4d), suggesting that GFI1 is not directly regulated by IL-15 signalling. Thus, IL-15 signalling remained largely intact, indicating that impaired proliferation reflects defects in cell-cycle control rather than cytokine responsiveness.

Next, we investigated whether GFI1 regulates NK cell activatory and inhibitory receptor expression. Among the Ly49 family of NK cell receptors, *Klra8*, which encodes Ly49H, was elevated in GFI1-deficient NK cells (Supplementary Fig. 4e). However, the frequency of Ly49H^+^ NK cells remained unchanged in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice compared to *Ncr*^*iCreT/+*^ mice (Fig. 3h). DNAX accessory molecule-1 (DNAM-1) and T cell immunoreceptor with immunoglobulin and ITIM domains (TIGIT) are paired activating and inhibitory receptors that regulate NK cell effector function. In GFI1-deficient NK cells, expression of *Cd226* (DNAM-1) and *Tigit* was reduced (Supplementary Fig. 4e and Supplementary Data 1), accompanied by decreased chromatin accessibility at the *Cd226* and *Tigit* loci across both immature and differentiated NK cell states (Fig. 3i, Supplementary Fig. 4f, and Supplementary Data 3). Moreover, GFI1-deficient NK cells showed reduced expression of both DNAM-1 and TIGIT proteins at steady-state compared with wildtype NK cells (Fig. 3j and Supplementary Fig. 4g). Altogether, these data demonstrate that loss of GFI1 impacted NK cell proliferation and key NK cell surface receptors.

### GFI1 regulates NK cell cytotoxicity and promotes tumour control

In cancer, NK cells are responsible for mediating protection through inflammatory cytokines and cytotoxic molecules that kill tumour cells^26^. Pathway enrichment analysis using scRNA-seq data showed NK cell cytotoxicity and NK cell cytokine production pathways were both downregulated in NK cells lacking GFI1 compared to wildtype NK cells (Fig. 4a). Analysis of NK cell function showed that ablation of GFI1 in NK cells resulted in diminished IFN-γ production in response to a stimulus, especially in differentiated M1 and M2 NK cells (Supplementary Fig. 5a). Moreover, *Gzmb* gene expression (Fig. 4b) and chromatin accessibility (Supplementary Fig. 5b) was reduced in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells suggesting that GFI1 controlled NK cell cytotoxicity. Thus, to investigate whether the absence of GFI1 affected the capacity of NK cells to control tumour, *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice were inoculated with 2×10^5^ B16-F10 murine melanoma cells *via* tail vein injection and the development of lung metastasis was tracked. Although GFI1-sufficient NK cells largely controlled the B16-F10 melanoma as evidenced by low tumour burden, GFI1-deficient NK cells were unable to prevent the development of tumours in lungs, resulting in higher tumour burden than controls (Fig. 4c and Supplementary Fig. 5c). This limited control was paralleled by the detection of fewer NK cells in the lung and spleen, particularly M2 NK cells, in tumour-bearing GFI1-deficient mice (Fig. 4d and Supplementary Fig. 5d). To understand the factors influencing this lack of tumour control, mixed bone marrow chimeras were generated that were challenged with B16-F10 cells, six weeks after BM reconstitution. In this setting, GFI1-deficient NK cells were significantly outcompeted by their wildtype counterparts in lungs and spleen of tumour-bearing chimeric mice (Fig. 4e and Supplementary Fig. 5d). Among GFI1-deficient lung NK cells of chimeric mice, fewer than 40% were M2 NK cells compared with 75% M2 NK cells among wildtype NK cells (Fig. 4f). Lung NK cells isolated from tumour-bearing chimeric mice showed reduced frequency of GFI1-deficient NK cells (Supplementary Fig. 5e), with elevated EOMES and reduced T-BET expression in NK cell lacking GFI1 (Fig. 4g). Moreover, chimeric mice showed reduced DNAM-1 and TIGIT expression (Fig. 4g and Supplementary Fig. 5f) and impaired NK cell proliferation in GFI1^–/–^ NK cells (Fig. 4h). Loss of GFI1 also impaired IFN-γ and granzyme B production from NK cells isolated from tumour-bearing lungs (Fig. 4i and Supplementary Fig. 5g). As GFI1 deficiency impaired both NK cell proliferation and NK cell cytotoxic molecule production, we performed an in vitro B16-F10 killing assay with equal number of control and GFI1-deficient NK cells to ascertain whether impaired tumour control in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice is due to reduced NK cell number, impaired cytotoxicity or both. In vitro killing assay demonstrated that the lack of GFI1 severely reduced NK cell killing capacity (Fig. 4j), in line with reduced cytotoxic effector molecule production. Together, these data demonstrate that intrinsic GFI1 expression in NK cells regulates NK cell cytotoxicity and tumour control capacity.

**Fig. 4:**
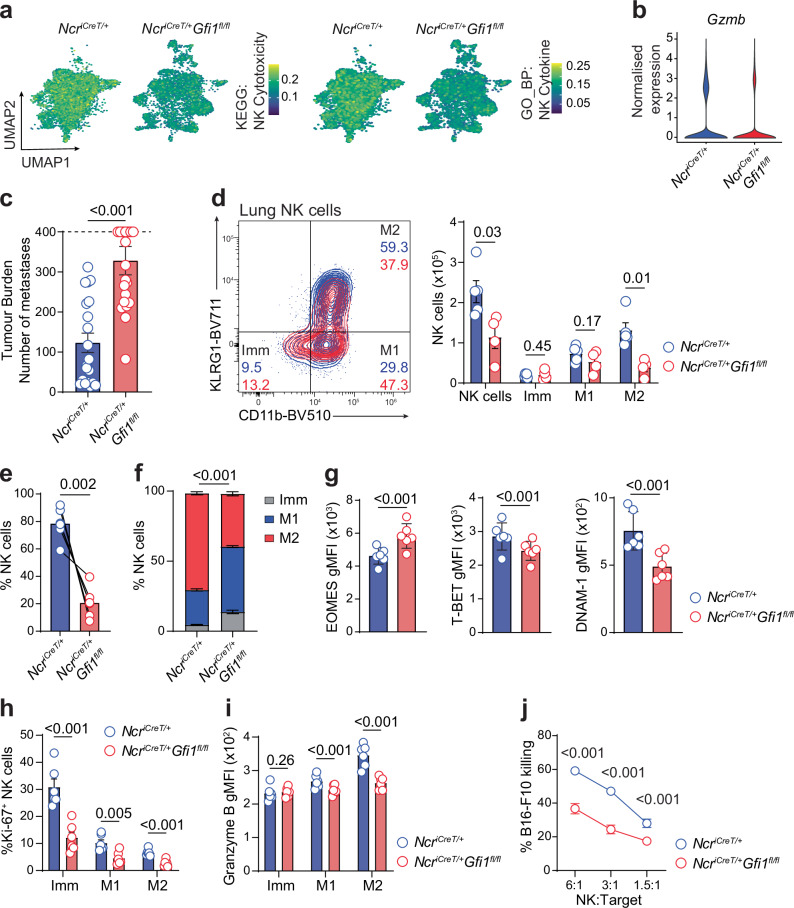
GFI1-deficient NK cells show impaired tumour metastasis control. **a** scMultiomic-seq data projected on UMAP showing NK cell cytotoxicity and NK cell cytokine pathway signature in NK cells isolated from the spleen of *Ncr*^*iCreT/+*^and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice. **b** scMultiomic-seq based *Gzmb* expression in NK cells as in (**a**). **c** Number of tumour metastases in the lungs of *Ncr*^*iCreT/+*^and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice 14 days after intravenous inoculation of B16-F10 tumour cells. The dashed line represents the upper detection limit. Data pooled from three independent experiments shown as mean ± s.e.m. (*n* = 17 or 19 mice/genotype). **d** Representative plot (left) and quantification (right) of NK cell subset frequency in lungs of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice at day 14 after tumour inoculation. Data from one of the two independent experiments shown as mean ± s.e.m. (*n* = 4 *Ncr*^*iCreT/+*^; 5 *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice). **e** Frequency of *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+^) NK cells among total donor NK cells in the lungs of chimeric mice (CD45.1^+^) that received B16-F10 cell intravenously 6 weeks after bone marrow reconstitution, and lungs were isolated 14 days after tumour inoculation. **f** Frequency of Imm, M1 and M2 NK cell subsets isolated from the lungs of bone marrow chimeric mice as in (**e**). **g** EOMES, T-BET and DNAM-1 expression levels in lung NK cells as in (**e**). **h** Frequency of Ki-67^+^ cells among NK cell subsets isolated from lungs as in (**e**). **i** Granzyme B expression in NK cell subsets isolated from lungs as in (**e**). NK cells were stimulated with PMA + ionomycin for 4 hours before analysis. **e**–**i** Data pooled from two independent experiments shown as mean ± s.e.m. (*n* = 6 mice). **j** In vitro killing of B16-F10 target cells by splenic NK cells at the indicated NK:effector ratios. Data from one of the two independent experiments shown as mean ± s.e.m. (*n* = 5-6 mice/genotype). Statistical significance was calculated using a two-tailed Mann-Whitney U test (**c**), a two-tailed Student’s *t* test (**d** and **j**) or a two-tailed paired *t* test (**e**–**i**).

### GFI1 expression is required for antiviral NK cell responses

To investigate how GFI1 is regulated in NK cells following virus infection, *Gfi1*^*tdTomato/+*^ reporter mice were challenged with murine cytomegalovirus (MCMV) that is known to induce strong NK cell responses^27,28^. This induced strong NK cell maturation characterised by upregulation of CD11b, CD62L, KLRG1 and DNAM-1 while CD27 and CD127 were downregulated (Fig. 5a and Supplementary Fig. 6a). This MCMV-induced maturation^29^ was parallelled by significant GFI1-tdTomato downregulation in all NK cell subsets that was maintained at day 3 and 5 (Fig. 5b and Supplementary Fig. 6b). Following virus infection, GFI1^low^ NK cells showed higher Ki-67 and EOMES expression than GFI1^high^ NK cells, while T-BET expression was slightly higher in GFI1^high^ NK cells at day 3 after infection (Fig. 5c). Next, we analysed the anti-viral response of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells in mixed bone marrow chimeras (Fig. 5d). In peripheral blood, the frequency of GFI1-deficient NK cells remained lower after infection (Supplementary Fig. 6c). While the prevalence of *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells was similar to *Ncr*^*iCreT/+*^ NK cells in the spleen at day 3 after infection, this decreased at day 5 after infection (Fig. 5e). The frequency and total number of GFI1-deficient M2 cells was lower than GFI1 competent cells at day 5 after infection in the spleen (Fig. 5f) and lungs (Fig. 5g). Both NK cell populations had a similar frequency of Ki-67^+^ cells at day 3 after infection, however GFI1-deficient NK cells showed lower Ki-67 expression by day 5 after infection (Fig. 5h). Collectively, these data show that intrinsic GFI1 expression was required to maintain NK cell terminal maturation and proliferation following virus infection.

**Fig. 5:**
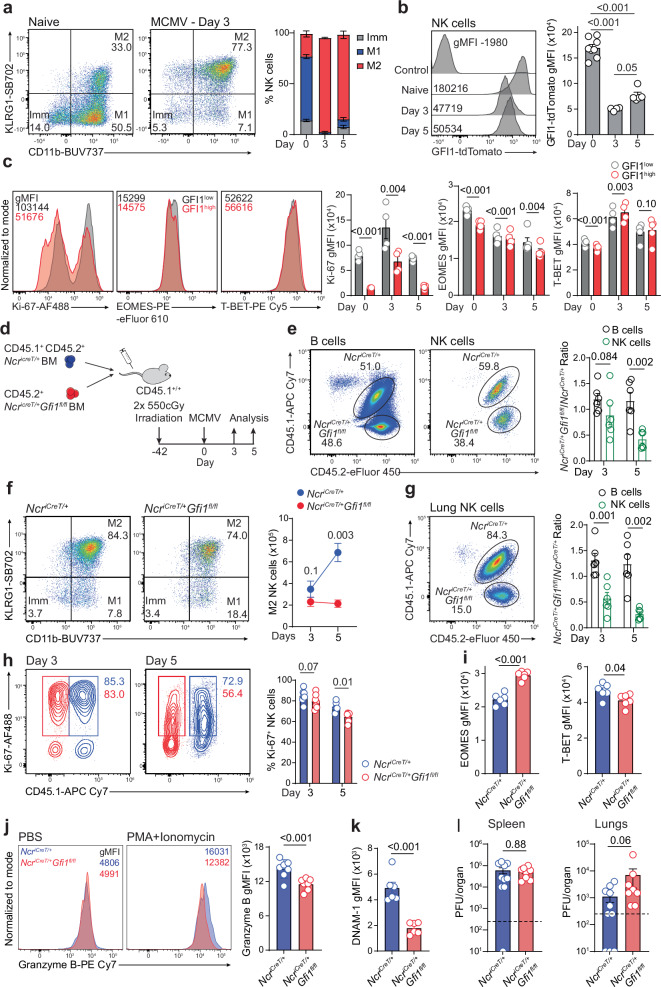
Loss of GFI1 impairs NK cell proliferation and activation following virus infection. **a** Flow cytometric dot plots (left) and bar plots (right) showing the frequency of NK cell subsets isolated from the spleen of *Gfi1*^*tdTomato*/+^ mice infected with 2 × 10^5^ PFU of MCMV intraperitoneally. **b** Histograms (left) and gMFI quantification (right) of GFI1-tdTomato expression in NK cells isolated from the spleen as in (**a**). **c** Histograms showing Ki-67, EOMES and T-BET expression in GFI1high (red) and GFI1low (grey) NK cells isolated from the spleen of *Gfi1*^*tdTomato/+*^ mice at 3 days after infection (left panels). Bar plots show Ki-67, EOMES and T-BET gMFI as mean ± s.e.m. (right panels). **a**–**c** Data pooled from two independent experiments and show mean ± s.e.m. (*n* = 4, 5 or 8 mice/ timepoint). **d** Schematic showing bone marrow chimeric mice generation, MCMV infection (2×10^5^ PFU) and analysis timeline. **e** Flow cytometric dot plots showing frequency of splenic B and NK cells derived from donor *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+^) bone marrow at 3 days after MCMV infection of chimeric mice (CD45.1^+^), 8 weeks after bone marrow reconstitution (left). Ratio of *Ncr*^*iCreT/+*^ to *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ cells in B and NK cell populations from the spleen after infection (right panel). **f** Flow cytometric dot plots showing frequency of Imm, M1 and M2 NK cells from the spleen as in D (left). Total number of M2 (CD11b^+^KLRG1^+^) NK cells isolated from the spleen after infection (right). **g** Dot plot showing frequency of NK cells in lungs of chimeric mice at 3 days after infection (left). Ratio of *Ncr*^*iCreT/+*^ to *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ cells in B and NK cell populations from the lungs as in (**e**) (right). **h** Flow cytometric plots (left) and quantification (right) showing frequency of Ki-67^+^ cells among total *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells after infection as in (**e**). **i** gMFI of EOMES and T-BET in splenic NK cells isolated at 3 days after infection, as in (**e**). **j** Histogram (left) and gMFI quantification (right) of Granzyme B expression in splenic *Ncr*^*iCreT/+*^ (blue lines) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red lines) NK cells at day 3 after infection, as in (**e**) and stimulated with PMA + ionomycin in vitro for 4 hours. **k** DNAM-1 expression in NK cells isolated from the spleen of chimeric mice at day 3 after infection, as in (**e**). **e**–**k** Data pooled from two independent experiments are shown as mean ± s.e.m. (*n* = 6 mice/timepoint). **l** Virus replication in spleen and lungs of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice euthanized at day 3 after infection with 1 × 10^6^ PFU of MCMV is measured using plaque- forming assay and shown as mean ± s.e.m. Broken line represents assay detection limit. Data pooled from two independent experiments (*n* = 8 or 10 mice/genotype). Statistical significance was calculated using one-way ANOVA and Tukey’s post-test (**b**), a two-tailed paired Student’s *t* test (**c**,**e**–**k**) or a two-tailed Mann-Whitney U test (**l**).

Previously, MCMV-induced maturation of NK cells has been shown to be associated with downregulation of EOMES in immunocompetent animals^29^. GFI1-deficient NK cells showed an increase in EOMES expression after virus infection in spleen and lungs, while T-BET expression was reduced (Fig. 5i and Supplementary Fig. 6d, e). Loss of GFI1 also impaired granzyme B production and DNAM-1 expression (Fig. 5j, k). These findings suggest that GFI1 expression is required for maintaining NK cell responses following virus infection. MCMV virus replication was measured in *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice to determine if virus control was impaired. However, virus control was similar in the spleen and lungs (Fig. 5l). Thus, NK cell cytotoxicity alone does not appear to be essential for virus control that can be redundantly controlled by other immune cell populations such as conventional CD8^+^ T cells and γδ T cells^30^.

### Loss of EOMES fails to rescue GFI1-deficient NK cell maturation

EOMES is required for early NK cell development but is downregulated during terminal maturation^31^. Consistent with this stage-specific role, GFI1-deficient NK cells exhibited elevated EOMES expression at steady-state (Fig. 1i) and following inflammatory challenge (Fig. 5h). To test whether increased EOMES contributed to the maturation defect observed in the absence of GFI1, mice lacking both GFI1 and EOMES in NK cells (*Ncr*^*iCreT/+*^*Eomes*^*fl/fl*^*Gfi1*^*fl/fl*^ mice) were analysed. Deletion of either GFI1 or EOMES alone resulted in a reduction of M2 NK cell frequency in the spleen, while combined deletion resulted in a severe reduction of total NK cells in the spleen and BM, and a marked failure in the generation of M1 and M2 NK cell subsets (Supplementary Fig. 7a–d). Thus, removal of EOMES did not rescue, but instead exacerbated the NK cell developmental defects caused by GFI1-deficiency.

To assess whether partial reduction of EOMES might alleviate GFI1-dependent defects, we analysed GFI1-deficient NK cells heterozygous for EOMES (*Ncr*^*iCreT/+*^*Eomes*^*fl/+*^*Gfi1*^*fl/fl*^). EOMES haploinsufficiency failed to restore NK cell numbers or maturation (Supplementary Fig. 7e), likely due to the critical role of EOMES in early bone marrow NK cell precursors^32^. Together, these data indicate that although GFI1 normally restrains EOMES expression during later stages of NK cell differentiation, EOMES remains indispensable for early NK cell development and cannot substitute for GFI1-dependent regulatory programmes.

### GFI1-FOXO1 axis controls NK cell proliferation and differentiation

Previous studies have shown that FOXO1 is a suppressor of NK cell maturation and function^7,33^, but how FOXO1 is regulated in NK cells is not known. The scMultiomic-seq analysis showed that GFI1-deficient NK cells upregulated *Foxo1* gene expression along with increased chromatin accessibility (Fig. 6a and Supplementary Fig. 8a). Analysis of FOXO1 protein showed that it was significantly elevated in all GFI1^–/–^ NK cell subsets (Fig. 6b). This suggests that GFI1-mediated FOXO1 suppression may regulate NK cell maturation and function. To test this, both *Gfi1* and *Foxo1* were genetically ablated in NK cells by generating *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ double knockout (DKO) mice. While the loss of FOXO1 alone resulted in an increase in the prevalence of M2 NK cells, the combined loss of FOXO1 and GFI1 reduced the frequency of M2 NK cells to that of *Ncr*^*iCreT/+*^ NK cells (Fig. 6c). The NK cell and M2 cell number in spleen, lungs and liver of *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ mice was restored to the level of *Ncr*^*iCreT/+*^ (wildtype) mice, while the number of FOXO1-deficient NK cells was increased in these tissues (Supplementary Fig. 8b, c).

**Fig. 6:**
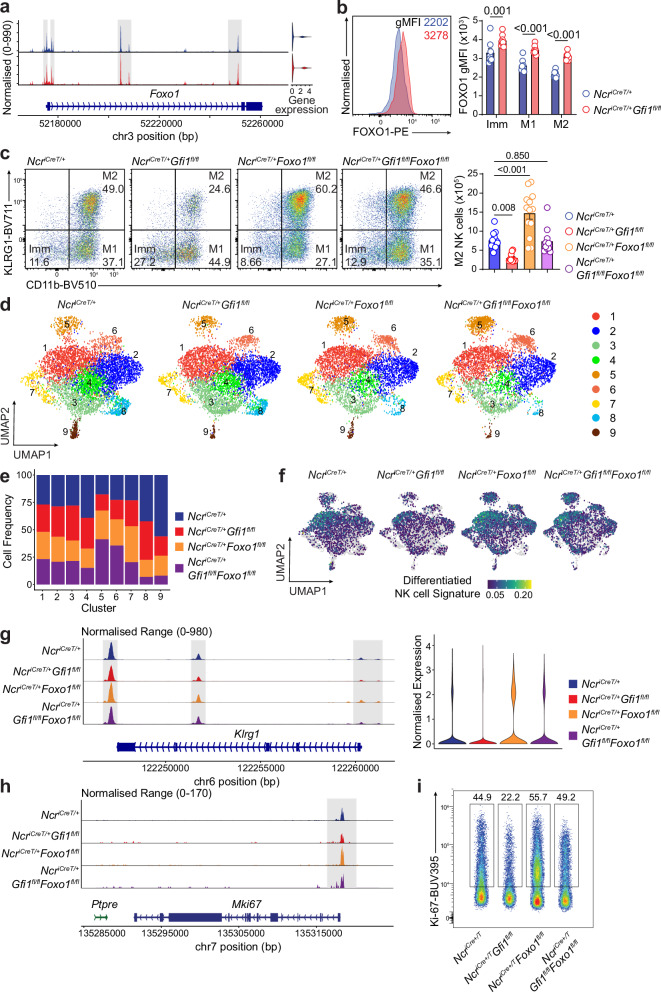
GFI1 mediated FOXO1 repression is important for NK cell differentiation and proliferation. **a** scMultiomic-seq data showing *Foxo1* chromatin accessibility and gene expression in total *Ncr*^*iCreT/+*^ (blue histogram and violin plots) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red histogram and violin plots) NK cells isolated from the spleen of naïve mice. Grey boxes highlight differentially accessible chromatin regions. **b** Histograms (left) and gMFI quantification (right) of FOXO1 expression in splenic NK cells isolated from naïve mice. Data pooled from two independent experiments are shown as mean ± s.e.m. (*n* = 8 mice/genotype). **c** Representative plots showing frequency of NK cell subsets isolated from spleen of naïve *Ncr*^*iCreT/+*^*, Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*, Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ *and Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ mice (left). Frequency of M2 NK cells across the different genotypes is shown as mean ± s.e.m. (right). Data pooled from two independent experiments (*n* = 10 or 13 mice/genotype). **d** UMAP shows scRNA-seq based unsupervised clustering of splenic *Ncr*^*iCreT/+*^ (*n* = 6225 cells), *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (*n* = 5654 cells), *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ (*n* = 4909) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ (*n* = 4839) NK cells isolated for scMultiomic-seq from naïve mice. **e** Frequency of NK cells in each cluster identified in panel (**d**). **f** UMAP showing differentiated NK cell gene expression signature enrichment as in (**d**). **g** *Klrg1* chromatin accessibility (left) and gene expression (right) in splenic NK cells as in (**d**). Grey boxes highlight differentially accessible chromatin regions. **h** *Mki67* chromatin accessibility in splenic NK cell loci as in (**d**). Grey boxes highlight differentially accessible chromatin regions. **i** Frequency of Ki-67^+^ NK cells isolated from the spleen of naïve mice. Concatenated data are representative of two independent experiments (*n* = 4 or 5 mice/genotype). Statistical significance was calculated using a two-tailed Student’s *t* test (**b**) or a one-way ANOVA with Dunnett’s post-test (**c**).

To understand the epigenetic and transcriptional regulatory networks regulated by the GFI1-FOXO1 axis or GFI1 alone, splenic NK cells were purified from naïve *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ and *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^*Gfi1*^*fl/fl*^ mice, and scMultiomic-seq was performed. The scRNA-seq data from FOXO1-deficient and DKO NK cells were then integrated with our GFI1-deficient and wild-type (*Ncr*^*iCreT/+*^) NK cell datasets using reciprocal principal component analysis to perform unsupervised clustering. NK cells segregated into 9 distinct clusters spanning across the 4 genotypes (Fig. 6d). Clusters 1 was composed of differentiated NK cells exhibiting highest levels of *Gzma*, *Itgam* and *Zeb2* expression, together with low *Cd27* and *Il7r* expression (Supplementary Fig. 8d). The four NK cell genotypes were equally represented in cluster 1, with *Ncr*^*iCreT/+*^, *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^, *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ and *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^*Gfi1*^*fl/fl*^ NK cells comprising 27.8%, 24.8%, 24.1% and 23.3% of total cells in cluster 1, respectively (Fig. 6e). Cluster 8 represented the immature NK cells defined by high *Il7r* and *Tcf7* expression and lower levels of *Klrg1*, *Itgam* and *Gzma* expression. FOXO1-deficient and DKO NK cells were under-represented in this clusters (Supplementary Data 4). In contrast, NK cells lacking FOXO1, alone or together with GFI1, were enriched in clusters 5 and 6. These clusters represented differentiated NK cells, similar to cluster 1, with high levels of *Gzma, Klrg1* and *Zeb2* expression (Supplementary Fig. 8d). Notably, cluster 5 was distinguished from cluster 1 by higher *Klrg1* expression (Supplementary Data 5). The NK cell differentiation signature was highly enriched in FOXO1-deficient NK cell transcriptome, while the lowest score was observed in cells lacking GFI1 (Fig. 6f). Notably, NK cells lacking both GFI1 and FOXO1 exhibited a differentiation signature comparable to wild-type NK cells. *Klrg1* and *Itgam* expression was rescued in DKO NK cells (Fig. 6g and Supplementary Fig. 8e), likely due to increased chromatin accessibility of the *Klrg1* locus. Thus, GFI1 and FOXO1 co-regulate NK cell maturation and expression of key NK cell receptors. Although the frequencies of *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ NK cells in clusters 9, annotated as proliferating cells due to high expression of cell cycle related genes such as *Mki67*, *Top2a* and *E2f2*, were reduced as compared to *Ncr*^*iCreT/+*^ NK cells, FOXO1-deficient and DKO NK cells showed higher *Mki67* chromatin accessibility than NK cells lacking GFI1 (Fig. 6h). FOXO1-deficeint cells exhibited higher frequency of Ki-67^+^ NK cells in spleen, whereas combined loss of both GFI1 and FOXO1 restored Ki-67^+^ NK cell frequency to levels comparable to *Ncr*^*iCreT/+*^ NK cells (Fig. 6i). Together, these data position GFI1 and FOXO1 as opposing regulators that converge on shared chromatin programmes to balance NK cell maturation, proliferation and effector function.

### FOXO1-driven NK cell molecular programmes

FOXO1 has been shown to supress NK cell differentiation^7^, yet the downstream molecular pathways regulated by FOXO1 remain undefined. We focused on the analysis of FOXO1-deficient NK cells to define the molecular pathways regulated by FOXO1 in NK cells. Neighbourhood analysis showed that NK cells lacking FOXO1, either alone or in combination with GFI1 loss, were enriched in cluster 5, 6 and 7, with a corresponding depletion in cluster 8 (immature NK cells) and 9 of integrated datasets (Supplementary Fig. 9a). Cluster 5 and 6 were composed of differentiated NK cells (Supplementary Fig. 9b) and FOXO1-deficient NK cell enrichment in these clusters was aligned with the known role of FOXO1 to suppress NK cell differentiation^33^. FOXO1-deficient NK cells showed elevated levels of transcription factors that promote NK cell differentiation, such as *Zeb2* and *Tbx21*, alongside reduced levels of *Tcf7*, *Id2* and *Eomes* (Supplementary Fig. S9B). Loss of FOXO1 resulted in elevated *Itgam*, *Klrg1* and *Sell* expression, while *Itgax* (CD11c) was reduced compared to wildtype NK cells. The expression of cytotoxic effector molecules such as *Gzma*, *Gzmb* and *Prf1* increased in the absence of FOXO1, which aligns with the critical role of FOXO1 in regulating NK cell killing capacity. Cell-cycle and proliferation regulating genes such as *E2f1* and *E2f2* were elevated in the absence of FOXO1 (Supplementary Fig. 9b). These transcriptional changes were associated with corresponding epigenetic changes such as open chromatin at *Tbx21*, *Zeb2* and *Klrg1* loci (Supplementary Fig. 9c). *Foxo1* expression itself increased in the absence of functional FOXO1 (Supplementary Fig. 3c), suggesting self-regulation of its transcription. Most FOXO1-dependent DEGs exhibited reciprocal regulation relative to GFI1, but some genes, including *Ccr2, Jun* and *Fosb*, displayed FOXO1-specific regulation that was not mirrored by GFI1 (Supplementary Fig. 9c and Supplementary Data 6). Together, these data indicate that while GFI1 and FOXO1 co-regulate many targets, GFI1 also independently controls a broader NK cell gene programme. Consistent with this model, a substantially larger number of genes were regulated by GFI1 alone compared with FOXO1 (4934 DEGs in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ versus 638 DEGs in *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ relative to *Ncr*^*iCreT/+*^ NK cells), including genes such as *Nt5e* and *Sgk1* that were elevated in GFI1-deficient and DKO NK cells but remain unchanged in FOXO1-deficient cells (Supplementary Data 1 and 6). Notably, the molecular expression patterns of FOXO1-deficient NK cells were reciprocal to those observed in GFI1-deficent NK cells, suggesting that NK cell transcriptional programmes that control NK cell proliferation, differentiation and effector function are controlled by opposing actions of GFI1 and FOXO1.

### Combined loss of GFI1 and FOXO1 partially restores NK cell tumour protection

Given that the GFI1-FOXO1 axis regulated NK cell maturation and proliferation, and that GFI1- and FOXO1-driven molecular programmes were reciprocal, we analysed scMultiomic-seq data to identify gene co-regulated by GFI1 and FOXO1. Comparison of the transcriptional and epigenetic profiles of *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells using pseudobulk analysis showed significant upregulation of NK cell differentiation-associated genes, such as *Tbx21* and *Zeb2*, in the double knockout, together with increased chromatin accessibility at these loci (Fig. 7a and Supplementary Fig. 10a). *Eomes* expression was significantly reduced in DKO NK cells compared with GFI1-deficient NK cells (Supplementary Fig. 10b and Supplementary Data 6) while chromatin accessibility at *Eomes* and *Tbx21* loci were restored in NK cells lacking both GFI1 and FOXO1 (Fig. 7b). However, only EOMES protein expression was restored to wildtype levels in DKO NK cells, whereas T-BET expression remained lower in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ NK cells (Fig. 7c). This indicated that GFI1 regulated T-BET expression independently of FOXO1, while EOMES expression was regulated *via* FOXO1.

**Fig. 7:**
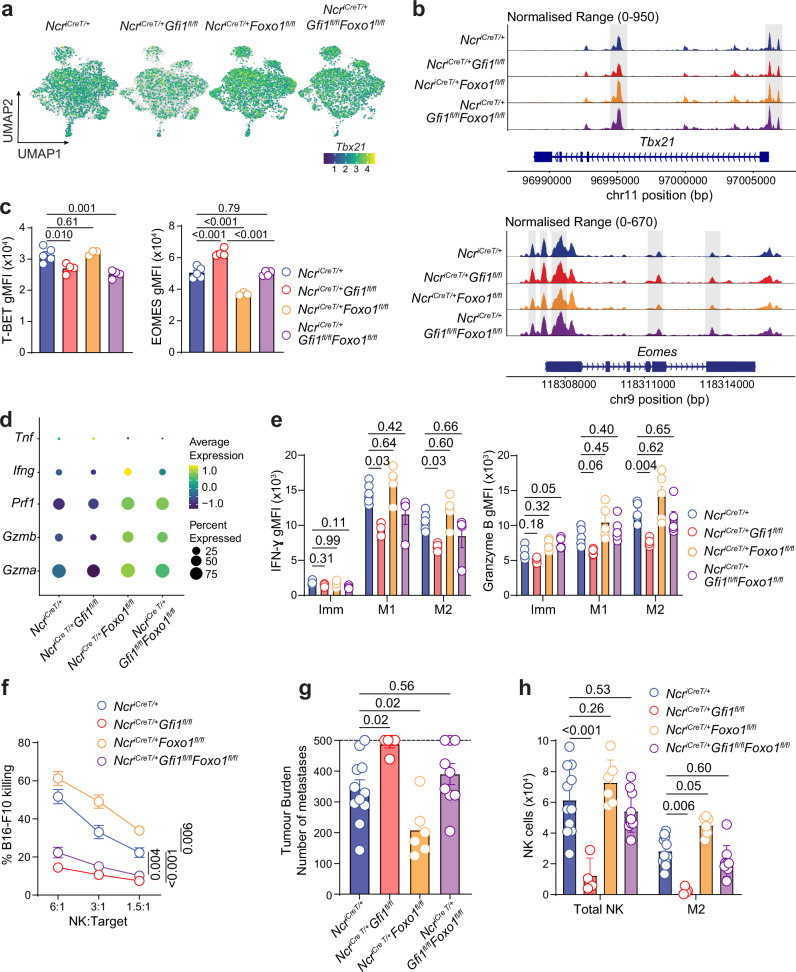
Genetic abrogation of FOXO1 restores GFI1-deficient NK cell tumour control. **a** UMAP showing *Tbx21* gene expression in splenic NK cells isolated for scMultiomic-seq from the spleen of naïve mice. **b** *Tbx21* (top) and *Eomes* (bottom) chromatin accessibility in total splenic NK cells as in (**a**). Grey boxes highlight differentially accessible chromatin regions. **c** Quantification of T-BET and EOMES expression in splenic NK cells isolated from naïve mice. Data from one of three experiments are shown as mean ± s.e.m. (*n* = 3, 4 or 5 mice/genotype/experiment). **d** Dot plots showing expression of cytotoxicity related gene in splenic NK cells as in (**a**). **e** IFN- γ and Granzyme B expression in splenic NK cell subsets isolated from naïve mice after 4 h in vitro stimulation with PMA + ionomycin. Data from one of two independent experiments is shown as mean ± s.e.m. (*n* = 4, 5 or 6 mice/genotype/experiment). **f** In vitro killing of B16-F10 target cells by splenic NK cells at the indicated NK:effector ratios. Data from one of the two independent experiments shown as mean ± s.e.m. (*n* = 4 mice/ genotype/experiment). **g** Number of tumour metastases in mice lungs 14 days after intravenous inoculation of B16-F10 tumour cells. The dashed line represents the upper detection limit. Data pooled from two independent experiments shown as mean ± s.e.m. (*n* = 6, 9 or 11 mice/genotype). **h** Number of total and M2 NK cells isolated from lungs at 14 days after tumour inoculation. Data pooled from two independent experiments shown as mean ± s.e.m. (*n* = 4, 6, 9 or 11 mice/genotype). Statistical significance was calculated using a one-way ANOVA and Tukey’s post-test (**c** and **g**) or a two-way ANOVA test with Dunnett’s post-test (**e**, **f** and **h**).

Loss of FOXO1 in GFI1-deficient NK cells substantially restored expression of NK cell genes involved in differentiation and function (Supplementary Fig. 10b). We next investigated whether the combined loss of GFI1 and FOXO1 was sufficient to rescue NK cell cytotoxicity and cytokine production. Indeed, loss of FOXO1 in GFI1-deficient cells recovered *Gzma*, *Gzmb*, and *Ifng* transcript expression and restored IFN-γ and granzyme B protein production to wild-type levels (Fig. 7d, e). Given this, we next quantified the killing capacity of DKO NK cells. While NK cell lacking FOXO1 killed B16-F10 target cells significantly more efficiently than wildtype NK cells, combined loss of FOXO1 and GFI1 led to a modest, but not statistically significant, increase (54.3%) in NK cell killing capacity compared with GFI1-deficient NK cells (Fig. 7f). Analysis of genes involved in NK cell degranulation, including lysosomal transport, SNARE components and cytoskeleton machinery, showed that combined loss of GFI1 and FOXO1 did not restore cytoskeleton and immune synapse related genes such as *Rac2*, *Coro1a* and *Cfl1* (Supplementary Fig. 10c). These findings show that while loss of FOXO1 largely rescued effector molecule production in GFI1-deficient NK cells, full restoration of cytotoxic function requires additional GFI1-dependent pathways.

Next, we investigated whether the anti-tumour functions of GFI1-deficient NK cells were restored by FOXO1 ablation. *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ mice had a lower number of tumour metastasis than wildtype mice (Fig. 7g and Supplementary Fig. 11a). In contrast, mice lacking both GFI1 and FOXO1 developed a tumour burden comparable with wildtype mice (Fig. 7g). Paralleling these responses, the combined loss of GFI1 and FOXO1 in NK cells rescued NK cell number and the development of M1 and M2 subsets in lungs of tumour-bearing mice (Fig. 7h and Supplementary Fig. 11b). The improved tumour control and increase in NK cells in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ mice was associated with improved proliferation (Ki-67 expression) and DNAM-1 expression in Imm NK cells that give rise to M1 and M2 cells compared with GFI1-deficient Imm NK cells (Supplementary Fig. 11c, d). Altogether, these data demonstrate that although the combined loss of GFI1 and FOXO1 did not fully restore NK cell killing capacity, the recovery of NK cell differentiation and proliferation was sufficient to provide effective protection against tumour metastasis.

## Discussion

In this study, we identify GFI1 as a central, cell-intrinsic regulator of NK cell differentiation and effector function. By integrating transcriptional and epigenetic programmes that govern maturation, proliferation and receptor acquisition, GFI1 enables the generation of terminally differentiated NK cells capable of effective tumour control. Unlike transcription factors that primarily promote or restrain discrete stages of NK cell differentiation, GFI1 coordinates multiple regulatory layers, including chromatin accessibility, transcription factor balance and proliferative capacity to establish the NK cell differentiation programme. GFI1 epigenetically repressed genes such as *Eomes* and *Foxo1* necessary to regulate NK cell activatory receptor expression and effector functions important for controlling tumour metastasis. In addition, we show that the GFI1-FOXO1 axis is a key regulatory pathway that fine-tunes NK cell maturation and functional capacity by regulating effector molecule production. Altogether, we demonstrate that GFI1 is required for progression from immature to mature NK cell states through a previously unrecognised GFI1-FOXO1 axis and that its loss disrupts the balance of key transcription factors that orchestrate NK cell fate and function essential for NK cell–mediated immunity.

GFI1 is highly expressed in hematopoietic stem cells, common lymphoid progenitors and T cells, and it regulates cell cycle and self-renewal capacity in these cells^15,18,20^. However, its role in mature NK cells and stage-specific requirements in peripheral NK cell development has not been previously elucidated. Our data support a model in which GFI1 shapes the NK cell chromatin landscape to coordinate differentiation with proliferative and effector programmes. NK cells lacking GFI1 were transcriptionally and epigenetically skewed toward an immature state with reduced M1 and M2 subsets across peripheral tissues. Specific deletion of GFI1 in NKp46-expressing NK cells resulted in a significant defect in multiple NK cell regulatory pathways, revealing a global rewiring of transcription factors that were de-repressed in the absence of GFI1. This uncovered two pathways, EOMES and FOXO1, that were co-regulated by GFI1, but each pathway was uniquely regulated. It was also revealed that loss of GFI1 alone disrupted the responsiveness of NK cells to IL-15-driven amplification, resulting in poor survival and proliferation of NK cells. Furthermore, it affected multiple inhibitory, activatory and homing molecules, potentially resulting in a redistribution of NK cells across tissues and a failure of the normal NK cells immunosurveillance programme. This revealed that rather than GFI1 acting as a lineage-specific switch, GFI integrates multiple regulatory inputs to enforce the coordinated execution of NK cell differentiation programmes necessary for mature NK cell development and homoeostasis.

It is well established that EOMES and T-BET are essential for NK cell development, and the balance between these two factors is critical for NK cell maturation and activation^34^. EOMES and T-BET have generally been considered to function independently. Yet despite clear evidence that their relative expression levels are critical, the molecular mechanisms that establish and maintain this balance are poorly defined. Furthermore, how other transcription factors influence their function has not been well understood. Here, we show that EOMES expression in NK cells is increased in the absence of GFI1. Complete loss of EOMES resulted in significantly impaired Imm NK cell development, likely through enhanced apoptosis^34,35^, while GFI1-deficient Imm NK cells were not significantly impacted. However, combined deletion of EOMES and GFI1 failed to rescue NK cell development and function, but instead further exacerbated the defects. EOMES itself is not a repressor and is essential for NK cell maturation and functional specification^32,36,37^. The level of EOMES expression is finely tuned relative to T-BET. However, how this precise level is regulated remains unclear. From our data, we would posit that GFI acts to calibrate EOMES expression to establish the EOMES–T-BET balance necessary for NK cell specification. A similar dichotomy has been observed for GFI1, which regulates TH2 and TH17 effector programmes and thereby shapes the balance of cytokines produced by CD4^+^ T cell subsets^16^.

In contrast to the loss of EOMES in GFI1-deficient NK cells, loss of FOXO1 resulted in a substantial, albeit partial, rescue of the GFI1 phenotype. FOXO1 has been identified as a suppressor of NK cell activation through the regulation of T-BET^7^. Our findings identify FOXO1 as a key downstream mediator of GFI1-dependent regulation and establish a GFI1–FOXO1 axis that integrates opposing transcriptional cues to regulate NK cell differentiation. FOXO1 has been previously proposed to regulate NK cell maturation *via* T-BET, a conclusion drawn from studies of *Ncr1*^*iCre*^*Foxo1*^*fl/fl*^*Tbx21*^–/–^ double-knockout mice^7^. In our study, we show that *Tbx21* is normally expressed at low levels in wild-type NK cells across the different mouse strains, but was downregulated in GFI1^–/–^ NK cells. While EOMES expression was restored to wild-type levels in GFI1^–/–^FOXO1^–/–^ NK cells, combined loss of GFI1 and FOXO1 did not rescue T-BET expression. Interestingly, chromatin accessibility at the *Tbx21* locus was rescued in GFI1^–/–^FOXO1^–/–^ NK cells, but this did not rescue T-BET protein expression, suggesting that GFI1 fine-tunes T-BET during NK cell differentiation in a FOXO1-independent manner. Furthermore, complete loss of T-BET in FOXO1^–/–^T-BET^–/–^ NK cells in vivo has previously failed to rescue mature NK cell development^7^. However, Deng et al. showed that mice carrying only a single copy of *Tbx21* substantially restored NK cells to wild-type levels^7^. Thus, consistent with previous findings, T-BET is essential for NK cell development^34,35,38^, but that the level of expression is regulated in vivo either directly or indirectly by FOXO1^7^. Together, these data indicate that GFI1 functions as a developmental checkpoint by repressing EOMES and FOXO1, thereby regulating the EOMES–T-BET balance essential for NK cell development.

Loss of FOXO1 alone resulted in an expansion of NK cell populations accompanied by increased EOMES expression. Although *Gfi1* mRNA levels were also elevated, GFI1 primarily functions through direct binding to *cis*-regulatory elements to mediate potent transcriptional repression and autoregulation^39^. In this context, increased transcript levels likely reflect amplification of a non-functional *Gfi1* allele rather than enhanced GFI1 activity.

Dual deletion of FOXO1 and GFI1 rescued many features of the GFI1-induced defects, partially restoring elements of the transcriptional network and surface activating and inhibitory molecules. While some integrins and homing molecules, such as *Cd226* and *Itgam,* were fully rescued, others, such as *Itga4* and *Itgax,* were not rescued. These findings indicate that FOXO1 and GFI1 converge on a shared core NK cell programme, while also independently regulating distinct and essential transcriptional modules. Further studies will be necessary to fully delineate these parallel regulatory pathways.

In summary, we identify GFI1 as a cell-intrinsic regulator of NK cell development that governs maturation and tissue distribution by modulating a core transcriptional programme centred on FOXO1. This programme enables peripheral immature NK cells to progress through discrete maturation stages and their effective distribution to tissues. Mechanistically, we show that GFI1-dependent defects are not rescued by EOMES deletion alone, but are largely mediated through FOXO1, which in turn coordinates EOMES and T-BET expression. Together, these findings define a negative regulatory axis that integrates a broader transcriptional network, which ensures the balance between EOMES and T-BET in NK cell development and provides a framework for how NK cell homoeostasis and protective function are maintained across diverse tissue environments.

## Methods

### Mice

*Gfi1*^*tdTomato/+*^ ^21,40^, *Gfi1*^*fl/fl*^ ^22^, *Foxo1*^*tm1Rdp*^ (*Foxo1*^*fl/fl*^)^41^*, Eomes*^*tm1Gtbz*^ (*Eomes*^*fl/fl*^)^42^ and *Ncr1*^*tm1.1(iCre)Viv*^(*Ncr*^*iCre*^) ^11^ mice have been described previously (Supplementary Data 7). B6.SJL-Ptprc^a^ Pepc/BoyJ (CD45.1^+/+^) and C57BL/6 mice were purchased from The Jackson Laboratory. *Gfi1*^*tdTomato/+*^ were backcrossed for at least 10 generations to the C57BL/6 background. All mice were used at 6–12 weeks old. Both male and female mice were used. Mice were bred and maintained under specific pathogen-free conditions at the animal facility of The University of Queensland or the WEHI. Mice were housed under a 12 h light/12 h dark cycle at 22 °C ± 2 °C and 55% ± 15% humidity. Euthanasia was performed using CO_2_ asphyxiation. All experiments were approved by the University of Queensland and Walter and Eliza Hall Institute Animal Ethics Committees and were carried out in accordance with the Guidelines of the Australian Code for the Care and Use of Animals of the National Health and Medical Research Council of Australia. All experimental procedures were approved by the Animal Ethics Committees of the respective institutions.

### Cell lines and virus infection

B16-F10 (CRL-6475) and M2-10B4 (CRL-1972) cells were obtained from ATCC. All cell lines were maintained in DMEM supplemented with 10% heat-inactivated foetal calf serum (FCS), 2 mM L-glutamine, 100 U/mL penicillin and 100 μg/mL streptomycin. MCMV is derived from pSM3fr-MCK-2fl clone 3.3 BAC^43^. MCMV was reconstituted by BAC transfection of M2-10B4 cells. The virus was then propagated on M2-10B4 cells. Virus stocks were generated as previously described^43,44^. For analysing NK cell responses, mice were infected with 2 × 10^5^ plaque-forming units (PFU) of MCMV intraperitoneally. To determine MCMV replication in vivo, mice were intraperitoneally infected with 1 × 10^6^ PFU of MCMV, and infected tissues were homogenised and titrated on M2-10B4 cells as previously described^45^.

### Cell isolation and flow cytometric analyses

Single cell suspensions were generated by forcing tissues through 70 μm cell strainers. Red blood cells (RBC) were lysed using ACK buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA). Blood samples were collected via retro-orbital bleeding, and RBC were lysed using ACK buffer. Lungs were perfused with approximately 5 mL phosphate-buffered saline (PBS) via the right ventricle to remove circulating blood. Then, lungs were placed in collagenase type IV (1 mg/mL, Worthington) deoxyribonuclease I (200 μg/mL, Roche) and dispase (0.4 U/mL; Gibco) in complete RPMI medium (RPMI 1640 medium containing 10% heat-inactivated FCS, 1 mM l-glutamine, 100 U/mL penicillin, 100 μg/mL streptomycin and 50 μM β-mercaptoethanol) and homogenized using the gentleMACS Dissociator (Miltenyi Biotec) mouse lung digestion protocol setting. After dissociation, mononuclear cells were purified by gradient centrifugation using a 40–80% Percoll gradient. Lymphocytes were isolated from the liver single cell suspension using a 33% isotonic Percoll gradient. Bone marrow cells were isolated from long bones by perfusion and filtered through 70 μm cell strainers. Cell suspensions were blocked with PBS containing 5 mg/mL anti-CD16/CD32 (2.4G2) and stained (30 min on ice) with fluorophore-conjugated antibodies or reagents in FACS buffer (PBS containing 2.5% heat-inactivated FCS and 50 mM EDTA), unless stated otherwise. For intracellular staining, surface-labelled cells were fixed using eBioscience Foxp3/Transcription Factor Staining Buffer (Thermo Fisher), then stained for intracellular cytokines or transcription factors. For cytokine detection, single cell suspensions were stimulated with phorbol 12-myristate 13-acetate (100 ng/mL), ionomycin (100 ng/mL) and brefeldin A (10 μg/mL) in complete RPMI 1640 medium for 4 h followed by surface and intracellular staining. Live cells were identified by exclusion staining with a fixable viability dye (BD Biosciences or BioLegend) or 7-AAD (BD Biosciences). All antibodies and staining reagents used in the study are outlined in Supplementary Data 8 and the reagents outlined in Supplementary Data 9. Flow cytometry analysis was performed on a Cytek Aurora (Cytek Biosciences) or LSRFortessa X-20 (BD Biosciences), and analysis undertaken using FlowJo analysis software v.10.10 (BD Biosciences).

### Generation of mixed bone marrow chimeras

CD45.1^+/+^ recipient mice (6–10 weeks old) were lethally irradiated with two doses of 5.5 Gy (3 h apart). Bone marrow cells were isolated from congenically-labelled *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^, wildtype) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+/+^) donor mice by flushing the femoral and tibial bones with sterile FACS buffer to make a single cell suspension. RBCs were lysed using ACK buffer, then washed twice with FACS buffer. Live cells were enumerated using Trypan blue exclusion. *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ bone marrow cells were mixed 1:1, and 2-4 × 10^6^ mixed bone marrow cells were then adoptively transferred into the irradiated recipients. Chimeric mice were allowed 6–10 weeks to fully reconstitute their hemopoietic compartment with donor bone marrow cells before virus infection or tumour inoculation.

### Pulmonary metastasis

B16-F10 murine melanoma cells were maintained in DMEM supplemented with 10% heat-inactivated FCS, 2mM L-Glutamine, 100 U/mL penicillin, and 100 μg/mL streptomycin. 2 × 10^5^ B16-F10 cells were injected via the tail vein of recipient mice. Animals were monitored daily for clinical and behavioural signs to ensure welfare and determine humane endpoints, in accordance with protocols approved by the Animal Ethics Committees at the University of Queensland and the Walter and Eliza Hall Institute. After 14 days, the lungs, liver, long bones and kidneys were harvested, fixed in formalin, and B16-F10 tumour metastases were counted using a dissecting microscope.

### In vitro NK cell culture and killing assay

For in vitro NK cell culturing, splenocytes were isolated from naïve mice and NK cells were enriched using EasySep Mouse NK Isolation Kit (StemCell Technologies) or MACS NK Cell Isolation Kit, mouse (Miltenyi Biotec, Inc.) according to the manufacturer’s protocol and then labelled with CellTrace Violet (CTV) (Invitrogen). Immature (Imm, CD11b^-^KLRG1^-^), M1 (CD11b^+^KLRG1^-^) and M2 (CD11b^+^KLRG1^+^) NK cell subsets were sorted using BD FACSAria Fusion (BD Biosciences) or Aurora CS Cell Sorter (Cytek Biosciences). Sorted NK cells were cultured in Complete RPMI (RPMI 1640 medium containing 10% heat-inactivated FCS, 1 mM l-glutamine, 100 U/mL penicillin, 100 μg/mL streptomycin and 50 μM β-mercaptoethanol) with 50 ng/mL of IL-15 (PeproTech). Cells were analysed at day 0, 3 and 5 of culturing.

For the in vitro killing assay, NK cells were sorted and cultured in RPMI without phenol red (Gibco) supplemented with 10% heat-inactivated FCS, 1% 4-(2-hydroxyethyl)−1-piperazineethanesulfonic acid (HEPES), 1% GlutaMAX, 1% NEAA, 50 μM 2-mercaptoethanol, 1% sodium pyruvate and 50 ng/mL IL-15 for 6 days. B16-F10 target cells were labelled with 15 μM calcein AM (Invitrogen) in Complete RPMI without phenol red for 30 min at 37 °C. Target cells were washed twice after labelling, then cocultured with NK cells for 4 h at 37 °C. After 4 h of co-culture, Calcein AM release was quantified as relative fluorescence units (RFU) using CLARIOstar plus (BMG Labtech) fluorescence microplate reader and specific lysis was calculated with the following formula:

Specific lysis (%) = (ER [RFU] − SR [RFU])/(MR [RFU] − SR [RFU]) × 100; ER denotes experimental release, SR is spontaneous release, and MR is maximal release.

### RNA isolation and bulk RNA-seq

NK cell subsets were sorted from splenocytes, and total RNA was extracted using the RNeasy Plus Micro kit (Qiagen) according to the manufacturer’s instructions. The quality and integrity of RNA was measured using Bioanalyzer or TapeStation systems (Agilent Technologies). Libraries were prepared using TruSeq Stranded Total RNA kit (Illumina) and sequenced ( > 50 million reads/sample) using NovaSeq S1 PE100 flow cell (Illumina) or NovaSeq SP 100 flow cell (Illumina).

RNA-seq read quality was assessed with *fastp*^46^ to trim low-quality reads. Reads were mapped to the mouse genome (mm10) using STAR v2.7.10^47^, and mapped reads were quantified with *featureCounts* v2.0.1^48^. 

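The same deposit holds a further count table of 56 libraries that the paper's text and legends do not report on, made with the same tools but with a later gene annotation. It covers Imm, M1 and M2 cells of 4 genotypes, *Ncr* iCreT/+, *Ncr* iCreT/+*Gfi1* fl/fl, *Ncr* iCreT/+*Foxo1* fl/fl (FOXO1-deficient) and *Ncr* iCreT/+*Gfi1* fl/fl*Foxo1* fl/fl (deficient in both), in 2 experiments. In the first of these, *Ncr* iCreT/+ mice gave 2 libraries at 40.76 to 58.50 (median 49.63) in Imm, 4 libraries at 46.70 to 63.86 (median 60.54) in M1 and 4 libraries at 42.44 to 57.98 (median 46.83) in M2 cells, as total counts per library in megacounts. GFI1-deficient cells gave 3 libraries at 54.11 to 59.13 (median 54.85) in Imm, 3 libraries at 44.15 to 64.51 (median 52.75) in M1 and 2 libraries at 52.36 to 54.17 (median 53.26) in M2. From FOXO1-deficient mice there were 2 libraries at 47.90 to 50.10 (median 49.00) in Imm, 2 libraries at 37.89 to 56.09 (median 46.99) in M1 and 2 libraries at 45.63 to 60.98 (median 53.31) in M2. Mice deficient in both gave 2 libraries at 31.57 to 42.20 (median 36.88) in Imm, 3 libraries at 43.98 to 57.01 (median 52.62) in M1 and 2 libraries at 47.58 to 60.16 (median 53.87) in M2. In the second, *Ncr* iCreT/+ mice gave 3 libraries at 76.05 to 82.41 (median 80.25) in Imm, 2 libraries at 65.96 to 85.90 (median 75.93) in M1 and 2 libraries at 69.89 to 81.20 (median 75.54) in M2. GFI1-deficient mice had 2 libraries at 69.93 to 75.64 (median 72.79) in Imm, 2 libraries at 70.06 to 71.35 (median 70.70) in M1 and 2 libraries at 81.38 to 90.05 (median 85.71) in M2. FOXO1-deficient mice had 2 libraries at 86.20 to 87.73 (median 86.96) in Imm, 2 libraries at 95.41 to 96.27 (median 95.84) in M1 and 2 libraries at 81.88 to 104.93 (median 93.41) in M2. For loss of both there were 2 libraries at 88.11 to 90.37 (median 89.24) in Imm, 2 libraries at 63.06 to 77.33 (median 70.19) in M1 and 2 libraries at 72.08 to 88.08 (median 80.08) in M2. The labels name a TruSeq and an NEBNext low-input kit without saying which library used which, while the paper names TruSeq alone. *Xist* had a median of 117 CPM in the 18 libraries of the first table against 1310 and 1070 CPM in the 2 experiments of the second, so levels were compared only within an experiment. The Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* reached at most 0.64 CPM in any library. The source of the *Xist* difference was not tested. The 23055 of 55414 genes kept by filterByExpr (99.988% of counts) were scaled by TMM and tested in 1 edgeR fit with a term for the experiment, and genotypes were compared with equal weight on the 3 subsets. *Foxo1*, whose floxed allele is deleted in 2 of the genotypes, fell by 3.07 on the log2 scale in FOXO1-deficient cells and by 1.32 in cells deficient in both, against *Ncr* iCreT/+ cells. *Gfi1* rose by a log2 fold change of 1.29 in GFI1-deficient cells and of 2.27 in cells deficient in both.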

Read counts were normalised and differential gene expression quantified with DESeq2 v1.4.0. A log-fold change larger than one and a false discovery rate cut-off of 5% was used to select significantly over- and under-represented genes. Volcano plots and heatmaps were plotted using *EnhancedVolcano* v1.18.0 and *pheatmap* v1.0.12 packages, respectively.

### Single cell multiomic sequencing

Single-cell multiomic sequencing was performed using BD Rhapsody WTA + ATAC analyses kits (BD Biosciences). NK cells were sorted from the spleen of naïve mice, and cells were pooled from 3–5 mice to make a cell suspension (1 × 10^5^ cells) for nuclei isolation. NK cells were spun at 400 × *g* for 5 min. Then, the pellet was resuspended in 100 µL of chilled cell lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, 0.1% tween-20, 0.1% IGEPAL CA-630, 0.01% digitonin, 1 mM dithiothreitol, 1 U/μL RNase inhibitor and 1% BSA) for 3 min to isolate nuclei. Cell lysis was stopped by adding 1 mL of wash buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween 20, 1 mM dithiothreitol, 1 U/µL RNase inhibitor and 1% BSA). Nuclei were washed twice with wash buffer and then resuspended in chilled Nuclei Buffer (1 × Nuclei Buffer, 0.1 mM dithiothreitol and 1 U/µL RNase inhibitor). A total of 50,00 NK cell nuclei were incubated at 37 °C in tagmentation mix according to BD Rhapsody single-cell ATAC-seq and mRNA Whole Transcriptome Analysis library preparation protocol v23-24474(01). After 30 min incubation, nuclei were loaded onto the BD Rhapsody 8-Lane Cartridge followed by loading BD Rhapsody Enhanced Cell Capture Beads V3. Single-cell ATAC and single-cell RNA libraries were prepared as per the user guide. For the ATAC-seq, libraries were sequenced using a NextSeq 200 P4 flow cell (Illumina) with the following read protocol: 50 cycles (read 1), 8 cycles (index 1), 60 cycles (index 2) and 50 cycles (read 2). RNA libraries were sequenced on a NextSeq 200 P4 flow cell (Illumina) with the following cycle settings: 51 cycles (read 1), 8 cycles (i7 index read), 8 cycles (i5 index read) and 71 cycles (read 2).

### Single-cell multiomic data processing

Single-cell RNA-seq and single-cell ATAC-seq FASTQ files were pre-processed using BD Rhapsody Sequence Analysis Pipeline v1.2 to map RNA transcripts and ATAC peaks to the mm39 genome. Seurat objects were created using RNA transcript matrix files, and ATAC-seq data (ATAC-seq fragments file) was added using *CreateChromatinAssay*. Quality control was performed by filtering cells with the following criteria: between 200 and 2000 total RNA features, between 1000 and 20,000 total ATAC counts and percent mitochondrial counts < 20. Following quality control, the object was split into independent RNA-seq and ATAC-seq objects for individual processing.

RNA-seq expression count data for each dataset was normalised using *SCTransform*. SCTransformed data from multiple datasets (e.g., *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells) were prepared for merging and integration using *PrepSCTIntegration* and principal component analysis was performed to find 50 nearest neighbours for each dataset using the Louvain algorithm. After preprocessing, datasets were merged and integrated using the *IntegrateData* (RPCAIntegration) function. For ATAC-seq datasets, consensus peaks were identified using Signac *CallPeaks* function with MACS3 and non-standard chromosome peaks were removed. Term-frequency inverse-document-frequency was calculated, and singular value decomposition was run using Signac *RunSVD* function. Then, dimension reduction was performed using latent semantic indexing (LSI), followed by graph-based clustering on the LSI components 2 to 30. ATAC-seq datasets were integrated using integration anchors calculated using *FindIntegrationAnchors* and merged using *IntegrateEmbeddings*. The integrated RNA-seq data was used to generate a UMAP using a joint weighted nearest neighbour map and unsupervised clustering was performed. UMAP plots showing NK cell clusters were produced with the *DimPlot* function and UMAP based gene expression plots were produced with scCustomize package v3.2.0 using the Viridis colour scale. Differentially expressed genes (DEGs) and differentially accessible regions (DARs) between two groups of cells were calculated using the *FindMarkers* function. Chromatin track plots were generated using the Signac *CoveragePlot* function. Differential abundance of cells in neighbourhoods was quantified using MiloR v2.2.0^23^. Pathway enrichment analysis was performed using AUCell v1.28.0. Immature NK cell signature was defined by comparing CD11b^-^KLRG1^-^ and CD11b^+^KLRG1^+^ *Ncr*^*iCreT/+*^ NK cell subsets and quantifying differentially expressed genes. 

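In sorted NK cells of *Ncr* iCreT/+ mice, the step from Imm to M2 raised late maturation genes and lowered early ones. Of 19 late maturation genes 18 were higher in M2 than in Imm cells and 1, *Zfp683*, was lower. Among the 18, *Klrg1*, the sorting marker, had 11.4 ± 2.02 CPM (SD, n = 3) in Imm and 550.0 ± 34.2 CPM (n = 3) in M2 cells, and *Cx3cr1*, a chemokine receptor, had 7.53 ± 0.0752 and 241 ± 47.9 CPM. Of 20 early maturation genes 17 were lower in M2 cells and none was higher. *Il7r*, the interleukin-7 receptor, fell by 5.02 (SE 0.194, adjusted p = 1.86e-12 from edgeR) and *Ltb*, lymphotoxin beta, by 3.68 on the log2 scale, with the libraries of the groups apart. Both lists held in camera with an estimated correlation (adjusted p = 0.000948 for the late and 0.00956 for the early genes with an estimated correlation). In all, 3713 genes passed the test, 1769 higher in M2 and 1944 higher in Imm cells. The largest falls included *Cd3d*, a T cell receptor subunit (log2 fold change −5.22), and 8 of 11 T cell markers were lower in M2 cells (camera adjusted p = 1.05e-07, adjusted p = 0.0838 with an estimated correlation). Markers of type 1 innate lymphoid cells also fell (10 of 12, camera adjusted p = 6.91e-09, adjusted p = 0.0495 with an estimated correlation). The paper's text does not name the libraries behind the signature; those given here are the 6 *Ncr* iCreT/+ Imm and M2 libraries processed together with the GFI1-deficient ones.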

DEGs were ranked by Benjamini-Hochberg procedure (fdr) corrected *p-*values and the top 100 DEGs were used to calculate the signature score and applied to single-cell data using the *AddModuleScore* function. Mature NK cell signature was defined similarly by comparing CD11b^+^KLRG1^+^ *Ncr*^*iCreT/+*^ NK cell transcriptome to CD11b^-^KLRG1^-^ and CD11b^+^KLRG1^-^ *Ncr*^*iCreT/+*^ NK cells.

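M2 cells of *Ncr* iCreT/+ mice differed much less from M1 cells than from Imm cells. Between M2 and M1 cells 182 genes passed the test, 74 higher and 108 lower in M2 cells, against 3713 between M2 and Imm cells. Between M1 and Imm cells 2662 passed. Of the late maturation genes 10 rose from M1 to M2 cells and none fell. *Klrg1* rose by a log2 fold change of 3.65 (SE 0.368, adjusted p = 0.000196 from edgeR), a rise built in by the sort on KLRG1. *Cx3cr1* rose by 2.71, and *Ly6c2*, a surface antigen, by 1.35. Of the early genes 9 fell, among them *Emb* by 1.46 and *Tcf7*, which encodes TCF1, by 1.23 on the log2 scale. Each list passed in camera with an estimated correlation (adjusted p = 0.00049 for the late and 0.00705 for the early genes with an estimated correlation). The late list includes the sorting marker *Klrg1*.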

### Quantification and statistical analysis

Statistical analyses were performed using Prism 10 software (GraphPad). Bar graphs show the mean ± SEM. Statistical tests for each dataset are indicated in the figure legend; exact *n-*values and *p-*values are indicated. Statistical significance was considered when the *p-*value was < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data supporting the findings of this study are included in the main text, supplementary information and source data files. Raw data files for the bulk RNA sequencing have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE278867. Single-cell multiomic-seq data can be accessed using the accession number GSE313719. Source data are provided in this paper.

# Supplementary material for: The GFI1–FOXO1 axis regulates NK cell maturation and function
**Source:** Nat Commun. 2026 Apr 22;17:5593. doi: 10.1038/s41467-026-72022-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials for

**GFI1-driven epigenetic programs regulate NK cell maturation and function**

Qiutong Huang *et al.*

**The PDF file includes:**  
Supplemental Figs. 1 to 11

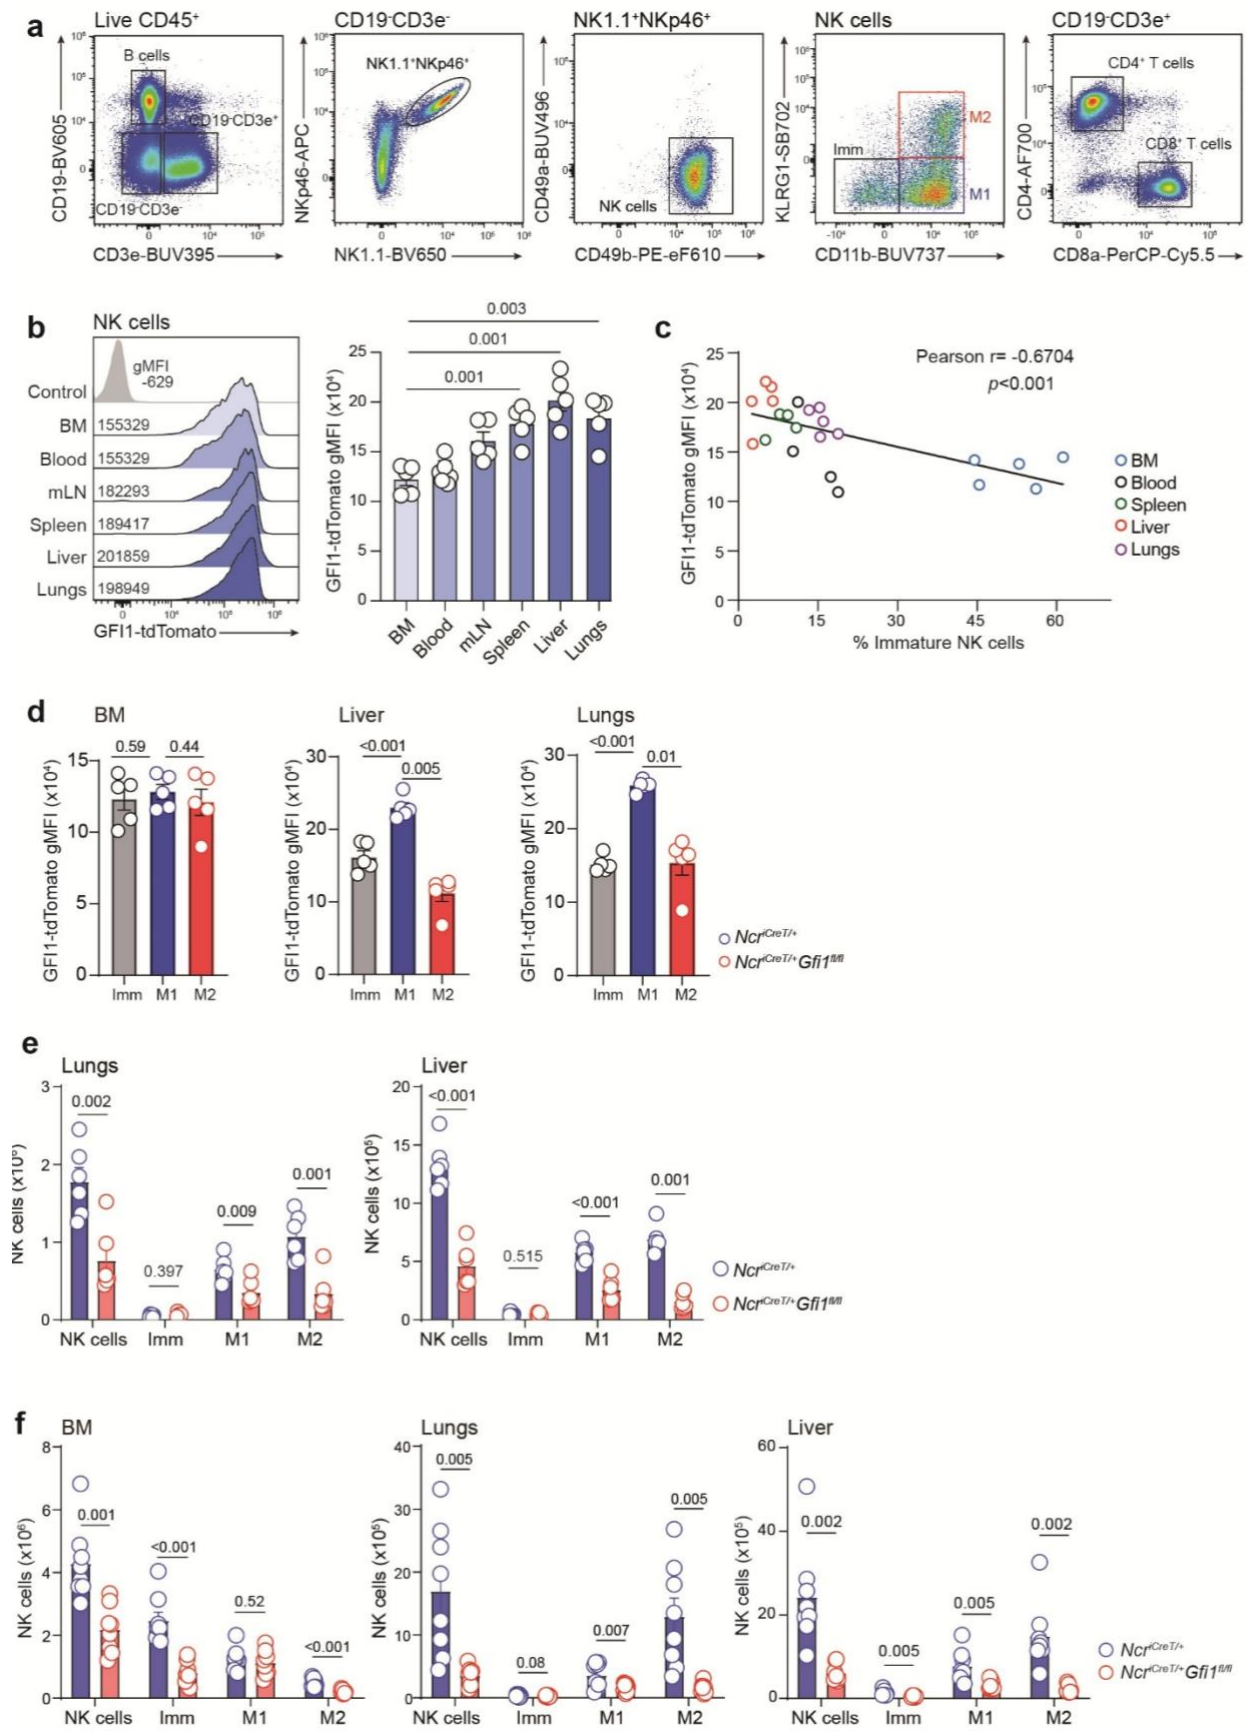

**Supplemental Figure 1. Genetic ablation of GF11 impairs NK cell maturation.** **a**, Flow cytometric plots showing gating strategy for NK cell subsets isolated from spleen of  $NCR^{iCreT/+}$  mice. **b**, Histogram (left) and geometric mean fluorescence intensity (gMFI) quantification (right) of GF11-tdTomato in total NK cells (live CD3<sup>-</sup>CD3ε<sup>-</sup>CD19<sup>-</sup>NK1.1<sup>+</sup>NKp46<sup>+</sup>CD49b<sup>+</sup>) from different tissues of naïve  $Gfi1^{tdTomato/+}$  mice. Control shows NK cells from C57BL/6 spleen. Data show one of the two independent experiments as mean ± s.e.m. ( $n=5$  biologically independent mice/ independent experiment). **c**, Correlation between GF11-tdTomato gMFI of total NK cells and frequency of Imm (CD11b<sup>-</sup>KLRG1<sup>-</sup>) NK cells isolated from naïve  $Gfi1^{tdTomato/+}$  mice tissue. Pearson correlation coefficient (r) and  $p$  value are shown. **d**, GF11-tdTomato expression in Imm (CD11b<sup>-</sup>KLRG1<sup>-</sup>), M1 (CD11b<sup>+</sup>KLRG1<sup>-</sup>) and M2 (CD11b<sup>+</sup>KLRG1<sup>+</sup>) NK cells isolated from bone marrow (BM), liver and lungs of  $Gfi1^{tdTomato/+}$  mice. Data show mean ± s.e.m. of one of two independent experiments ( $n=5$  biologically independent mice/independent experiment). **e**, Total number of NK cell subsets among total NK cells isolated from the lungs and liver of  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  mice. Data show mean ± s.e.m. of one of the three independent experiments ( $n=6$  biologically independent mice/ independent experiment). **f**, Frequency of donor  $Ncr^{iCreT/+}$  (CD45.1<sup>+</sup>CD45.2<sup>+</sup>) and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  (CD45.2<sup>+</sup>) NK cells isolated from different tissues 6 weeks after bone marrow reconstitution. Data pooled from two independent experiments is shown as mean ± s.e.m. ( $n=8$  biologically independent mice). Statistical significance was calculated using one-way ANOVA and Tukey's post-test (**d**), a two-tailed Student's  $t$  test (**e**) or a two-tailed paired  $t$  test (**f**).

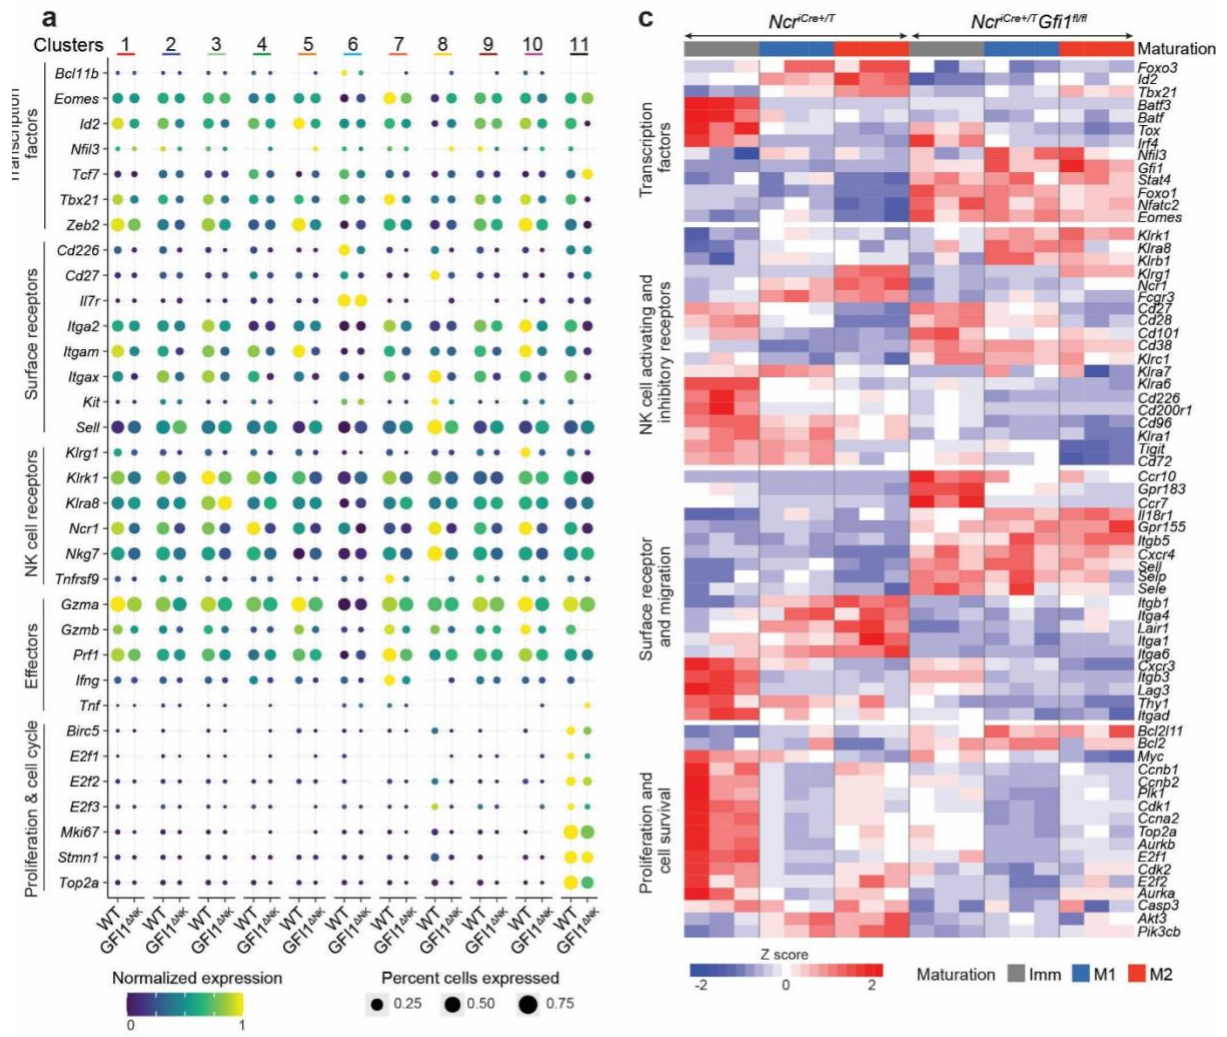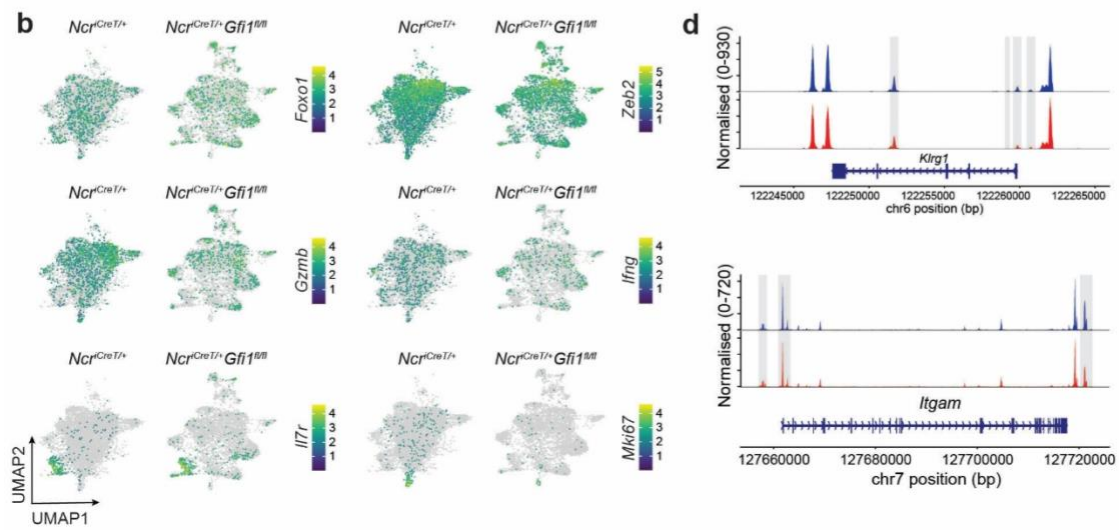

**Supplemental Figure 2. GFI1-mediated transcriptional regulation of NK cells.** **a**, Dot plot showing expression of selected genes in WT ( $Ncr^{iCreT/+}$ ) and GFI1 $\Delta$ NK ( $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ) NK cells within different clusters calculated after RPCA integration of scRNA-seq data, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **b**, UMAP showing normalized RNA expression of *Foxo1*, *Zeb2*, *Gzmb*, *Ifng*, *Il7r* and *Mki67* in NK cells as in **a**. **c**, Gene expression of selected differentially expressed genes ( $p < 0.05$ ) in Imm (CD11b $^{-}$ KLRG1 $^{-}$ ), M1 (CD11b $^{+}$ KLRG1 $^{-}$ ) and M2 (CD11b $^{+}$ KLRG1 $^{+}$ ) NK cells isolated from the spleen of naïve  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  mice for bulk RNA-seq analysis. **d**, Histograms showing chromatin accessibility at *Klrg1* (top) and *Itgam* (bottom) loci in total  $Ncr^{iCreT/+}$  (blue) and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  (red) NK cells isolated as in **a**. Grey boxes highlight differentially accessible chromatin regions.

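The maturation heat map (Supplementary Fig. 2c) draws 69 genes that the study chose on these 18 libraries, so the counts given here are not independent evidence of its direction. In edgeR, 54 of the 69 were called between the genotypes in at least 1 subset and 64 averaged over subsets. At an unadjusted p below 0.05, as the legend's threshold can be read, 67 passed in at least 1 subset. Among its 20 surface and migration genes, 10 rose and 6 fell in Imm, 8 rose and 5 fell in M1, and 7 rose and 6 fell in M2 cells. *Cxcr4*, the chemokine receptor that holds cells in bone marrow, rose by a log2 fold change of 1.24 in Imm, 1.71 in M1 and 2.33 in M2 cells (adjusted p = 1.44e-08 in M2 from edgeR). *Itga1*, an integrin of tissue-resident cells, fell by 1.40, 2.16 and 2.25 on the log2 scale in the same order. Among 19 receptors, 1 rose and 6 fell in Imm, 2 rose and 6 fell in M1, and 4 rose and 7 fell in M2 cells. *Cd226*, an activating receptor, fell by 1.33 in Imm, 1.26 in M1 and 1.28 in M2 cells (in M2 not called with all experiments in 1 fit), and *Cd38*, an ectoenzyme, rose by a log2 fold change of 0.68, 1.29 and 0.96. *Klra1* and *Klra6*, Ly49 genes whose reads may be shared with paralogs, had log2 fold changes of −0.56 and −1.12 in Imm cells. Among 13 transcription factors, 5 rose and 4 fell in Imm, 3 rose and 1 fell in M1, and 5 rose and 1 fell in M2 cells. *Batf3* fell by 3.24 in Imm cells on the log2 scale and *Id2*, a factor needed for NK cell maturation, by 0.43, 0.37 and 0.51 in Imm, M1 and M2 cells. The call of *Id2* in M1 cells (adjusted p = 0.0311 from edgeR) ended without any of 5 of the 6 libraries (0.075 to 0.237), and that in Imm cells without *Ncr* iCreT/+*Gfi1* fl/fl Imm replicate 1 (0.0675). Of 17 proliferation and survival genes, 11 fell and 1 rose in Imm cells, 1 fell and none rose in M1, and 1 fell and 1 rose in M2 cells. The fall in M1 and M2 cells was that of *Pik3cb*, and the rise in Imm and M2 cells that of *Bcl2l11*, which encodes the cell death factor BIM. Lists written by hand before the counts were examined describe the same comparison. The paper's fold changes from these libraries had been seen by then, so the lists are not shown to be independent of them. In M2 cells 8 of 20 early maturation genes rose and 1 fell, with *Il7r* at 63.25 ± 8.52 CPM (SD, n = 3) in *Ncr* iCreT/+*Gfi1* fl/fl and 4.39 ± 1.35 CPM (n = 3) in *Ncr* iCreT/+ libraries and *Emb* at 189 ± 33.9 and 55.7 ± 12.4 CPM. For this list 9 rose adjusted over the list alone, and camera gave an adjusted p = 2.29e-06 and an adjusted p = 0.244 with an estimated correlation. Of 19 late maturation genes 2 fell in M2 cells: *Gzmb*, which encodes granzyme B, from 1272 ± 131 to 742 ± 86.05 CPM and *Spn*, CD43, by 0.25 on the log2 scale. Adjusted over the list alone, 6 fell (camera adjusted p = 1.96e-07, adjusted p = 0.0861 with an estimated correlation). In Imm cells, by contrast, 7 of these 19 rose and none fell, including *Prf1*, perforin, from 900.2 ± 26.5 to 1665 ± 73.65 CPM, *S1pr5*, an egress receptor, from 256 ± 11.7 to 395 ± 30.7 CPM, and *Zeb2*, a factor of terminal maturation, by a log2 fold change of 0.67. Adjusted over the list alone, 9 rose (camera adjusted p = 7.19e-05, adjusted p = 0.142 with an estimated correlation). Without *Ncr* iCreT/+ Imm replicate 1 or without *Ncr* iCreT/+*Gfi1* fl/fl Imm replicate 2, 4 of the 7 were called, and 2 with all experiments in 1 fit. The rise did not pass in Imm cells of the further table of this deposit. There edgeR called 0 of the 19, while 3 were higher and 1 lower at an unadjusted p below 0.05 and DESeq2 called 0 (camera adjusted p = 0.876). *Prf1* had a log2 fold change of 0.32 (adjusted p = 0.269 from edgeR), *Zeb2* of 0.06 and *Gzmb* of −0.05. The difference between the GFI1 effect in M2 and in Imm cells was itself tested: 4 of the 19 late genes had a lower and none a higher log2 fold change in M2 cells, with *Gzmb* at a difference of −1.33 (adjusted p = 0.000386 from edgeR), and the list passed with an estimated correlation (adjusted p = 0.0122 with an estimated correlation). In the further table edgeR and DESeq2 called 0 of the 19 for this difference. At an unadjusted p below 0.05, 2 were lower and 1 higher, and the list passed in camera (adjusted p = 0.000266) but not with an estimated correlation (adjusted p = 0.445). Of 19 FOXO target genes 5 rose and none fell in Imm cells (7 rose adjusted over the list alone, camera adjusted p = 2.56e-06, adjusted p = 0.0119 with an estimated correlation). *Sell*, which encodes the homing receptor CD62L, rose by a log2 fold change of 0.78 and *Klf2*, a factor of lymphocyte trafficking, by 0.47. In M2 cells 5 of them rose and none fell (camera adjusted p = 0.000854, adjusted p = 0.0655 with an estimated correlation).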

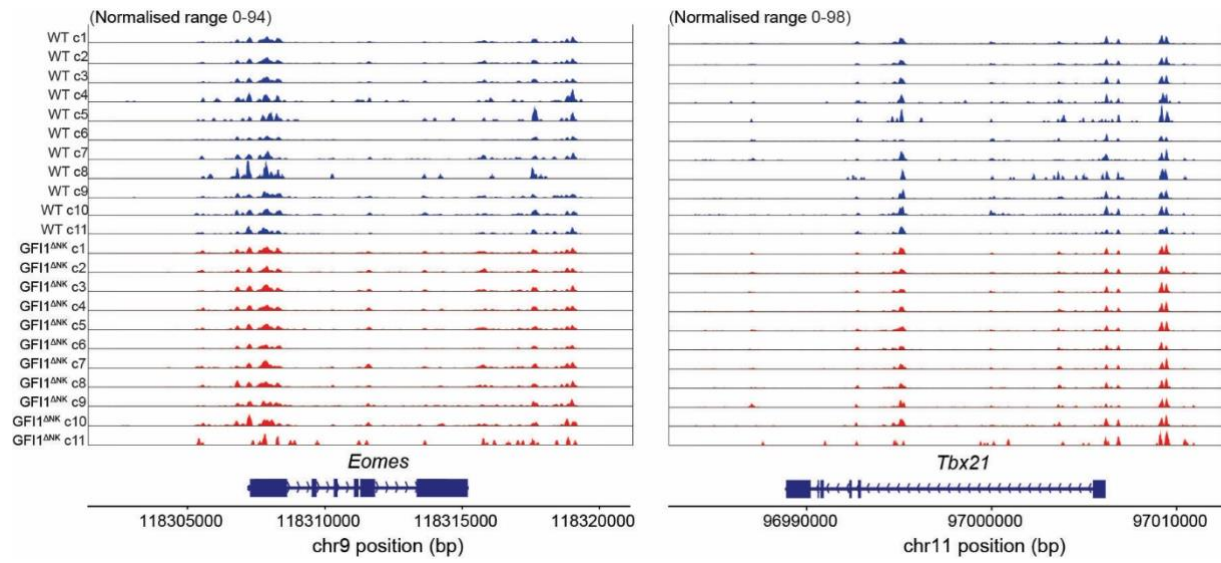

**Supplemental Figure 3. GFI1 epigenetically regulates NK cell transcription factors.** Histograms showing chromatin accessibility at *Eomes* (left) and *Tbx21* (right) loci in WT (*Ncr<sup>iCreT/+</sup>*) and GFI1<sup>ΔNK</sup> (*Ncr<sup>iCreT/+</sup> Gfi1<sup>fl/fl</sup>*) NK cells isolated from spleen for scMultiomic-seq and clustered using scRNA-seq data.

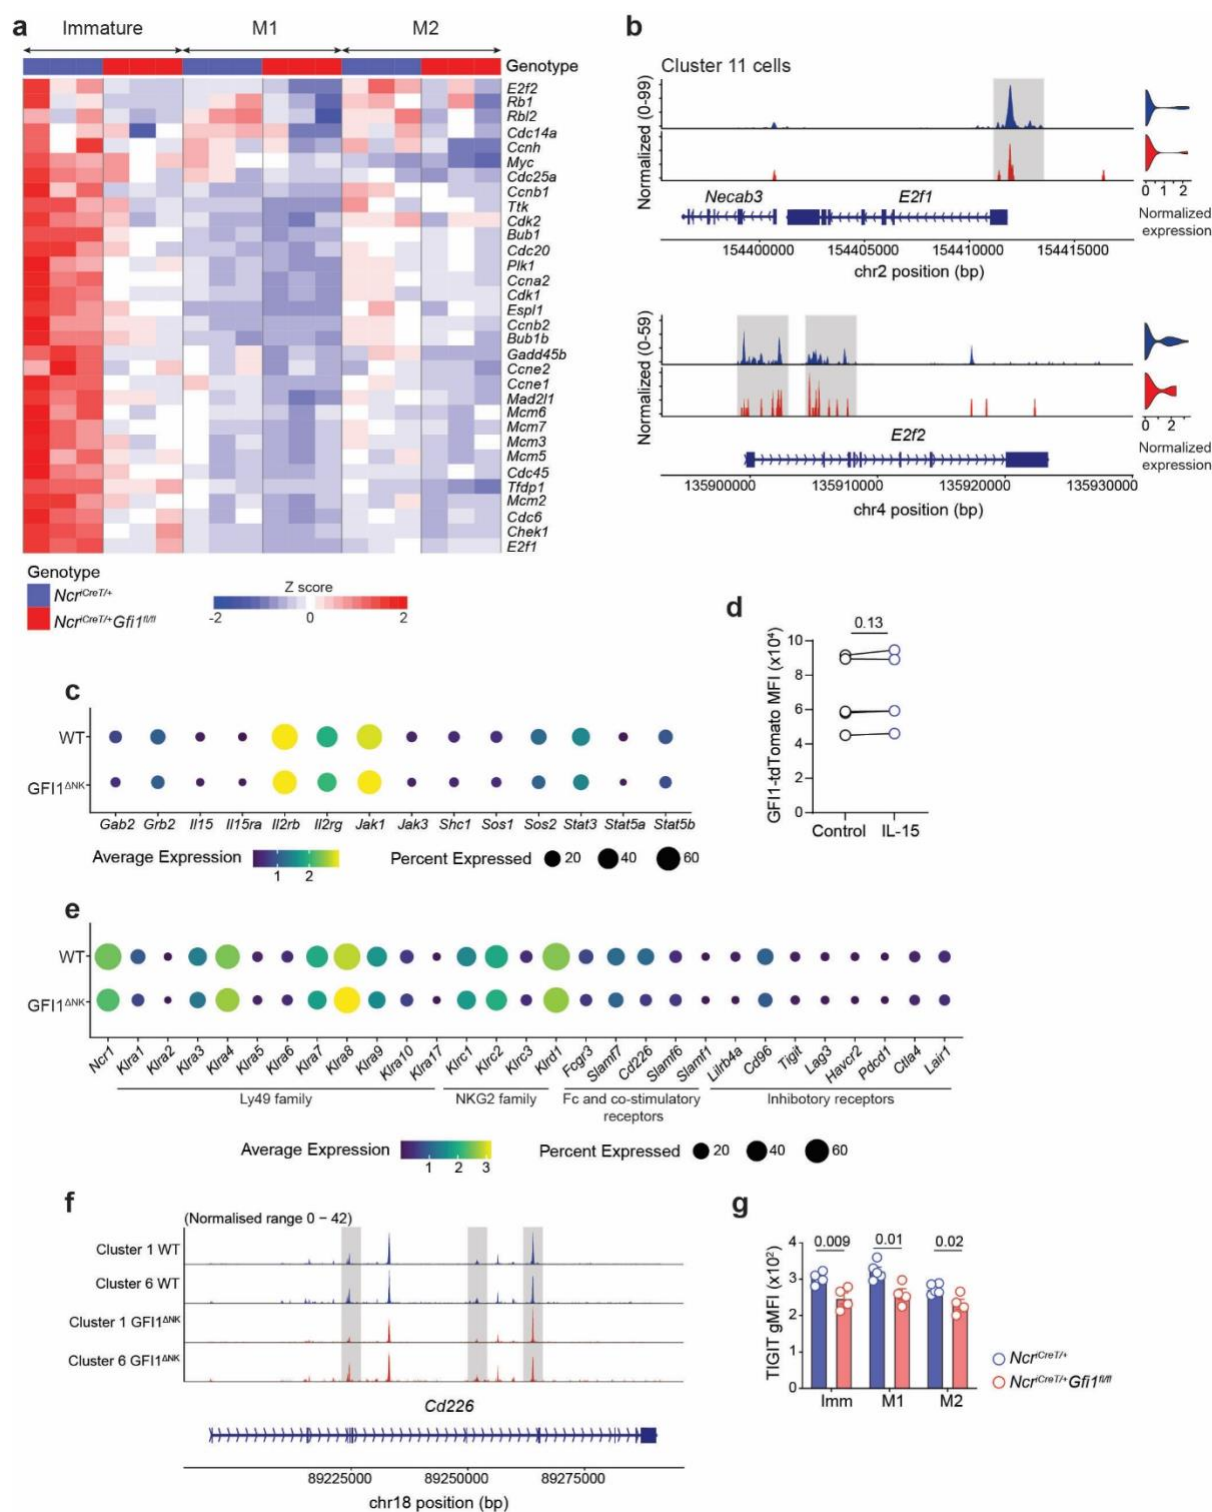

**Supplemental Figure 4. GFI1-mediated epigenetic control of NK cell proliferation and activatory receptors.** **a**, Gene expression of selected cell cycle related differentially expressed genes ( $p < 0.05$ ) in Imm (CD11b<sup>-</sup>KLRG1<sup>-</sup>), M1 (CD11b<sup>+</sup>KLRG1<sup>-</sup>) and M2 (CD11b<sup>+</sup>KLRG1<sup>+</sup>) NK cells isolated from the spleen of naïve  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  mice for bulk RNA-seq analysis. **b**, Chromatin accessibility and gene expression of *E2f1* (top) and *E2f2* (bottom) loci in splenic NK cells within cluster 11, identified using unsupervised clustering based on scRNA-seq data. Grey boxes highlight differentially accessible chromatin regions. **c**, Dot plot showing expression of selected IL-15 signalling pathway genes in total WT ( $Ncr^{iCreT/+}$ ) and GFI1<sup>ΔNK</sup> ( $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ) NK cells isolated from spleen as in **b**. **d**, GFI1-tdTomato expression in splenic NK cells following 30 min *in vitro* culture with recombinant 50 ng/mL IL-15. Data from one of two independent experiments is shown ( $n=5$  biologically independent mice/ independent experiment). **e**, Dot plot showing expression of selected NK cell activatory and inhibitory receptor genes in total WT ( $Ncr^{iCreT/+}$ ) and GFI1<sup>ΔNK</sup> ( $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ) NK cells isolated from spleen as in **b**, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **f**, Chromatin accessibility at *Cd226* locus in different NK cell clusters, identified using unsupervised clustering based on scRNA-seq data. Grey boxes highlight differentially accessible chromatin regions. **g**, TIGIT expression in splenic NK cells isolated from  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  mice. Data show mean  $\pm$  s.e.m. from one of two independent experiments ( $n=4$  biologically independent mice/ genotype/ independent experiment). Statistical significance calculated using a two-tailed Student's *t* test.

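Most of the 32 cell cycle genes drawn in Supplementary Fig. 4a fell in GFI1-deficient Imm cells: 24 were lower, none was higher and 8 did not pass the test in edgeR. The study chose these genes on the same libraries, so their count is not independent evidence of the direction. Beside the kinases, MCM and E2F genes, cyclins were among them. *Ccnb1*, the mitotic cyclin B1, fell by 1.82 (adjusted p = 0.00194 from edgeR), *Ccna2*, cyclin A2, by 1.08 and *Ccne1*, cyclin E1, by 0.89 on the log2 scale. *Cdc6*, a replication licensing factor, fell by 1.07, *Chek1*, a checkpoint kinase, by 0.91, *Mcm7* by 0.53, *Mcm5* by 0.53 and *Mcm6* by 0.43. In M1 cells 1 of the 32 was called, *Ccne1* (log2 fold change −0.62, adjusted p = 0.0336 from edgeR), and in M2 cells 1, *Tfdp1*, which encodes an E2F partner (−0.52, adjusted p = 0.0184). *Cdk1* had 11.1 ± 2.40 CPM (SD, n = 3) in *Ncr* iCreT/+ and 7.16 ± 1.30 CPM (n = 3) in *Ncr* iCreT/+*Gfi1* fl/fl M1 cells, and 14.9 ± 4.19 and 13.0 ± 0.584 CPM in M2 cells, neither a called difference (adjusted p = 0.141 and 0.912 from edgeR). Across *Ncr* iCreT/+ cells, *Cdk1* fell from Imm to M2 cells by 1.12 (adjusted p = 0.000439 from edgeR), and *E2f1* by 1.35 on the log2 scale. Whether the fall of these genes with loss of GFI1 differs between subsets was tested as the effect in M2 minus that in Imm cells. EdgeR called 0 of 20 kinase, MCM and E2F genes, 0 of 43 S phase genes and 0 of 54 G2/M genes, and so did DESeq2, while 7, 11 and 7 had a higher value in M2 cells at an unadjusted p below 0.05. As groups they lay higher in M2 cells (camera adjusted p = 7.16e-08, 2.28e-10 and 1.3e-09), but none passed with an estimated correlation (adjusted p = 0.106, 0.073 and 0.198 with an estimated correlation).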

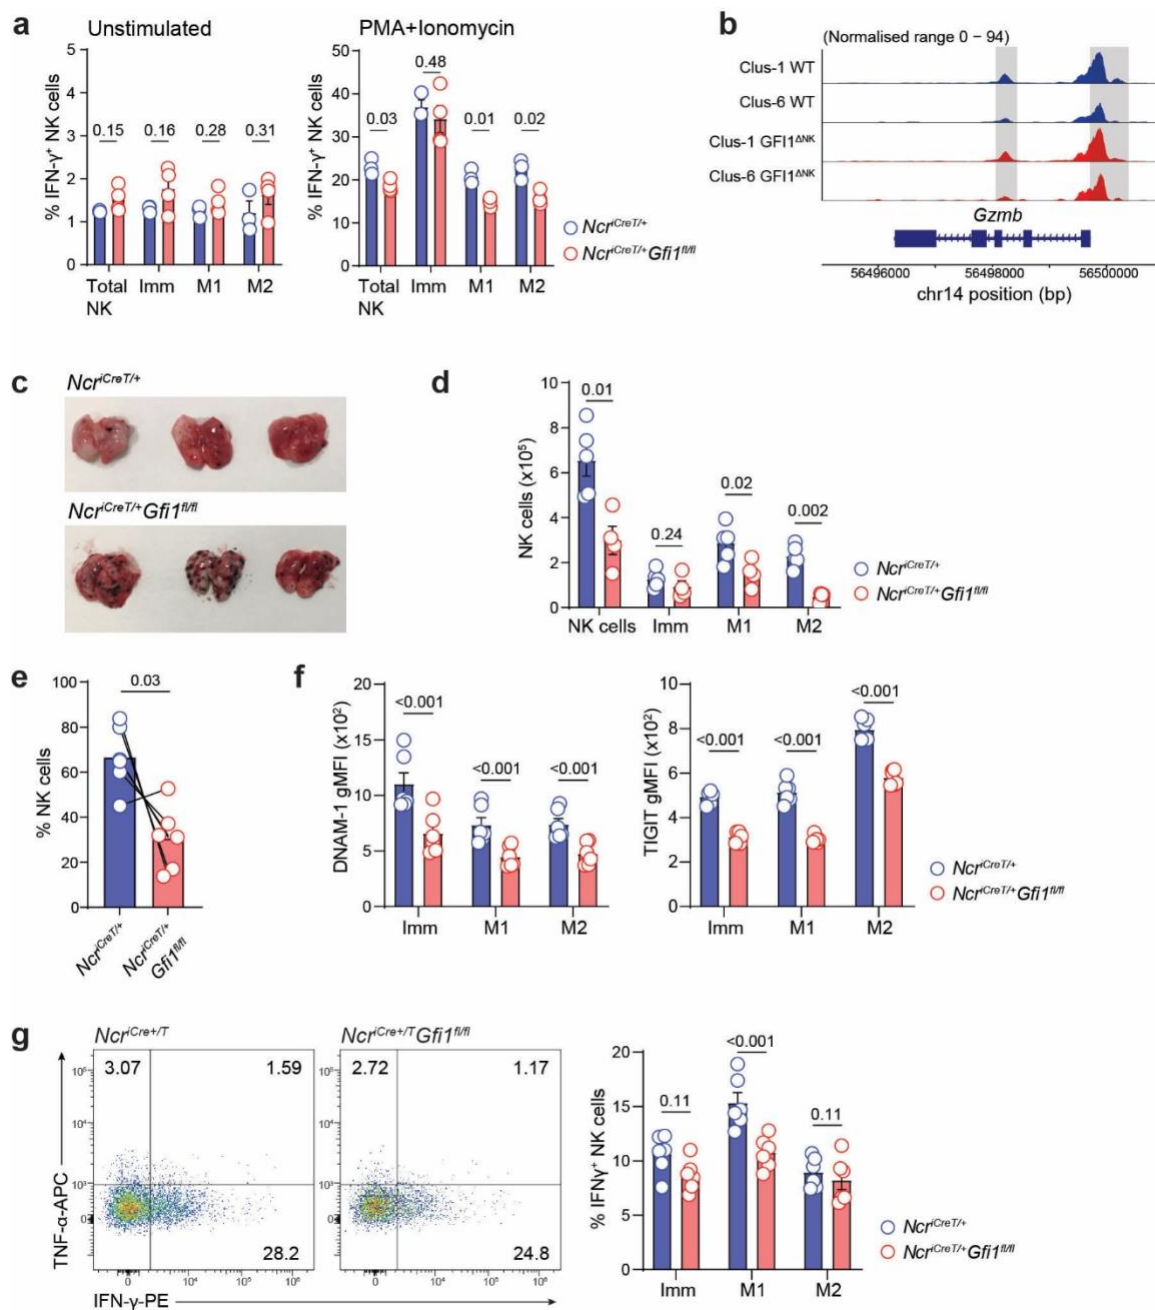

**Supplemental Figure 5. GFI1 is required for NK cell responses following tumour inoculation.** **a**, Frequency of IFN- $\gamma^+$  NK cells isolated from the spleen of  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfil^{fl/fl}$  mice quantified 4-hour after PMA+ionomycin stimulation *in vitro* in the presence of brefeldin A. Data from one of two independent experiments is shown as mean  $\pm$  s.e.m. ( $n=3$  biologically independent mice/independent experiment). **b**, Chromatin accessibility at *Gzmb* locus in different WT ( $Ncr^{iCreT/+}$ ) and GFI1 $^{\Delta NK}$  ( $Ncr^{iCreT/+}Gfil^{fl/fl}$ ) clusters, identified using unsupervised clustering based on scRNA-seq data. Grey boxes highlight differentially accessible chromatin regions. **c**, Infiltration of B16-F10 tumour cells in the lungs of  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfil^{fl/fl}$  mice 14 days after intravenous inoculation of B16-F10 cells. Representative images show tumour metastases. Data representative of three independent experiments ( $n=17$  or 19 biologically independent mice/genotype). **d**, Frequency of NK cell subsets isolated from spleen of tumour bearing  $NCR^{iCreT/+}$  and  $NCR^{iCreT/+}Gfil^{fl/fl}$  mice at 14 days after B16-F10 cell injection. Data show mean  $\pm$  s.e.m. (right) of one of two independent experiments ( $n=4$  or 5 biologically independent mice/genotype/ independent experiment). Statistical significance was calculated using a two-tailed Student's *t* test. **e**, Frequency of  $Ncr^{iCreT/+}$  (CD45.1 $^+$ CD45.2 $^+$ ) and  $Ncr^{iCreT/+}Gfil^{fl/fl}$  (CD45.2 $^{+/+}$ ) NK cells among total splenic NK cells at 14 days after tumour inoculation into chimeric mice (CD45.1 $^+$ ) that received bone marrow cells 6 weeks prior to tumour inoculation. **f**, DNAM-1 and TIGIT expression in splenic NK cells as in **e**. **g**, Flow cytometric plots showing frequency of IFN- $\gamma^+$  and TNF- $\alpha^+$  cells among lung  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfil^{fl/fl}$  NK cells as in **e** (left). Bar plots showing frequency of IFN- $\gamma^+$  cells among NK cells isolated from lungs of chimeric mice following 4-hour PMA+ionomycin stimulation (right). **e-g**, Data pooled from two independent experiments ( $n=6$  biologically independent mice) show mean  $\pm$  s.e.m. Statistical significance was calculated using a two-tailed Student's *t* test (A and C) or a two-tailed paired *t* test (**d-f**).

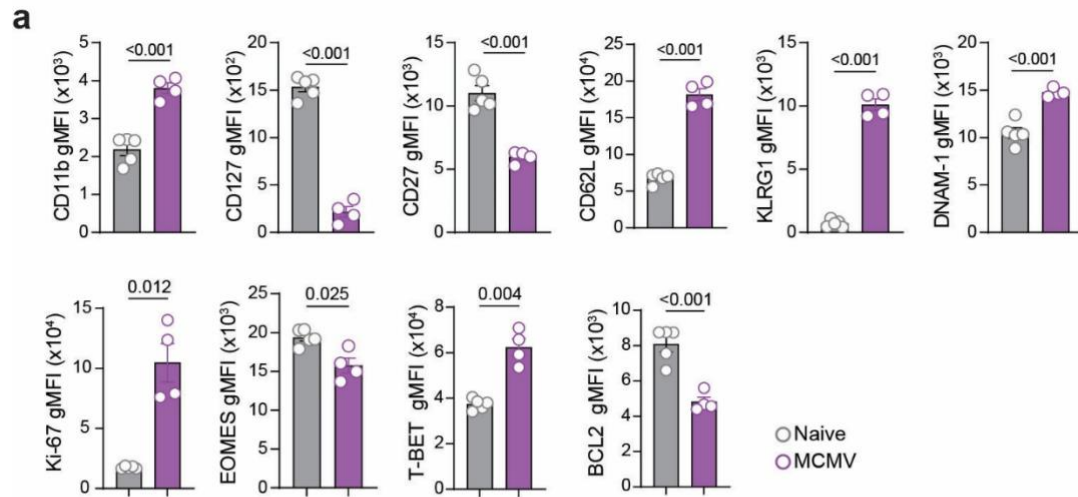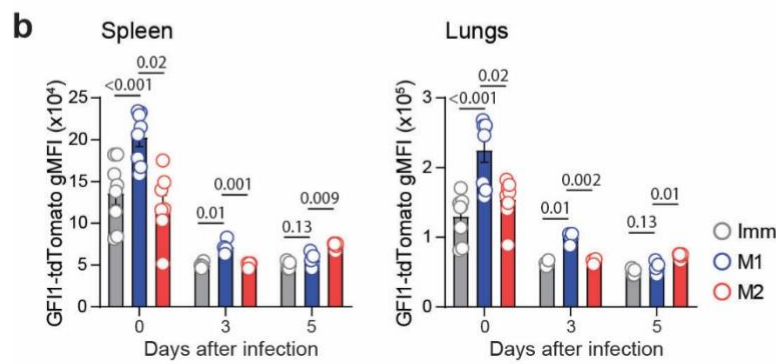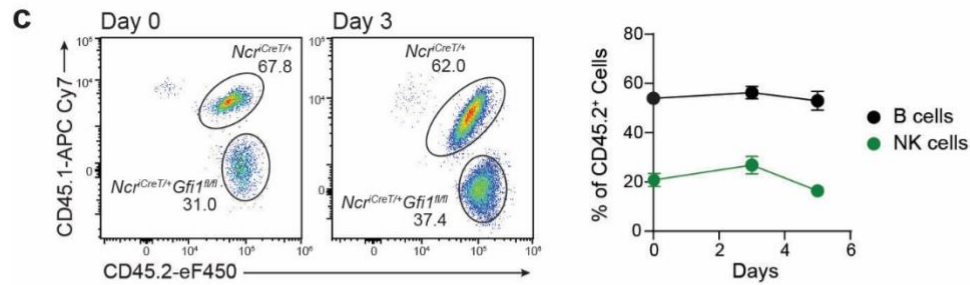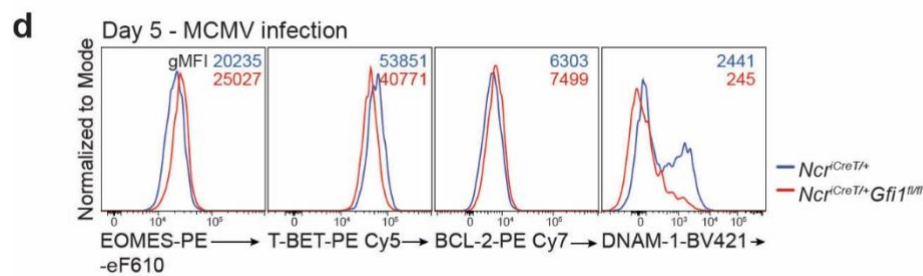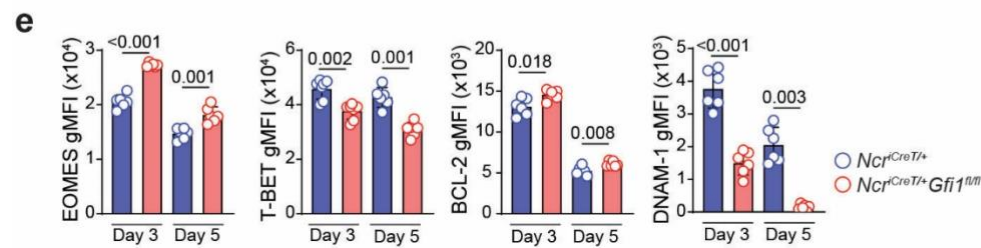

**Supplemental Figure 6. GFI1 expression is required for NK cell proliferation and activation following virus infection.** **a**, Expression of CD11b, CD127, CD27, CD62L, KLRG1, DNAM-1, Ki-67, EOMES, T-BET and BCL-2 in total NK cells isolated from the spleen of naïve and infected *Gfi1<sup>tdTomato/+</sup>* mice at 3 days after MCMV infection with  $2 \times 10^5$  PFU inoculated intraperitoneally. Data show one experiment as mean  $\pm$  s.e.m. ( $n=4$  or 5 biologically independent mice/treatment group). **b**, GFI1-tdTomato expression in NK cell subsets isolated from the spleen and lungs as in A. Data pooled from two independent experiments shown as mean  $\pm$  s.e.m. (day 0,  $n=8$  biologically independent mice), or a single experiment (day 3, 5,  $n=4$  or 5 biologically independent mice). **c**, Representative plots (left) and quantification (right) of *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cell frequency among total NK cells in peripheral blood at day 0 and 3 after MCMV infection of bone marrow chimeric mice reconstituted with *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* bone marrow 6 weeks prior to virus infection. Data pooled from two independent experiments ( $n=7$  biologically independent mice). **d**, EOMES, T-BET, BCL-2 and DNAM-1 expression in *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cells isolated from spleen of BM chimeric mice 5 days after infection as in **c**. Data is representative of two independent experiments ( $n=7$  biologically independent mice/ independent experiment). **e**, EOMES, T-BET, BCL-2 and DNAM-1 expression in *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cells isolated from lungs of chimeric mice as in **c**. Data show mean  $\pm$  s.e.m. pooled from two independent experiments ( $n=7$  biologically independent mice). Statistical significance was calculate using a two-tailed Student's *t* test (**a**), two-way ANOVA with Tukey's post-test (**b**) or a two-tailed paired *t* test (**c-e**).

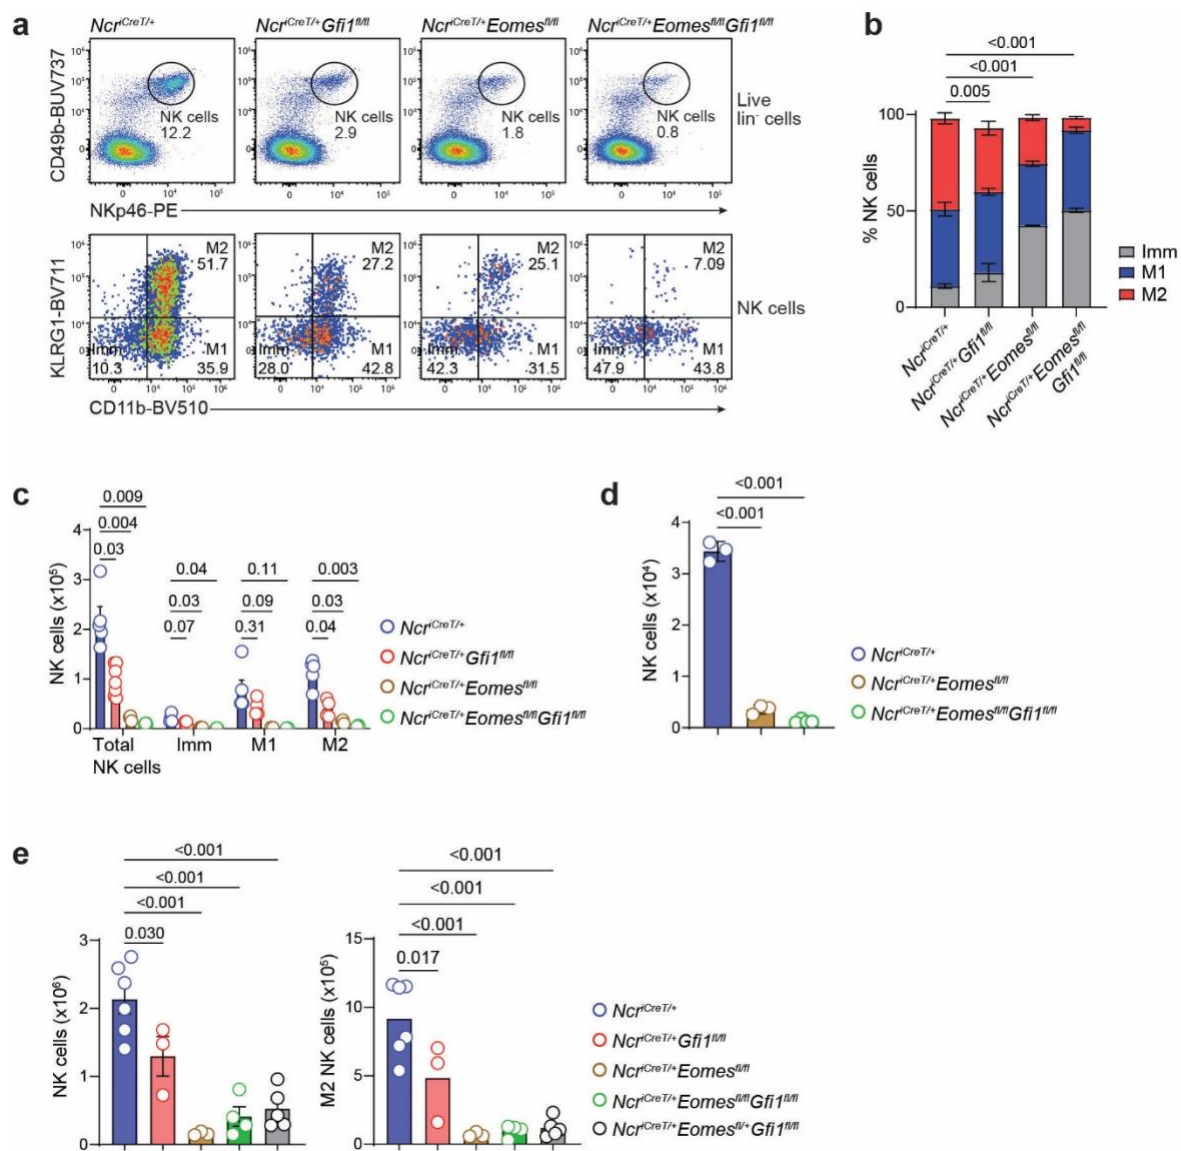

**Supplemental Figure 7. Impact of genetic ablation of EOMES on NK cells.** **a**, Flow cytometry plots showing frequency of NK cells among  $lin^-$  (live  $CD45^+CD3^-TCR\beta^-CD19^-$ ) cells isolated from spleen of  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfil^{fl/fl}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}$  and  $Ncr^{iCreT/+}Eomes^{fl/fl}Gfil^{fl/fl}$  mice (top). NK cell subset frequency is shown among total NK cells (live  $CD45^+CD3^-TCR\beta^-CD19^-NK1.1^+NKp46^+CD49b^+$ ) isolated from spleen (bottom). **b**, Frequency of NK cell subsets isolated from spleen. **c**, Total number of NK cell subsets isolated from spleen of  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfil^{fl/fl}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}$  and  $Ncr^{iCreT/+}Eomes^{fl/fl}Gfil^{fl/fl}$  mice. **d**, Total number of NK cells isolated from bone marrow of  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}$  and  $Ncr^{iCreT/+}Eomes^{fl/fl}Gfil^{fl/fl}$  mice. **b-d**, Data from one experiment shown as mean  $\pm$  s.e.m. ( $n=3$  or 4 biologically independent mice/genotype). **e**, Total number of NK cells isolated from spleen of  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfil^{fl/fl}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}Gfil^{fl/fl}$  and  $Ncr^{iCreT/+}Eomes^{fl/+}Gfil^{fl/fl}$  mice. Data pooled from two independent experiment shown as mean  $\pm$  s.e.m. ( $n=3, 4, 5$  or 6 biologically independent mice/ genotype). Statistical significance was calculated using a one-way ANOVA and Dunnet's post-test (**b, d**) or a two-way ANOVA with Dunnet's post-test (**c, e**).

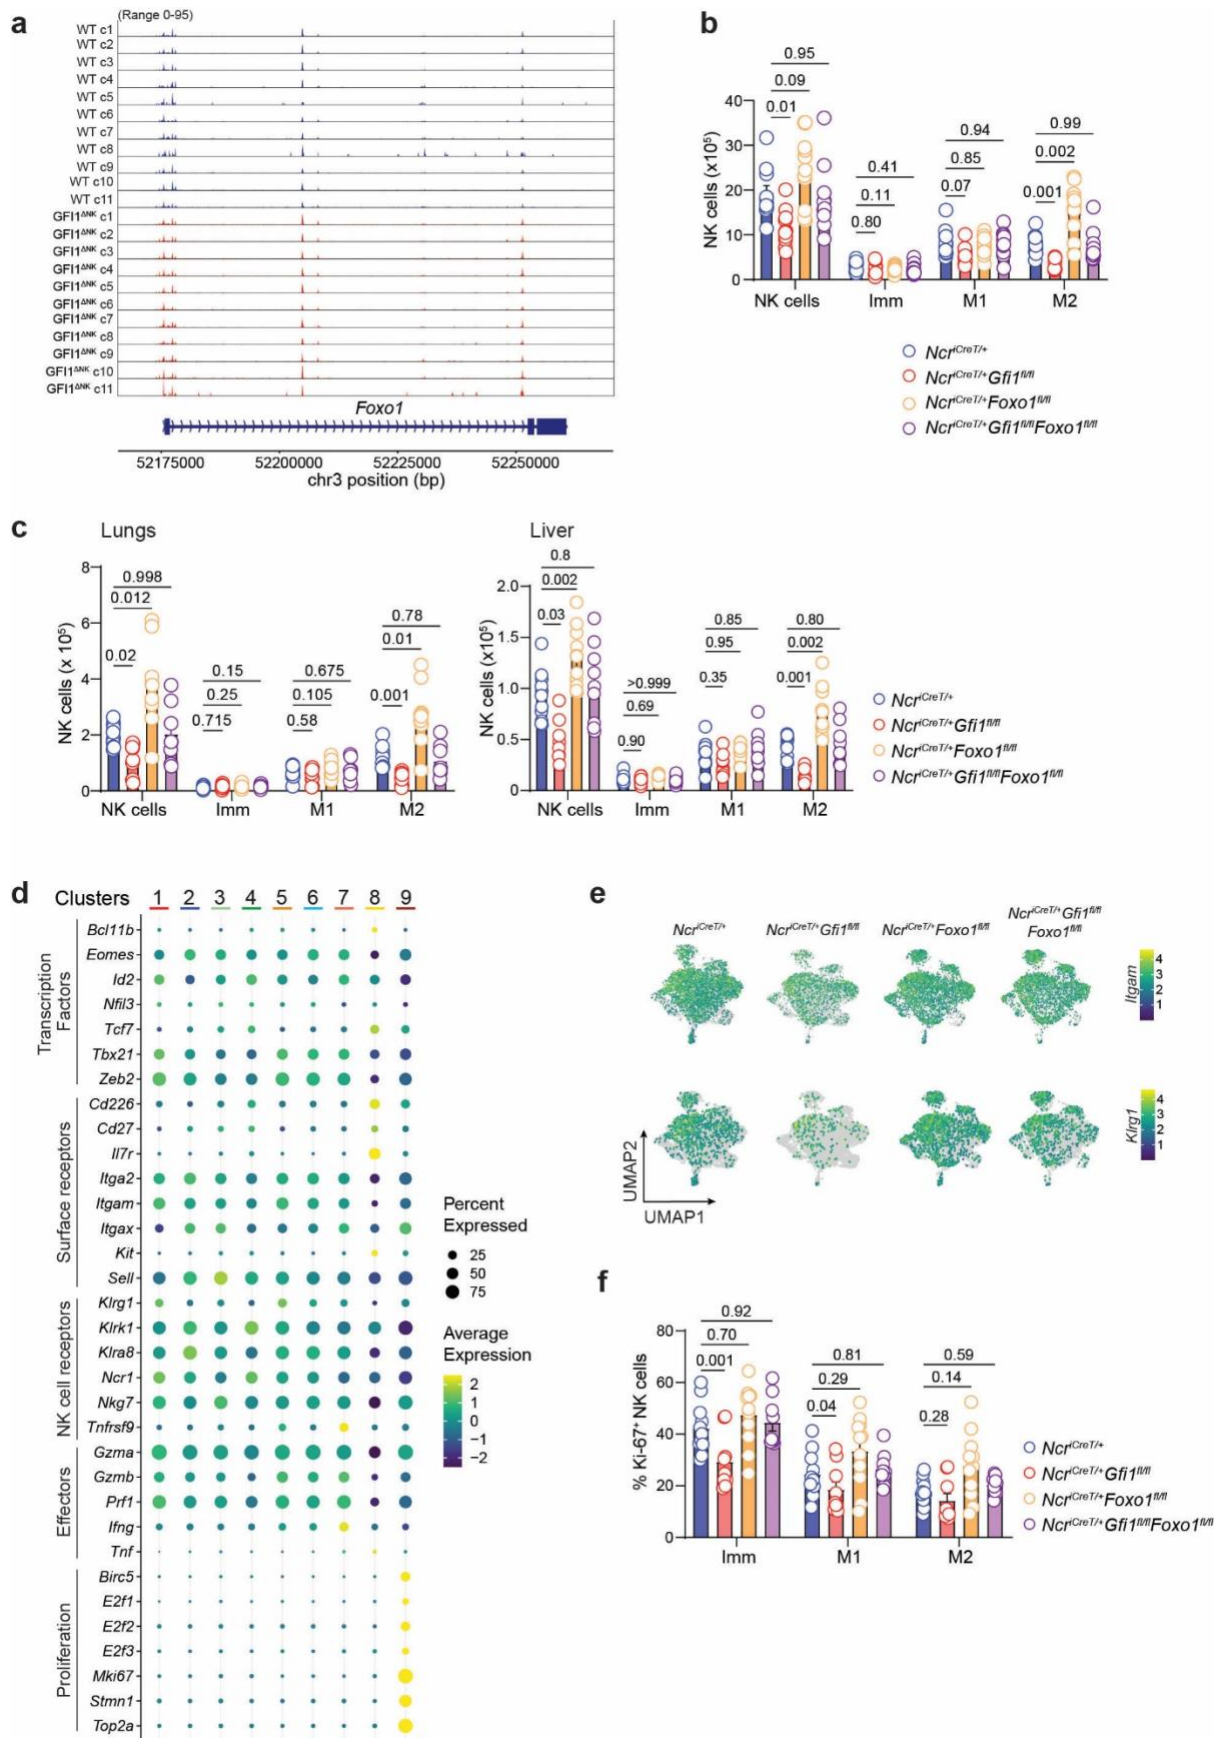

**Supplemental Figure 8. GFI1 epigenetically represses FOXO1 to regulate NK cell maturation.** **a**, Histograms showing normalised chromatin accessibility at *Foxo1* loci in WT ( $Ncr^{iCreT/+}$ ) and GFI1 $^{\Delta NK}$  ( $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ) NK cells isolated from the spleen for scMultiomic-seq and clustered using scRNA-seq data. **b-c**, Total number of NK cell and subsets isolated from the spleen (**b**), lungs and liver (**c**) of naïve  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ,  $Ncr^{iCreT/+}Foxo1^{fl/fl}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}$  mice. Data pooled from two independent experiments shown as mean  $\pm$  s.e.m. ( $n=10$  or 13 biologically independent mice/ genotype). **d**, Dot plots showing average expression of selected NK cell genes within different clusters calculated after RPCA integration of  $Ncr^{iCreT/+}$  ( $n=6225$  cells),  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  ( $n=5654$  cells),  $Ncr^{iCreT/+}Foxo1^{fl/fl}$  ( $n=4909$ ) and  $Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}$  ( $n=4839$ ) NK cells isolated from naïve mice, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **e**, UMAP showing normalised *Itgam* (top) and *Klrg1* (bottom) expression in NK cells as in **d**. **f**, Frequency of Ki-67 $^{+}$  NK cell subsets isolated from spleen of naïve  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ,  $Ncr^{iCreT/+}Foxo1^{fl/fl}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}$  mice. Data pooled from two independent experiments shown as mean  $\pm$  s.e.m. ( $n=10$  or 13 biologically independent mice/ genotype). Statistical significance was calculated using a two-way ANOVA with Dunnett's post-test (**b**, **c**, **f**).

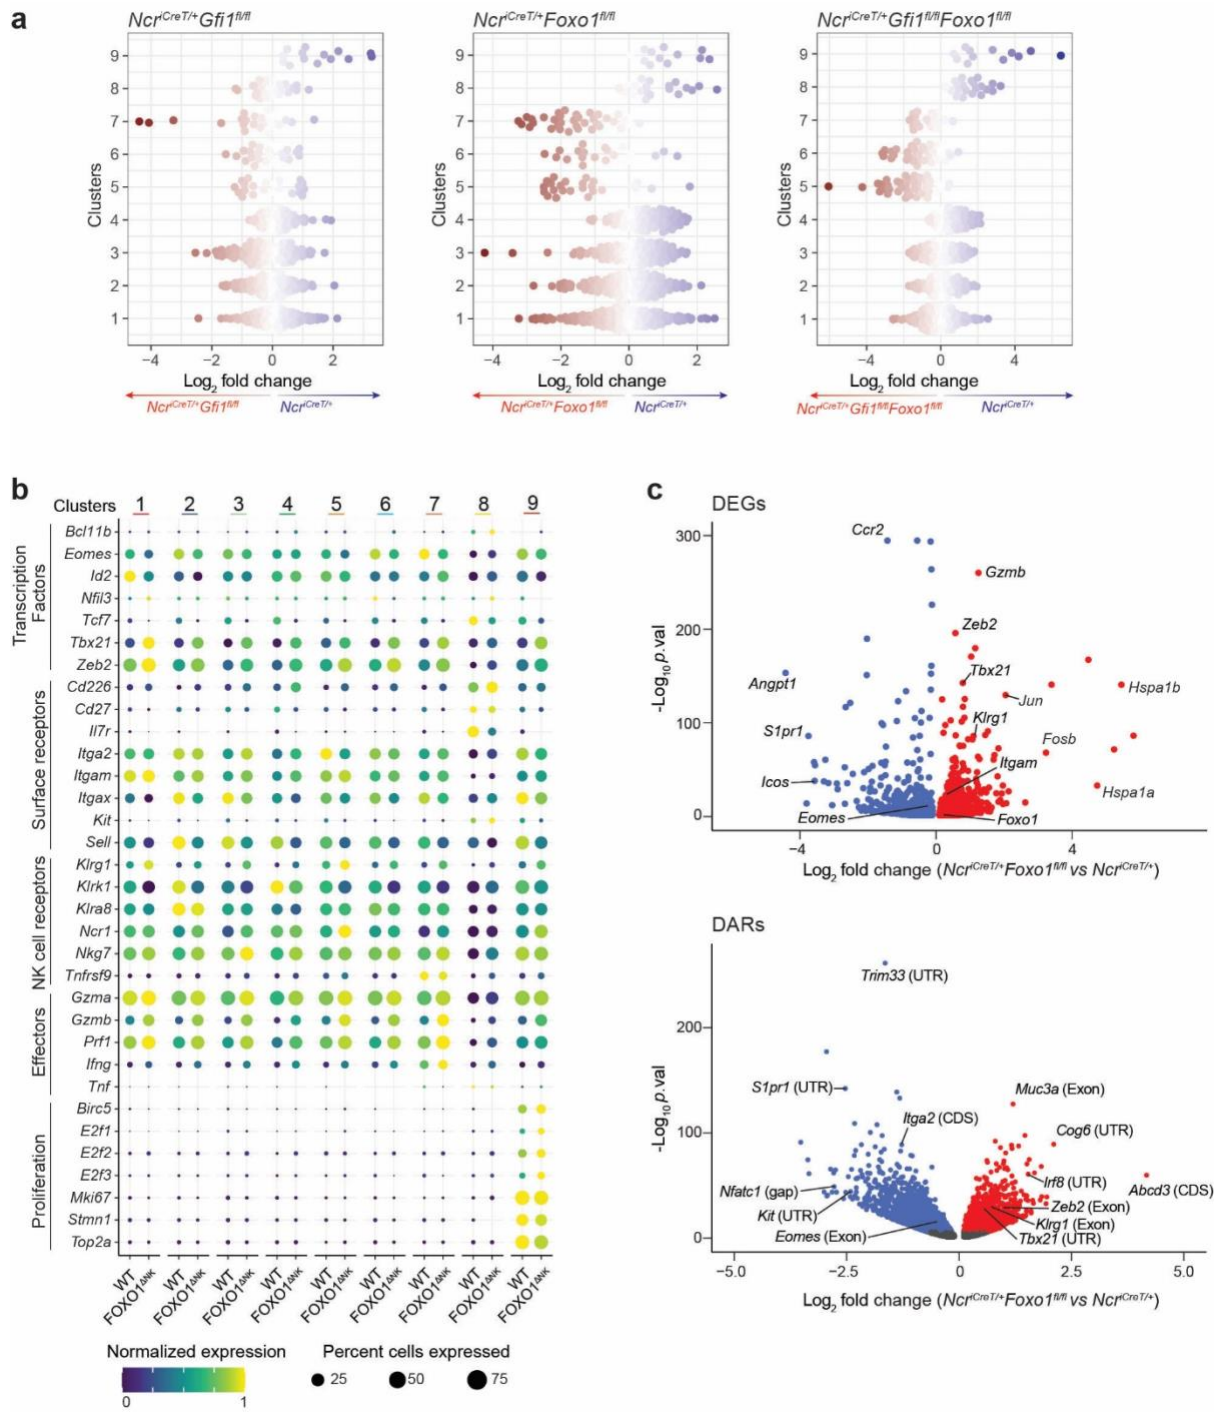

**Supplemental Figure 9. FOXO1-mediated transcriptional regulation of NK cells.** **a**, Differential neighbourhood abundance (Log<sub>2</sub>FC), calculated using scRNA-seq data, is shown on the beeswarm plots. Blue dots indicate neighbourhoods significant enriched ( $p < 0.05$ ) for *Ncr<sup>iCreT/+</sup>*, while red dots indicate neighbourhoods enriched for *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* (left), *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* (middle) or *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* (right) NK cells. Clusters were calculated after RPCA integration of NK cell scRNA-seq data. **b**, Dot plot showing expression of selected genes in WT (*Ncr<sup>iCreT/+</sup>*) and FOXO1<sup>ΔNK</sup> (*Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>*) NK cells within different clusters calculated after RPCA integration of scRNA-seq data, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **c**, Differentially expressed genes (top) and differentially accessible regions (bottom) in total NK cells detected using single-cell RNA-seq and single-cell ATAC-seq pseudobulk analysis, respectively. Blue dots indicate genes (DEGs) or regions (DARs) significantly upregulated in *Ncr<sup>iCreT/+</sup>* NK cells, while red dots indicate those significantly upregulated in *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* NK cells.

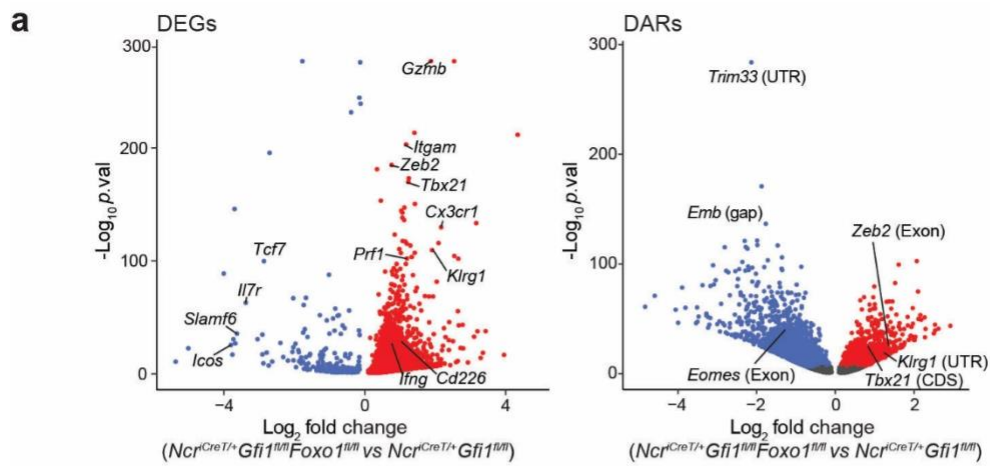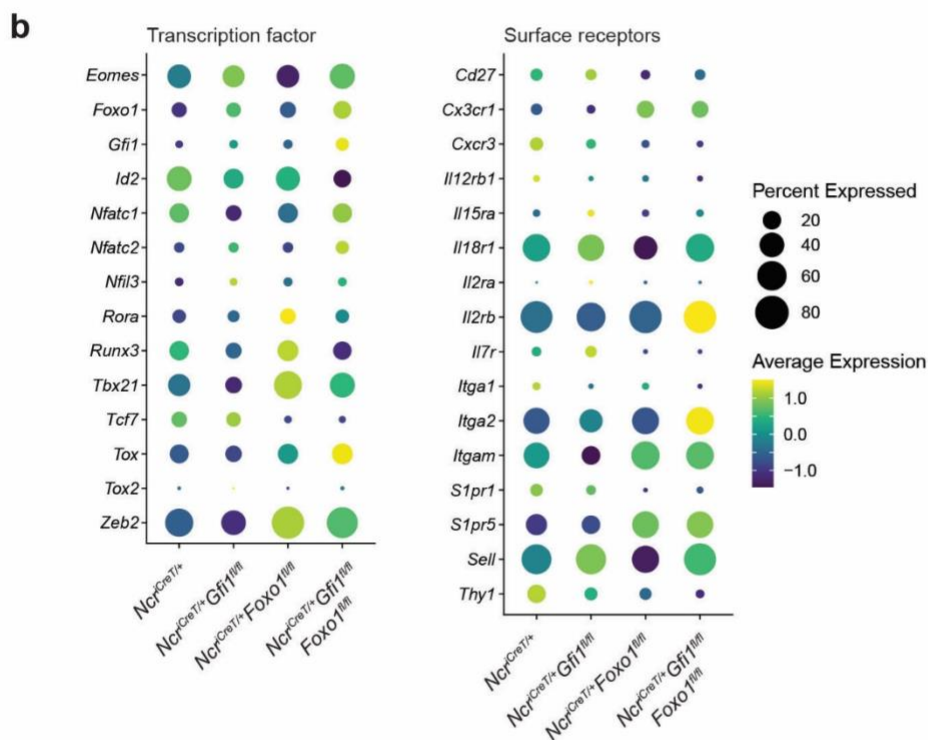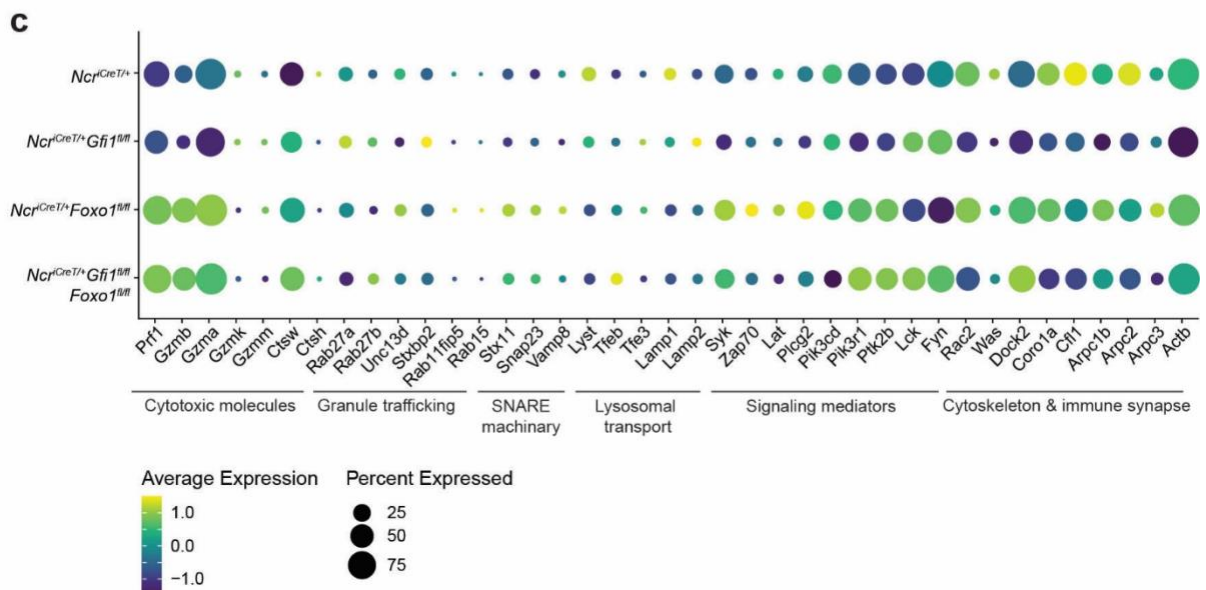

**Supplemental Figure 10. Genetic abrogation of FOXO1 partially restores NK cell differentiation.** **a**, Differentially expressed genes (right) and differentially accessible regions (left) in total NK cells detected using single-cell RNA-seq and single-cell ATAC-seq pseudobulk analysis, respectively. Blue dots indicate genes (DEGs) or regions (DARs) significantly upregulated in *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* NK cells, while red dots indicate those significantly upregulated in *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cells. **b**, Dot plot showing expression of selected transcription factor (left) and surface receptor (right) genes in total splenic NK cells, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **c**, Dot plot showing expression of selected genes involved in degranulation in total splenic NK cells, with dot size indicating fraction of cells expressing gene and colour representing mean expression.

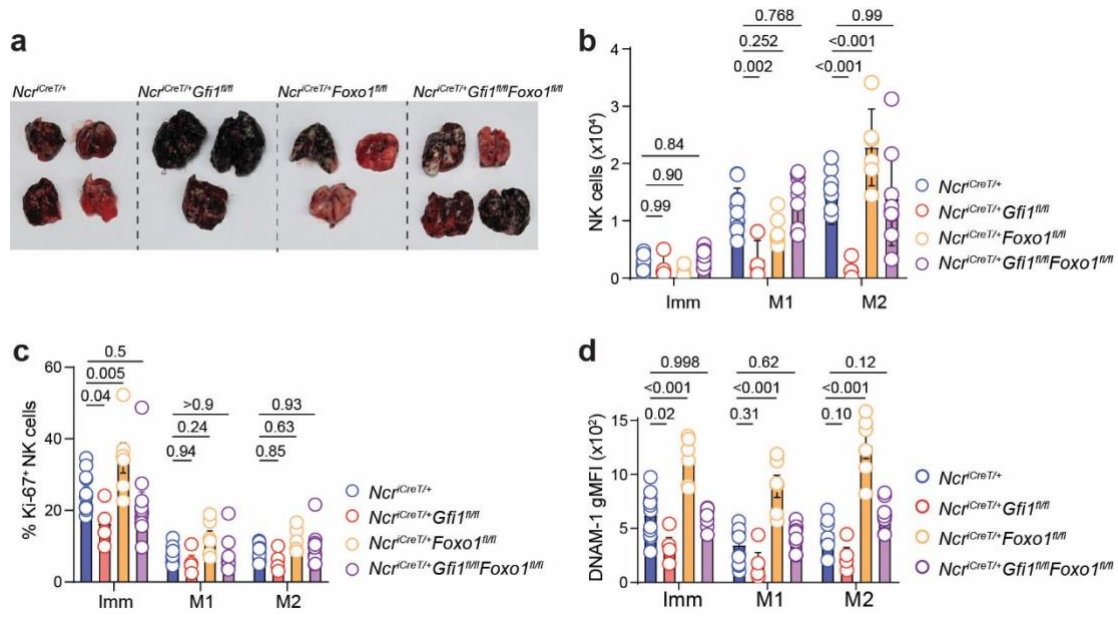

**Supplemental Figure 11. Combined loss of GF11 and FOXO-1 restores NK cell tumour control.** **a**, Infiltration of B16-F10 tumour cells in the lungs of *Ncr<sup>iCreT/+</sup>*, *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>*, *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* mice at 14 days after tumour inoculation. Representative images show tumour metastases. Data representative of two independent experiments ( $n=6, 9$  or  $11$  biologically independent mice/ genotype)/ independent experiment. **b**, Total number of NK cell subsets isolated from lungs 14 days after B16-F10 tumour cell inoculation intravenously as in **a**. **c**, Frequency of Ki-67<sup>+</sup> NK cells in lungs as in **a**. **d**, DNAM-1 expression quantification in NK cell subsets in lungs as in **a**. **b-c**, Data pooled from two independent experiments shown as mean  $\pm$  s.e.m. ( $n=4, 6, 9$  or  $11$  biologically independent mice/ genotype/ independent experiment). Statistical significance was calculated using a two-way ANOVA test with Dunnet's post-test (**b-d**).

## References

1. Narni-Mancinelli, E. *et al.* Fate mapping analysis of lymphoid cells expressing the NKp46 cell surface receptor. *PNAS* **108**, 18324-18329 (2011).
2. Thambyrajah, R. *et al.* GFI1 proteins orchestrate the emergence of haematopoietic stem cells through recruitment of LSD1. *Nat Cell Biol* **18**, 21-32 (2016).
3. Zhu, J., Jankovic, D., Grinberg, A., Guo, L. & Paul, W.E. Gfi-1 plays an important role in IL-2-mediated Th2 cell expansion. *Proceedings of the National Academy of Sciences of the United States of America* **103**, 18214-18219 (2006).
4. Kara, E.E. *et al.* CCR2 defines in vivo development and homing of IL-23-driven GM-CSF-producing Th17 cells. *Nat Commun* **6**, 8644 (2015).

# Supplementary material for: The GFI1–FOXO1 axis regulates NK cell maturation and function
**Source:** Nat Commun. 2026 Apr 22;17:5593. doi: 10.1038/s41467-026-72022-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplemental Data 1. Pseudobulk RNA-seq analysis of total, cluster 1 (differentiated) and cluster 6 (immature) *Ncr^{iCreT/+}* and *Ncr^{iCreT/+}Gfi1^{fl/fl}* NK cells isolated from naïve mice. DEGs ($p<0.05$) for *Ncr^{iCreT/+}Gfi1^{fl/fl}* vs *Ncr^{iCreT/+}* NK cells. Significance was determined by Wilcoxon Rank Sum test followed by Benjamini-Hochberg FDR testing.

Supplemental Data 2. Bulk RNA-seq of NK cells isolated from spleen of *Ncr^{iCreT/+}* and *Ncr^{iCreT/+}Gfi1^{fl/fl}* naïve mice. DEGs ($p<0.05$) for *Ncr^{iCreT/+}Gfi1^{fl/fl}* vs *Ncr^{iCreT/+}* NK cells. Significance was determined by Wald's test followed by Benjamini-Hochberg FDR testing.

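Supplementary Data 2 lists genes of GFI1-deficient against *Ncr* iCreT/+ NK cells with the authors' log2 fold changes and false discovery rates. The copy read here holds 1997 of its genes, of which 1919 were matched by symbol to the genes tested. When the genotypes were compared with equal weight on the 3 subsets, all 1919 had the sign that the table gives, with Pearson's r = 0.9975 across genes, which are not independent replicates, and a median absolute difference of 0.00452 on the log2 scale. The authors' values come from the same libraries and were selected in them, so such closeness was built in and tests nothing about the biology. With equal weight on the subsets 1642 genes were called by edgeR, 840 higher and 802 lower in *Ncr* iCreT/+*Gfi1* fl/fl cells. Among the genes with the largest rises were *Nt5e*, which encodes the ectoenzyme CD73, from 16.0 ± 1.88 CPM (SD, n = 3) to 118 ± 18.1 CPM (n = 3) in Imm and from 12.6 ± 0.635 to 213 ± 24.4 CPM in M2 cells, and *Gpr15*, a homing receptor, from 5.42 ± 2.56 to 63.4 ± 6.83 CPM in Imm cells. *Itgax*, which encodes CD11c, fell from 965 ± 40.6 to 619 ± 77.01 CPM in Imm and from 786 ± 63.8 to 240 ± 13.9 CPM in M2 cells. *Dusp6*, a phosphatase of ERK, fell by 1.68 in Imm and by 1.80 in M2 cells, and *Il21r*, the interleukin-21 receptor, by 1.79 and 2.91 on the log2 scale (adjusted p = 5.27e-08 in M2 cells from edgeR). In the authors' table 224 of the genes have a false discovery rate of 0.05 or more (the paper's values, up to 0.077104), and none has an unadjusted p of 0.05 or more.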

Supplemental Data 3. Pseudobulk ATAC-seq analysis of total, cluster 1 (differentiated) and cluster 6 (immature) *Ncr^{iCreT/+}* and *Ncr^{iCreT/+}Gfi1^{fl/fl}* NK cells isolated from naïve mice. DARs ($p<0.05$) for *Ncr^{iCreT/+}Gfi1^{fl/fl}* vs *Ncr^{iCreT/+}* NK cells. Significance was determined by Wilcoxon Rank Sum test followed by Benjamini-Hochberg FDR testing.

Supplemental Data 4. Cluster-wise NK cell frequencies per genotype within each cluster across integrated dataset for *Ncr^{iCreT/+}*, *Ncr^{iCreT/+}Gfi1^{fl/fl}*, *Ncr^{iCreT/+}Foxo1^{fl/fl}* and *Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}* NK cells.

Supplemental Data 5. Cluster-specific marker genes identified by FindAllMarkers analysis for *Ncr^{iCreT/+}*, *Ncr^{iCreT/+}Gfi1^{fl/fl}*, *Ncr^{iCreT/+}Foxo1^{fl/fl}* and *Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}* NK cells after integration of four datasets. Significance was determined by Wilcoxon Rank Sum test followed by Benjamini-Hochberg FDR testing.

Supplemental Data 6. Pseudobulk RNA-seq analysis of *Ncr^{iCreT/+}*, *Ncr^{iCreT/+}Gfi1^{fl/fl}*, *Ncr^{iCreT/+}Foxo1^{fl/fl}* and *Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}* NK cells isolated from naïve mice. DEGs ($p<0.05$) for *Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}* vs *Ncr^{iCreT/+}Gfi1^{fl/fl}*, *Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}* vs *Ncr^{iCreT/+}* and *Ncr^{iCreT/+}Foxo1^{fl/fl}* vs *Ncr^{iCreT/+}* NK cells is shown. Significance was determined by Wilcoxon Rank Sum test followed by Benjamini-Hochberg FDR testing.

Supplemental Data 7. List of mouse strains and genotyping.

Supplemental Data 8. List of anti-mouse antibodies.

Supplemental Data 9. Reagent list.

# Supplementary material for: The GFI1–FOXO1 axis regulates NK cell maturation and function
**Source:** Nat Commun. 2026 Apr 22;17:5593. doi: 10.1038/s41467-026-72022-6
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Flow cytometry analysis was performed on a Cytex Aurora (Cytex Biosciences) or LSRFortessa X-20 (BD Biosciences). Bulk RNA-seq and 10X single-cell multiome-seq libraries were sequenced using NovaSeq S1 PE100 flow cell (Illumina) or NovaSeq SP 100 flow cell (Illumina).
Data analysis	All flow cytometry data were analysed using FlowJo analysis software v.10.10 (BD Biosciences). Statistical analysis was performed using Prism v10.0 software (GraphPad Software). For bulk RNA-seq, RNA-seq read quality was assessed and low quality reads trimmed with fastp v0.22.0. Reads were mapped to the mouse genome (mm10) using STAR v2.7.10 and quantified with featureCounts v2.0.1. Read counts were normalized and differential gene expression quantified with DESeq2 v1.4.0. A log-fold change larger than one and a false discovery rate cut-off of 5% was used to select significantly over- and under-represented genes. Geneset enrichment analysis was performed using clusterProfiler v4.8.3. Volcano plots and heatmaps were plotted using EnhancedVolcano v1.18.0 and pheatmap v1.0.12 packages, respectively. Single-cell multiome sequencing data was analysed using CellRanger-arc, Seurat v5.0.3 and Signac v1.12.0. SCENIC+ v1.0a1 was used to identify gene regulatory networks. Topic modelling, dimensionality reduction, dropout imputation and differential accessibility region inference were performed using pycisTopic v2.0 with default parameters. Serial latent dirichlet allocation model with collapsed Gibbs sampler (500 iterations) was used for topic modelling. Topics ranged from 2 to 500, with the final model comprising 200 topics. PycisTarget v1.0 was used with default settings to incorporate cisTarget and differential enrichment of motifs using bulk consensus peaks motif database. The SCENIC+ was run with default parameters and http://ensembl.org/biomart/ was used as the biomaRt host. eRegulon results were filtered based on both the correlation between gene-based regulon area under the curve (AUC) and region-based regulon AUC with the cut off AUC > 0.7. Gene regulatory networks identified by SCENIC+ analysis were plotted using Cytoscape v3.10.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data files for the bulk RNA sequencing have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE278867. Single-cell multiomic-seq data can be assessed from NCBI GEO accession number GSE313719.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Animal models used in this study are well established and based on prior research conducted in our laboratories to use sufficient numbers of mice or cells in each group. For each experiment 3-5 animals were used and experiments were repeated
Data exclusions	No data points were excluded.
Replication	All experiments were performed at least twice. The presented data were successfully replicated.
Randomization	Age- and sex-matched mice were allocated to groups based on the experimental treatment (no randomisation).
Blinding	Blinding was not performed in this study as data analysis is strictly quantitative (and not subjective) and data acquisition occurred based on fixed protocols. Thus, introduction of investigator bias is unlikely.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

a4b7, clone DATK32, APC Thermo Fisher Scientific Cat# 17-5887-80 1/200
 BCL2, clone 10C4, PE/Cy7 Thermo Fisher Scientific Cat# 25-6992-42 1/100
 CD11b, clone M1/70, FITC BD Biosciences Cat# 553310 1/400
 CD11b, clone M1/70, BV510 BD Biosciences Cat# 562950 1/200
 CD11b, clone M1/70, eFluoro450 BD Biosciences Cat# 560455 1/200
 CD11b, clone M1/70, BUV737 BD Biosciences Cat# 612801 1/200
 CD122, clone TM-b1, PerCP-eFluor 710 Thermo Fisher Scientific Cat# 46-1222-82 1/100
 CD122, clone TM-b1, BV650 BD Biosciences Cat# 740475 1/100
 CD117 (c-Kit) clone 2B8, PerCP-eFluor 710, Thermo Fisher Scientific Cat# 46-1171-80 1/100
 CD16/32, clone 2.4G2 BD Biosciences Cat# 553142 1/200
 CD19, clone 1D3, BUV395 BD Biosciences Cat# 563557 1/200
 CD19, clone 1D3, BV605 BD Biosciences Cat# 563148 1/200
 CD127 (IL-7R α), clone A7R34, BV421 BioLegend Cat# 135024 1/200
 CD127 (IL-7R α), clone SB/199, PE/Cy7 BD Biosciences Cat# 560733 1/200
 CD226 (DNAM1), clone TX42.1, BV421 BioLegend Cat# 133615 1/100
 CD253 (TRAIL), clone N2B2, PE Thermo Fisher Scientific Cat# 12-5951-82 1/100
 CD27, clone LG.3A10, BV510 BioLegend Cat# 124229 1/100
 CD3e, clone 145-2C11, BUV395 BD Biosciences Cat# 563565 1/200
 CD3e, clone 145-2C11, BUV615 Thermo Fisher Scientific Cat# 366-0031-82 1/200
 CD335 (NKp46) clone 29A1.4, PE, Thermo Fisher Scientific Cat# 12-3351-82 1/200
 CD335 (NKp46) clone 29A1.4, PE/Cy7 Thermo Fisher Scientific Cat# 25-3351-82 1/200
 CD335 (NKp46) clone 29A1.4, APC Thermo Fisher Scientific Cat# 17-3351-82 1/200
 CD4, clone GK1.5, BUV496 BD Biosciences Cat# 564667 1/200
 CD4, clone RM4-5, AF700 Thermo Fisher Scientific Cat# 11-0041-85 1/200
 CD44, clone IM7, BUV496 BD Biosciences Cat# 741057 1/500
 CD45, clone 30-F11, BV786 BD Biosciences Cat# 748370 1/1000
 CD45.1, clone A20, FITC BD Biosciences Cat# 553775 1/200
 CD45.1, clone A20, APC/eFluor 780 Thermo Fisher Scientific Cat# 47-0453-82 1/200
 CD45.2, clone 104, eFluor 450 Thermo Fisher Scientific Cat# 48-0454-82 1/200
 CD45.2, clone 104, Pacific Blue BioLegend Cat# 109832 1/200
 CD49a, clone Ha31/8, BUV496 BD Biosciences Cat# 741111 1/200
 CD49a, clone Ha31/8, AF647 BD Biosciences Cat# 562113 1/200
 CD49b, clone HMA2, BUV661 BD Biosciences Cat# 741523 1/200
 CD49b, clone DX5, BV421 BD Biosciences Cat# 563063 1/200
 CD49b, clone DX5, PE/eFluor 610 Thermo Fisher Scientific Cat# 61-5971-82 1/200
 CD62L, clone MEL-14, Pacific Blue Thermo Fisher Scientific Cat# PA5-60507 1/1000
 CD62L, clone MEL-14, BV786 BD Biosciences Cat# 564109 1/1000
 CD8a, clone 53-6.7, PerCP/Cy5.5 BD Biosciences Cat# 551162 1/100
 CD8a, clone 53-6.7, BUV737 BD Biosciences Cat# 564297 1/200
 CX3CR1, clone SA011F11, BV605 BioLegend Cat# 149027 1/500
 CXCR3, clone CXCR3-173, BUV737 BD Biosciences Cat# 741895 1/200
 EOMES, clone Dan11mag, PE/Cy5 BD Biosciences Cat# 15-4875-82 1/100
 EOMES, clone Dan11mag, PE-eFluor 610 BD Biosciences Cat# 61-4875-82 1/100
 FOXO1, clone C29H4, PE Cell Signaling Technology Cat# 14262 1/100
 Granzyme B, clone NGZB, PE/Cy7 Thermo Fisher Scientific Cat# 25-8898-82 1/100
 IFNg, clone XMGI.2, PE BioLegend Cat# 505808 1/100
 Ki-67, clone SolA15, AF488 Thermo Fisher Scientific Cat# 53-5698-82 1/200
 Ki-67, clone B56, BUV395 BD Biosciences Cat# 564071 1/100
 KLRG1, clone 2F1, BV711 BD Biosciences Cat# 564014 1/200
 KLRG1, clone 2F1, PE/Cy7 Thermo Fisher Scientific Cat# 25-5893-82 1/500
 NK1.1, clone PK136, BV650 BD Biosciences Cat# 564143 1/500
 NK1.1, clone PK136, APC Thermo Fisher Scientific Cat# 17-5941-82 1/500

Perforin, clone eBioOMAK-D, APC Thermo Fisher Scientific Cat# 17-9392-80 1/100
 PD1, clone J43, PE/CF594 BD Biosciences Cat# 562523 1/100
 RORgt, clone Q31-378, BV421 BD Biosciences Cat# 562894 1/300
 Sca-1, clone D7, V500 BD Biosciences Cat# 561228 1/500
 Sca-1, clone D7 SB645 Thermo Fisher Scientific Cat# 64-5981-82 1/100
 T-BET, clone eBio4B10, PE/Cy5 Thermo Fisher Scientific Cat# 15-5825-82 1/100
 T-BET, clone eBio4B10, PE/Cy7 Thermo Fisher Scientific Cat# 25-5825-82 1/100
 TCF1, clone S33-966, AF488 BD Biosciences Cat# 567018 1/100
 TCF1, clone S33-966, PE BD Biosciences Cat# 564217 1/200
 TCR β clone H57-597, APC-eFluor 780 Thermo Fisher Scientific Cat# 47-5961-82 1/200
 TCR β clone H57-597, PE/Cy7 BioLegend Cat# 109222 1/500
 TNF, clone MP6-XT22, BV421 BD Biosciences Cat# 563387 1/100
 TNF, clone MP6-XT22, APC Thermo Fisher Scientific Cat# 17-7321-82 1/100
 TIM3, clone 5D12, PE BD Biosciences Cat# 566346 1/200
 TOX, clone TRRX10, eFluor 660 Thermo Fisher Scientific Cat# 50-6502-82 1/100

Validation

All antibodies were titrated and validated using appropriate controls.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

B16-F10 (CRL-6475) and M2-10B4 (CRL-1972) were originally obtained from ATCC.

Authentication

Not authenticated

Mycoplasma contamination

None detected.

Commonly misidentified lines
(See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

C57BL/6 (CD45.1+ or CD45.2+), Gfi1-tdTomato, Gfi1fl/fl, Foxo1tm1Rdp, Eomestm1Gtbz (Eomesfl/fl) and NcriCre were used. Both, male and female mice were used at 6-16 weeks old age. All mice were bred and maintained under specific pathogen-free conditions at the animal facility of The University of Queensland. Mice were housed under a 12-hours light/12-hours dark cycle at 22°C $\pm$ 2°C and 55% $\pm$ 15% humidity.

Wild animals

No wild animals were used in this project.

Reporting on sex

Both, male and female mice were used.

Field-collected samples

None

Ethics oversight

The University of Queensland ethics committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Single cell suspensions were generated by forcing tissues through 70µm cell strainers, and red blood cells (RBC) were removed using hypotonic lysis using ACK buffer. Cell suspensions were blocked with PBS containing 5µg/ml anti-CD16/CD32 and stained (30 min on ice) with fluorophore-conjugated antibodies or reagents in FACS buffer. For intracellular staining, surface-labelled cells were fixed using eBioscience Foxp3/Transcription Factor Staining Buffer (Thermo Fisher) then stained for intracellular cytokines or transcription factors. Live cells were identified by exclusion staining with a fixable viability dye (BD Biosciences or BioLegend) or 7-AAD (BD Biosciences).

Instrument

Flow cytometry analysis was performed on a Cytex Aurora (Cytex Biosciences) or LSRFortessa X-20 (BD Biosciences). Cell Sorting was performed using BD FACS aria II (BD Biosciences).

Software

All flow cytometry data were analysed using FlowJo analysis software v.10.10 (BD Biosciences). Statistical analysis was performed using Prism v10.0 software (GraphPad Software).

Cell population abundance

Cell populations analysed ranged from 50-1000000 cells/mouse.

Gating strategy

1. FSC-A/SSC-A were used to select lymphocyte populations.
2. FSC-A/FSC-H were used to select singlets.
3. FSC-A/viability were used to identify live cells.
4. TCRb/CD19 were used to gate CD19-TCRb- cells.
5. NK1.1/Nkp46 were used to gate NKp46+ cells.
6. CD49a/CD49b were used to gate NK cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

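NK cells of the Imm, M1 and M2 subsets, sorted from mouse spleen, were measured by bulk RNA-seq. A first table holds 18 libraries of *Ncr* iCreT/+ (wild-type) and GFI1-deficient mice, 3 per subset and genotype. A second table holds 56 libraries of 4 genotypes in 2 experiments, with 31 and 25 libraries, and adds FOXO1-deficient mice and mice deficient in both factors (doubly deficient). Conditions and replicate numbers were taken from the sample labels. According to the authors, the counts were made by trimming reads with fastp 0.22.0, mapping them to mm10 with STAR 2.7.10 and counting per gene with featureCounts 2.0.1, and both deposited tables hold whole counts that were not normalised.

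The total count per library was 20.92 to 59.34 megacounts (median 48.25) in the first table, and 31.57 to 64.51 (median 52.62) and 63.06 to 104.93 (median 81.38) in the experiments of the second. The 2 tables use different gene annotations. An identifier was matched to the GRCm38 annotation at hand for 55141 of 55487 genes of the first and 52081 of 55414 genes of the second table, and 52390 identifiers are in both. Each table was therefore tested on its own. No pair of replicates was a copy of the other: the lowest ratio of their difference to sampling noise was 10.8.

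Analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9 for figures. Genes with enough counts by filterByExpr were kept (18146 and 23055), libraries were scaled by TMM, and groups were compared by quasi-likelihood F-tests of edgeR (glmQLFit with robust estimation). In the second table the experiment was a term of the model. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p below 0.05. All libraries of a table share 1 fit, so groups of 2 or 3 libraries borrow the spread from the others. A comparison of genotypes across subsets gives each subset equal weight.

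Lists of genes were written by hand before the data were examined, as were the comparisons, the alternatives and the tests, with some exceptions. These were the 2 tests of *Foxo1* counts left in doubly deficient cells and the counts of heat map genes. The comparisons written in advance also did not include wild-type M1 against Imm, wild-type M2 against M1, and doubly against FOXO1-deficient cells. Nor did they include the difference between M2 and Imm cells in the second table. Each list was tested with camera on voom values at an inter-gene correlation of 0.01 and with an estimated correlation. A signature of maturation took the 100 genes of lowest adjusted p in each direction between wild-type M2 and Imm cells of one table and was tested in the other. Named genes are every gene the paper's text names for the comparison, the 8 genes with the largest change per direction among called genes of average log2 CPM of at least 4 whose groups do not overlap, and at most 4 called members per list. The log2 fold changes of Supplementary Data 2 had been seen when this rule was written. The paper names some of the listed genes from the first table, so the lists are not shown to be independent of those libraries. The genes of the 2 heat maps were read from the supplementary figures by eye after the values had been seen.

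Alternatives were DESeq2, median-of-ratios size factors in edgeR, no filter on low counts, a further threshold of 1 on the absolute log2 fold change, each library left out in turn, the replicate number as a block, the compared groups alone, each experiment of the second table alone, and all experiments in 1 fit. For lists they were an estimated correlation and the fry test, and for the signature 50 or 200 genes. Labels were also regrouped, in every possible way for 3 libraries against 3 and in 100 or 40 drawn ways elsewhere. Genotype labels were moved within each subset, which takes libraries of different subsets as independent.

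The tests were run on simulated data with 200 changed genes. For the comparison within Imm cells, edgeR recovered 32.84% of genes changed 1.5-fold, 65.67% of those changed 2-fold and 74.24% of those changed 4-fold, with 7 false calls. For the first table averaged over subsets it recovered 67.16%, 83.58% and 95.45%, and for the difference between M2 and Imm cells 1.493%, 46.27% and 80.3%. Camera found the 1 list that was raised and called 0 of 20 lists that were not. Genes were simulated independently of each other, so this does not test camera where genes are correlated.

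The single-cell and chromatin data of the study were not part of these tables and were not analysed. Deletion of floxed exons was not examined, since counts are given per gene.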

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

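The 2 tests of the *Foxo1* counts left in doubly deficient cells were chosen after that result was seen. The difference between M2 and Imm cells in the second table was not among the comparisons written in advance. The other tests were chosen before.

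GFI1-deficient and wild-type cells of the first table differed in 1642 genes averaged over subsets. Regrouping the libraries argues against chance if the subsets are independent, since 1 of 100 splits, the real one, called as many (highest other 379). The splits moved labels within each subset, and the labels do not state whether subsets share mice. Each of the 18 libraries correlated best with one of its own replicate number, so the subsets may not be independent. The share of genes called within 10 Mb of *Gfi1* was 1.67 times that on other chromosomes (32 of 213 against 1528 of 16977), so variants linked to the floxed allele may account for part of the calls near it, while most calls lie elsewhere. For RNA from other splenic cells, every marker median lay within the bound of 1 set in advance. The spread (median absolute deviation), which that rule did not name, was weighed as well. The bound was met by more than the spread for myeloid (0.0626, spread 0.119) and erythroid cells (−0.0752, spread 0.297). It was not for B (−0.686, size 0.686, spread 0.594) and T cells (−0.398, spread 0.787). Of the T cell markers 4 of 11 were called lower, and of the B cell markers 1 of 12 was called higher and none lower. Such RNA therefore stays open for part of the calls, although the paper gates NK cells as negative for CD19 and TCRβ, as do linked variants near *Gfi1*, and an effect of GFI1 loss on the NK cells themselves stays open for all of them. Within Imm, M1 and M2 cells the real splits called 917, 466 and 593 genes and the highest others 1, 0 and 0 in edgeR, and for wild-type M2 against Imm cells 3713 and 1, but 10 splits are too few for a share under 0.05.

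FOXO1-deficient cells, on which the paper's text reports no bulk values, differed from wild-type cells in 3635 genes (1784 higher, 1851 lower). If the subsets are independent, regrouping argues against chance (1 of 40 splits, highest other 500). G2/M genes rose on average (39 of 54, none fell), though in M2 cells edgeR called 0 of 54, with 0 at an unadjusted p below 0.05 and 0 by DESeq2; early maturation genes fell (15 of 20, 1 rose) and late ones rose (11 of 19, none fell), while *Angpt1* fell by 5.31 and *Tcf7* by 2.22 on the log2 scale. Markers of other cells lay lower too, with medians of −0.596 for B (2 of 12 fell, none rose, camera adjusted p = 0.0419, adjusted p = 0.61 with an estimated correlation in limma), −0.363 for T, −0.383 for myeloid and −0.556 for erythroid cells. Calls within 10 Mb of *Foxo1* were 1.37 times as frequent as on other chromosomes (21.9% against 16% of genes tested, Fisher's exact p = 0.109), which lies between the bounds set for linked variants, so a part for them cannot be told apart from chance near the gene. An effect of FOXO1 loss stays open and was not separated from litter, which the labels do not give, nor from RNA of other cells, which was not weighed for this comparison.

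*Foxo1* counts in doubly deficient cells were 40.1% of wild-type and 28.1% of GFI1-deficient cells, against 11.9% of wild-type in FOXO1-deficient cells. If the rise of *Foxo1* that follows GFI1 loss were the whole explanation, the 2 rises would be alike, but the log2 fold change was 1.75 without and 0.52 with FOXO1, a difference of 1.23 (SE 0.138, adjusted p = 7.71e-09 from edgeR). If deleted cells gave no *Foxo1* counts, undeleted cells as the whole explanation would keep at least 28.1% of every transcript of GFI1-deficient cells. Yet 15 abundant genes fell below that share by more than 2 standard errors, among them *Angpt1* (−5.37), *Il7r* (−4.67) and *Fcgr3* (−3.60). FOXO1-deficient cells kept 11.9% of wild-type *Foxo1* counts, so deleted cells may give some. The share of undeleted cells may then be lower, and fewer genes may fall below it. The 15 argue against undeleted cells as the whole explanation only under conditions that were not tested. Deleted cells must give no *Foxo1* counts, and undeleted cells must express these genes like GFI1-deficient ones. The count lies between the bounds of 5 and 20 set for the test, so a part for undeleted cells stays open. Transcripts of the deleted allele are counted too, and no exon-level data were at hand.

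The effect of GFI1 loss differed between M2 and Imm cells in 41 genes (25 higher and 16 lower in M2), among them *Il7r* (3.01), *Gzmb* (−1.33) and *Prf1* (−0.89). Regrouping does not decide on chance here: 11 of 100 splits called as many, the highest 1321, which points to a structure of the samples, since exchanging genotypes in 1 subset turns the shared effect into a difference by construction. In the separate libraries of the second table 39 of the 41 had the same sign and 12 were called the same way, which argues against chance for those 12, *Il7r* (3.04, adjusted p = 0.0132 from edgeR) among them. For this difference the second table called 16 genes higher and 0 lower in M2 cells, so none of the lower genes was called there. These include *Gzmb* (−0.50, unadjusted p = 0.102 from edgeR) and *Prf1* (−0.48, unadjusted p = 0.00857).

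The effect of GFI1 loss differed with and without FOXO1 in 1183 genes (459 higher, 724 lower without FOXO1; 1 of 40 splits, highest other 1), with 21 of 54 G2/M genes lower. Regrouping does not decide on chance here either. The splits moved the labels of all genotypes, so the separate effects of GFI1 loss and of FOXO1 loss entered the spread of the other splits.

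In libraries that the paper's text does not report on, GFI1-deficient cells differed from wild-type cells in 2232 genes (1 of 40 splits, highest other 263).

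Doubly deficient cells differed from wild-type cells in 5476 genes (1 of 40 splits, highest other 748) and from GFI1-deficient cells in 3656 (1 of 40 splits, highest other 26).

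A library far from the others was looked for in the 2 groups of 4 libraries, wild-type M1 and M2 cells of the first experiment of the second table, over 36 values (17 genes and the total count in each). It was found for 1 of the 36, *E2f1* in M2 cells, at 8.434 CPM in replicate 1, with 0.902 of the range between it and the next library; chance gives about 1 in 20 groups.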

How the results depend on the processing

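All alternatives reported here were set in advance. A value counts as reversed when its sign changes, unless neither value passes its threshold. The cause of a change was not tested, except where a stricter threshold or fewer libraries lower a count by construction.

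With a further threshold of 1 on the absolute log2 fold change, the calls for GFI1 loss in the first table became 365 in Imm, 228 in M1, 281 in M2 and 399 averaged over subsets, and 1086 for wild-type M2 against Imm cells. In the second table they became 507 for GFI1 loss, 711 for FOXO1 loss, 1394 for loss of both, 858 for doubly against GFI1-deficient cells and 272 for the difference of the GFI1 effect with FOXO1. The share of GFI1 changes called the opposite way in doubly deficient cells was 12.2% (20.8% as reported).

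With all experiments in 1 fit, GFI1 loss gave 1133 calls in M1, 1287 in M2 and 2846 averaged over subsets. With the compared groups alone M2 gave 356. DESeq2 called 112 genes for the difference between M2 and Imm cells.

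In the first experiment of the second table alone the calls were 1030 for GFI1 loss, 1486 for FOXO1 loss, 3647 for loss of both, 2169 for doubly against GFI1-deficient cells and 456 for the difference with FOXO1. Calls of named genes within subsets were 15 for GFI1 loss and 100 for the other comparisons, and the share called the opposite way was 13.2%. In the other experiment alone they were 1326 for GFI1 loss, 3578 for loss of both, 2373 for doubly against GFI1-deficient cells and 314 for the difference. The B cell list in FOXO1-deficient cells reversed in the first (adjusted p = 0.612 by camera) and the G2/M list of doubly against GFI1-deficient cells in the other (adjusted p = 0.0189 by camera).

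With an estimated correlation in camera, 1 gene list, that of FOXO targets, passed instead of 10 for GFI1 loss averaged over the subsets of the first table, and 0 signature tests instead of 12 (limma's camera; 11 with 50 and 12 with 200 genes).

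Without single libraries, Imm calls ranged from 550 (without wild-type Imm replicate 1; 566 without GFI1-deficient Imm replicate 1) to 811, and the difference between M2 and Imm from 27 (without wild-type M2 replicate 3) to 49. Ranges were 325 to 369 in M1, 430 to 533 in M2 and 1429 to 1759 averaged over subsets. Without wild-type Imm replicate 1, 7 S phase genes were called in Imm cells.

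With the replicate number as a replicate block, GFI1 loss gave 1299 calls in Imm cells instead of 917 and 1999 instead of 1642 averaged over subsets, and in M1 cells *Eomes*, *Gzmb* and *Prf1* came to pass. In the first table 18 of 18 libraries correlated best with one of their own number (22 of 31 and 24 of 25 in the experiments of the second), a hint from the data, not the design. The numbers were not used as pairs, since their correlation was above 0.1 in only 26 of 45 pairs of the first table, with a lowest value of 0.0203. The median there was 0.112 within a number and −0.0451 between numbers. Libraries of a number may therefore not be independent across subsets, which the tests averaged over subsets and the splits assume.

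No value of a named gene reversed: outside the fits that leave out a library, 4244 kept their side of the threshold, 150 came to pass and 115 no longer passed. Depth leaves 99.971% and 99.988% of counts in the genes tested.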

Differences from the paper's values

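No value that the paper states differed from the value computed here by the measures set in advance, over 42 log2 fold changes of Supplementary Data 2 and the depth per sample. The fold changes come from the same libraries, so their closeness was built in. For depth the paper gives reads and the value here is total counts, which are unlike measures. Under all experiments in 1 fit, 13 of the values differed.

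The paper states that *Tbx21* is lower in differentiated GFI1-deficient cells. It was not called here in M1 (log2 fold change −0.14) or M2 cells (−0.21, adjusted p = 0.173 from edgeR), though all GFI1-deficient libraries lay below the wild-type ones. It was called with all experiments in 1 fit, an alternative set in advance, in M2 cells (−0.23, adjusted p = 0.0266 from edgeR).

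The paper states that *Eomes* is higher in every subset. In M1 cells it was not called (0.26, adjusted p = 0.0565 from edgeR), but it was called with DESeq2 (adjusted p = 0.0247), with the replicate number as a replicate block (0.0288 by edgeR), with the compared groups alone (0.042 by edgeR) and with all experiments in 1 fit (0.00116 by edgeR), all set in advance.

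The paper names *Mcm4* among genes lower in Imm cells. It was not called (−0.18, adjusted p = 0.388 from edgeR), except with all experiments in 1 fit (−0.19, adjusted p = 0.0364 from edgeR).

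Of the E2F family, which the paper gives as lower in Imm cells, 4 of 8 were called lower and none higher.

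The paper states that cell cycle genes are lower in differentiated cells. Of 32 such genes in Supplementary Fig. 4a, 1 was called in M1 and 1 in M2 cells, both lower, while 24 were lower in Imm cells. At the legend's threshold, taken as an unadjusted p below 0.05, 14 were lower in M1, 13 in M2 and 27 in Imm cells and none was higher, and 28 were called lower by edgeR averaged over subsets, so the difference lies in the threshold for part of these genes.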

Other observations

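The paper's single-cell data show *Zeb2* and *Tbx21* higher and *Tcf7*, *Id2* and *Eomes* lower in FOXO1-deficient cells. In the bulk libraries, averaged over subsets, the log2 fold changes were 0.32 for *Zeb2*, 0.48 for *Tbx21*, −2.22 for *Tcf7*, −0.48 for *Id2* and −0.20 for *Eomes*, all called. *Itgax* rose by 0.37 and *Sell* fell by 0.41 on the log2 scale, where the paper's single-cell data have them lower and higher. *Gzmb* rose on average by a log2 fold change of 0.90, *E2f2* by 1.33 and *Mki67* by 0.83 (adjusted p = 0.00376 from edgeR), while *E2f1* was not called (0.47, adjusted p = 0.0845). By subset, *Mki67* had log2 fold changes of 1.16 in Imm (adjusted p = 0.058 from edgeR), 1.27 in M1 (0.0265) and 0.07 in M2 cells (0.981), and *Gzmb* 1.34, 0.90 and 0.45, the last not called (adjusted p = 0.333); *E2f2* was called in all 3. Of 54 G2/M genes 31 rose in Imm and 22 in M1 cells, and edgeR called 0 in M2 cells, where 0 passed an unadjusted p below 0.05 and DESeq2 called 0. Of 43 S phase genes 22, 3 and 1 rose. Whether these subsets differ was not tested. The paper reports more *Foxo1* transcript without functional FOXO1, and in the bulk counts *Foxo1* was lower by a log2 fold change of −3.07.

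In doubly against GFI1-deficient cells *Tbx21* rose by a log2 fold change of 0.55 (adjusted p = 1.04e-12 from edgeR), *Zeb2* by 0.38, *Gzmb* by 1.19 and *Prf1* by 0.29. *Eomes*, which the paper reports as lower there, had 0.11 (adjusted p = 0.182). Of 19 late maturation genes 14 rose and 1 fell, and of 20 early ones 16 fell and 1 rose (adjusted p = 0.0287 and 0.00148 with an estimated correlation in limma's camera). *Il7r* fell by 4.67 on the log2 scale. Markers of B, T and myeloid cells lay lower in the same comparison, with median log2 fold changes of −0.852 for B (2 of 12 fell, 1 rose), −0.592 for T (1 of 12 fell, 1 rose) and −0.672 for myeloid cells. Against wild-type cells the medians were −1.22 (7 of 12 fell, 1 rose), −0.771 (4 of 12 fell, 1 rose) and −0.707 (2 of 11 fell, 1 rose). None of these lists passed in camera (adjusted p = 0.517, 0.394 and 0.253, and 0.305, 0.101 and 0.305 against wild-type cells). Erythroid markers had medians of 0.639 and, against wild-type cells, 0.414, with 1 of 9 called in each, *Car2*, which fell by 1.59 and 1.64 on the log2 scale (camera adjusted p = 0.802 and 0.973).

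*Nt5e* and *Sgk1*, which the paper gives as independent of FOXO1, rose in GFI1-deficient (3.08 and 1.93) and doubly deficient cells (2.61 and 1.86) and were called lower in FOXO1-deficient cells (−1.83 and −1.57). *Ccr2*, given as specific to FOXO1, fell by 1.14 on the log2 scale in FOXO1-deficient cells and was not called in GFI1-deficient cells (−0.15, adjusted p = 0.248 from edgeR). *Jun* and *Fosb*, given with it, were not called in FOXO1-deficient cells (adjusted p = 0.333 and 0.8; in M2 cells log2 fold changes of −1.30 and −0.44, adjusted p = 0.746 and 0.959) nor in GFI1-deficient cells (0.40 and 0.87).

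Of 3308 genes called in FOXO1-deficient cells and present in both tables, 62.2% had the opposite sign in GFI1-deficient cells of the first table, called there or not (Spearman's rho −0.288). Of the 3308, 604 (18.3%) were called the opposite way there and 239 (7.22%) the same way, against 84.46 and 85.16 expected in the 2 opposite directions and 88.84 and 80.96 in the same ones. Of 1621 genes called for GFI1 loss in the first table, 1030 (63.5%) were called the same way and 1 the opposite way in the second. In doubly against GFI1-deficient cells 337 (20.8%) of the 1621 were called the opposite way. Of these, 229 had risen and 108 had fallen with GFI1 loss, against 94.41 and 75 expected. Another 486 (30%) were called the same way, 204 risen and 282 fallen, against 78.9 and 89.76 expected. Against wild-type cells 1022 (63%) were still called the same way, 519 risen and 503 fallen, with 115.7 and 131.1 expected.

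The signature of wild-type M2 cells from the second table was lower in GFI1-deficient M2 cells of the first (3 rose and 20 fell of 100, camera adjusted p = 3.75e-14, adjusted p = 0.0794 with an estimated correlation in limma) and higher in Imm cells (24 rose and 7 fell, adjusted p = 9.39e-06 and 0.202).

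In GFI1-deficient Imm cells of the second table 3 of 43 S phase and 1 of 54 G2/M genes fell and none rose (camera adjusted p = 4.54e-12 and 6.05e-12, adjusted p = 0.129 and 0.291 with an estimated correlation in limma).

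Interferon-response genes were lower in FOXO1-deficient cells (13 of 20, none rose, adjusted p = 0.00138 with an estimated correlation in limma's camera).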
